# Minor Spliceosomal 65K/RNPC3 Interacts with ANKRD11 and Mediates HDAC3‐Regulated Histone Deacetylation and Transcription

**DOI:** 10.1002/advs.202307804

**Published:** 2024-06-05

**Authors:** Chen‐Hui Li, Shao‐Bo Liang, Qi‐Wei Huang, Zhen‐Zhen Zhou, Zhan Ding, Ni Long, Kwang‐Chon Wi, Liang Li, Xi‐Ping Jiang, Yu‐Jie Fan, Yong‐Zhen Xu

**Keywords:** ANKRD11, HDAC3, histone deacetylation, minor splicing, U11/U12‐65K

## Abstract

RNA splicing is crucial in the multilayer regulatory networks for gene expression, making functional interactions with DNA‐ and other RNA‐processing machineries in the nucleus. However, these established couplings are all major spliceosome‐related; whether the minor spliceosome is involved remains unclear. Here, through affinity purification using *Drosophila* lysates, an interaction is identified between the minor spliceosomal 65K/RNPC3 and ANKRD11, a cofactor of histone deacetylase 3 (HDAC3). Using a CRISPR/Cas9 system, Deletion strains are constructed and found that both *Dm65K^Δ/Δ^* and *Dmankrd11^Δ/Δ^* mutants have reduced histone deacetylation at Lys9 of histone H3 (H3K9) and Lys5 of histone H4 (H4K5) in their heads, exhibiting various neural‐related defects. The 65K‐ANKRD11 interaction is also conserved in human cells, and the HsANKRD11 middle‐uncharacterized domain mediates Hs65K association with HDAC3. Cleavage under targets and tagmentation (CUT&Tag) assays revealed that HsANKRD11 is a bridging factor, which facilitates the synergistic common chromatin‐binding of HDAC3 and Hs65K. Knockdown (KD) of *HsANKRD11* simultaneously decreased their common binding, resulting in reduced deacetylation of nearby H3K9. Ultimately, this study demonstrates that expression changes of many genes caused by *HsANKRD11‐KD* are due to the decreased common chromatin‐binding of HDAC3 and Hs65K and subsequently reduced deacetylation of H3K9, illustrating a novel and conserved coupling mechanism that links the histone deacetylation with minor spliceosome for the regulation of gene expression.

## 1 Introduction

Catalyzed by the spliceosome, pre‐mRNA splicing removes intronic sequences from precursor RNAs, which is critical for gene expression and regulation.^[^ ^1^ ^]^ The spliceosome is a macromolecular RNA‐protein machinery, consisting of five small nuclear RNAs (snRNAs) and dozens of proteins, forming dynamic complexes during the multiple stages of assembly, catalysis, and disassembly.^[^ ^2^ ^]^ Two distinct spliceosomes, the major and the minor spliceosomes, coexist in most metazoans and a few unicellular organisms.^[^ ^3^ ^]^ The major spliceosome recognizes and removes >99.5% of introns, named U2‐type or major introns; while the minor spliceosome catalyzes fewer introns, named U12‐type or minor introns.^[^ ^3^, ^4^ ^]^ However, the function and regulation of the minor spliceosome and minor‐intron‐containing genes (MIGs) are critical; mutations in the minor spliceosome or minor introns cause serious developmental defects and human diseases.^[^ ^5^ ^]^

In the composition of snRNAs, the two spliceosomes only share U5; the major has U1, U2, U4, and U6, and the minor has U11, U12, U4atac, and U6actac snRNAs.^[^ ^6^ ^]^ The two spliceosomes share many protein components but also have their own specific ones.^[^ ^3^ ^]^ For example, the human minor spliceosomal U11/U12 di‐small nuclear ribonucleoproteins (di‐snRNP) subcomplex does not have U1‐70K, U1‐A, or U1C from the U1 snRNP, or U2‐A', U2‐B', or SF3a subunits from the U2 snRNP, but has the complete SF3b complex like the major spliceosomal U2 snRNP. Instead, the U11/U12 di‐snRNP has 7 specific proteins, including 65K/RNPC3, 59K/PDCD7, 48K/SNRNP48, 35K/SNRNP35, 31K/ZCRB1, 25K/SNRNP25, and 20K/ZMAT5.^[^ ^7^ ^]^ In the human minor spliceosomal B^act^ complex, five minor‐specific proteins have been recently identified, including SCNM1, RBM48, ARMC7, PPIL2, and CRIPT.^[^ ^8^ ^]^ Most of the minor‐specific proteins have been identified in plants, fruit fly, zebrafish, and mouse, displaying a high evolutionary conservation across species; and their mutations cause deficient splicing of minor introns and aberrant alternative splicing (AS).^[^ ^9^ ^]^

Eukaryotic RNA processing includes 5′‐capping, splicing, 3′‐end polyadenylation, editing, and modifications on transcripts, which are carried out co‐transcriptionally in the nucleus.^[^ ^10^ ^]^ Chromatin remodeling, DNA and histone modifications, transcription, and RNA processing are also coupled with each other and form regulatory networks for accurate gene expression.^[^ ^11^ ^]^ RNA splicing is a crucial step in eukaryotes; many major spliceosome components have been found to interact with DNA‐ and RNA‐processing machineries. For example, the U2AF65‐Prp19 complex interacts with the C‐terminal domain of RNA polymerase II (CTD of RNAPII) to activate splicing;^[^ ^12^ ^]^ the Prp5‐U2 snRNP complex is recruited by the transcriptional Spt‐Ada‐Gcn5 acetyltransferase (SAGA) complex to modulate splicing fidelity^[^ ^13^ ^]^; and the assembly of the U2 snRNP, the splicing scaffold U5 snRNP and PRPF8 is facilitated by Ser5‐phosphorylated RNAPII.^[^ ^14^ ^]^ The chromatin remodeling factor CHD1 co‐purifies the U2 snRNP subcomplex SF3a, and the deficiency of CHD1 results in a decreased splicing rate due to impaired SF3a recruitment^[^ ^15^ ^]^; the chromatin remodeling factor BRG1 interacts with hnRNPL, hnRNPU, and SAM68 to modulate alternative splicing^[^ ^16^ ^]^; the chromatin‐binding protein HP1α/β and the splicing factors SRp20 and ASF/SF2 are interacting partners for trimethylations of H3K9^[^ ^17^ ^]^; and the DNA‐binding protein UHRF1 regulates alternative splicing by interacting with SF3B3 and U1/U2 snRNAs in an H3R2me‐involved manner.^[^ ^18^ ^]^ However, minor‐spliceosome‐coupled events and their regulatory functions in gene expression have not yet been investigated.

Methylation and acetylation are the two dominant histone post‐translational modifications,^[^ ^19^ ^]^ in which histone acetylation surrounding the transcription start sites (TSSs) stabilizes the binding of other chromatin remodeling factors and destabilizes nucleosome structure, leading to decreased nucleosome occupancy and enhanced transcription.^[^ ^20^ ^]^ Histone deacetylases (HDACs) are a group of enzymes that remove acetyl groups from histone lysines, allowing histones to package the chromatin more tightly, and thus silencing transcription.^[^ ^21^ ^]^ Class I HDACs (Rpd3‐like proteins) consists of four enzymes, HDAC1, HDAC2, HDAC3, and HDAC8, which are recruited to enhancers and promoters to modulate the epigenetics of chromatin and nearby gene expression.^[^ ^22^ ^]^ Defective HDAC3 results in increased levels of H3K9 acetylation (H3K9ac), H3K14 acetylation (H3K14ac), H4K5 acetylation (H4K5ac), and H4K12 acetylation (H4K12ac) in the late S phase of the cell cycle.^[^ ^23^ ^]^ Interacting with HDAC3, the ANKRD11 protein contains multiple regions called ankyrin domains and functions as a co‐factor of HDAC3, which shows specificity in brain nerve cells and may regulate genes involved in learning and memory.^[^ ^24^ ^]^

To identify minor‐spliceosome‐coupled events, we co‐purified Dm65K‐associated proteins from *Drosophila* and found that Dm65K interacts with DmANKRD11. Deletion of either *Dm65K* or *DmAnkrd11* leads to reduced deacetylation of H3K9 and H4K5 in the fly head. The 65K‐ANKRD11 interaction is conserved in human, and knockdown of the human *Hs65K* or *HsANKRD11* also increased H3K9ac and H4K5ac. Co‐immunoprecipitation (co‐IP) experiments revealed that HsANKRD11 mediates the Hs65K‐association with HDAC3, and CUT&Tag assays revealed that Hs65K and HDAC3 have largely overlapping chromatin binding and synergistically enhance each other's binding, which was weakened in the *HsANKRD11* knockdown cells. Furthermore, this 65K‐ANKRD11‐HDAC3 interaction influences the deacetylation of H3K9 surrounding TSS regions and gene expression, providing a novel regulatory strategy for gene expression through an interaction between machineries of histone modification and minor splicing.

## 2 Results

### 2.1 Identification of Dm65K‐Associated Proteins

Since only two minor spliceosome‐specific components, 65K/RNPC3 and 20K/ZMAT5, were experimentally confirmed in *Drosophila*,^[^ ^9^, ^25^ ^]^ we carried out a two‐step affinity purification using nuclear extract from the pupae of the FLAG‐Tev‐6×His (FTH)‐tagged Dm65K strain (**Figure** **1**A left). The top identified peptides of the associated proteins are from 11 *Drosophila* genes, including *Dm20K*, *Rm62*, *Bel, CG12204*, *CG34313*, *CG1896*, *CG2233*, and *CG10984*, as well as three Sm genes *SmD2*, *SmG*, and *SmE* (Figure 1A,B; Table S1, Supporting Information). Using *clustalw*,^[^ ^26^ ^]^ we identified CG12204, CG34313, and CG1896 as the homologs of human U11/U12‐48K; −25, and −59K, respectively; and Rm62, BEL, and CG10984 as homologs to human DDX17, DDX3X, and ANKRD11, respectively; *CG2233* is still an uncharacterized gene with unknown homologs (Figure 1B; Figure S1, Supporting Information).

**Figure 1:**
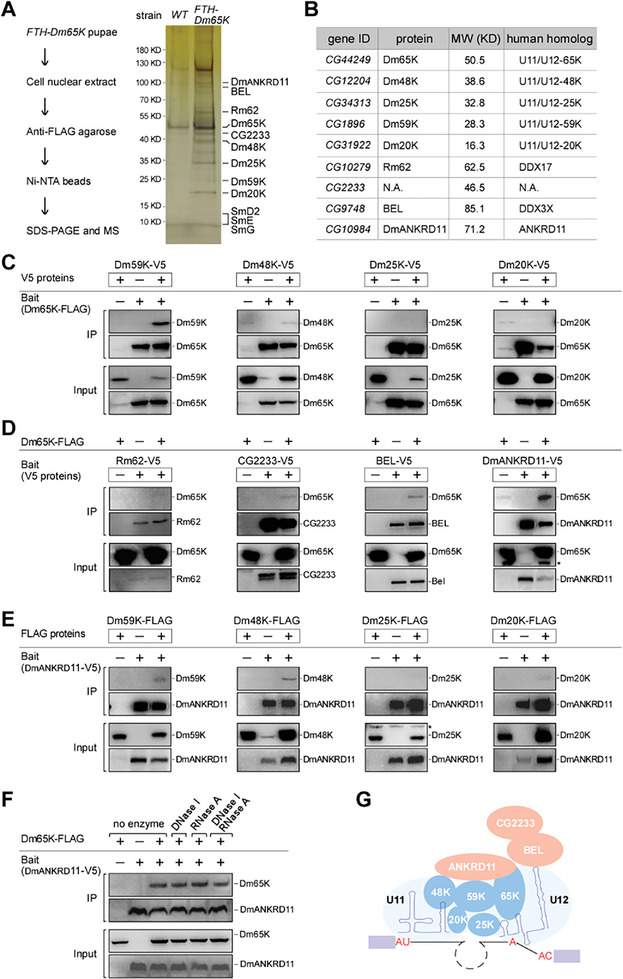
Dm65K interacts with the HDAC3‐cofactor DmAnkrd11 in *Drosophila*. A) The Dm65K‐associated proteins were co‐purified from the lysate of the FTH‐Dm65K pupae through a two‐step affinity purification and identified by mass spectrometry. Left, strategy for purification; right, silver staining of SDS‐polyacrylamide gel electrophoresis (SDS‐PAGE) gel for the co‐purified proteins. B) Information of the top identified proteins. C) FLAG‐tagged Dm65K effectively co‐IPed Dm59K, but not other three minor spliceosomal proteins. D) FLAG‐tagged Dm65K was effectively co‐IPed by DmANKRD11, but not by other three identified non‐minor spliceosomal proteins. E) Dm59K and Dm48K were ineffectively co‐IPed by DmANKRD11. F) The Dm65K‐DmANKRD11 interaction is DNA‐ and RNA‐independent in S2 cells. DNase I and/or RNase A were added during the co‐IPs. G) A proposed interaction network based on data from this figure and Figure S3 (Supporting Information). Asterisks, non‐specific bands.

Two sets of assays were then performed to distinguish the functions of the co‐purified proteins. First, their coding sequences with a FLAG‐tag were expressed in *Drosophila* S2 cells. Similar to Dm65K, the FLAG‐tagged Dm59K, Dm48K, Dm25K, and Dm20K co‐IPed U11 and U12 snRNAs, as well as pre‐mRNAs with minor introns, but neither the major U1 snRNA nor pre‐mRNAs with major introns (Figure S2, Supporting Information). In contrast, the FLAG‐tagged Rm62, CG2233, BEL, and DmANKRD11 co‐IPed none of the minor RNAs. Secondly, the splicing of minor introns was tested when those genes were knocked down (KD) in S2 cells. As with the *Dm65K‐KD*, KDs of *Dm59K, Dm48K*, *Dm25K*, and *Dm20K* resulted in notable retention of minor introns, whereas KDs of the other four genes did not inhibit minor splicing (Figure S2C,D, Supporting Information). These data demonstrate that *CG12204*, *CG34313*, and *CG1896* are homologs of the human U11/U12 di‐snRNP components in *Drosophila*, and thus we designate them as *Dm48K*, *Dm25K*, and *Dm59K*, respectively, while the other four proteins are not directly involved in minor splicing.

### 2.2 Dm65K Interacts with the Histone Deacetylation Cofactor DmANKRD11

To investigate protein‐protein interactions, we performed co‐IP assays using two separately expressed FLAG‐ and V5‐tagged proteins in S2 cells. First, Dm65K efficiently co‐IPed Dm59K, but not Dm48K, Dm25K, or Dm20K (Figure 1C); Dm59K efficiently co‐IPed Dm48K and Dm20K, and slightly Dm25K; Dm48K did not co‐IP either Dm25K or Dm20K, and Dm25K did not co‐IP Dm20K (Figure S3A–C, Supporting Information). These results suggest that the interactions of Dm65K‐Dm59K, Dm59K‐Dm48K, and Dm59K‐Dm20K are direct or at least strong. These interactions are independent of RNA, demonstrated by the observation of similar interactions remaining after treatment with Ribonuclease A (RNase A) (Figure S3A–D, Supporting Information). Second, Dm65K was efficiently co‐IPed by DmANKRD11, slightly by BEL and CG2233, and not detectably by Rm62 (Figure 1D), implying a strong Dm65K‐DmANKRD11 interaction. In contrast, DmANKRD11 slightly co‐IPed Dm59K and Dm48K but not others (Figure 1E), suggesting that interactions between DmANKRD11 with the minor spliceosome are mostly via Dm65K. The Dm65K‐DmANKRD11 interaction is also independent of both DNA and RNA (Figure 1F).

In summary, these results suggest a protein‐protein interaction network of the co‐purified proteins (Figure 1G). As the core U11/U12 di‐snRNP protein, Dm65K directly interacts with Dm59K and a non‐spliceosomal protein DmANKRD11, whose homolog in mammals was identified as a cofactor of the histone deacetylation enzyme HDAC3.^[^ ^24a^ ^]^

### 2.3 Histone Deacetylation is Reduced in the Head of *65k^Δ/Δ^* and *ankrd11^Δ/Δ^* Mutants

Using the CRISPR/Cas9‐mediated system,^[^ ^27^ ^]^ we generated two deletion flies, *65k^Δ/Δ,^* and *ankrd11^Δ/Δ^* (Figure S4A,B, Supporting Information). Unlike the pupa‐stage lethality caused by the deletion of *U12* or *U6atac* snRNA,^[^ ^9d^ ^]^ the first generation of *65k^Δ/Δ^* (F1) was viable to mate and generate offspring; however, it exhibited significant defects in pupation, eclosion, and fecundity (Figure S4C–E, Supporting Information). The second generation of *65k^Δ/Δ^* (F2) was even more impaired, exhibiting more serious defects and no ability to cross (Figure S4C–F, Supporting Information). These results demonstrate that *Dm65K* is a critical gene for the survival and development of *Drosophila*. Deletion of *Ankrd11* resulted in relatively milder developmental defects (Figure S4C–F, Supporting Information). Importantly, both the *65k^Δ/Δ^* and *ankrd11^Δ/Δ^* flies showed milder spinal muscular atrophy (SMA) associated phenotypes^[^ ^9d^ ^]^ than the *U12^Δ/Δ^* did, fewer boutons of the neuromuscular junctions (NMJ) and less impaired larvae locomotion (**Figure** **2**A,B), suggesting that the two mutants have defects in the nerve systems.

**Figure 2:**
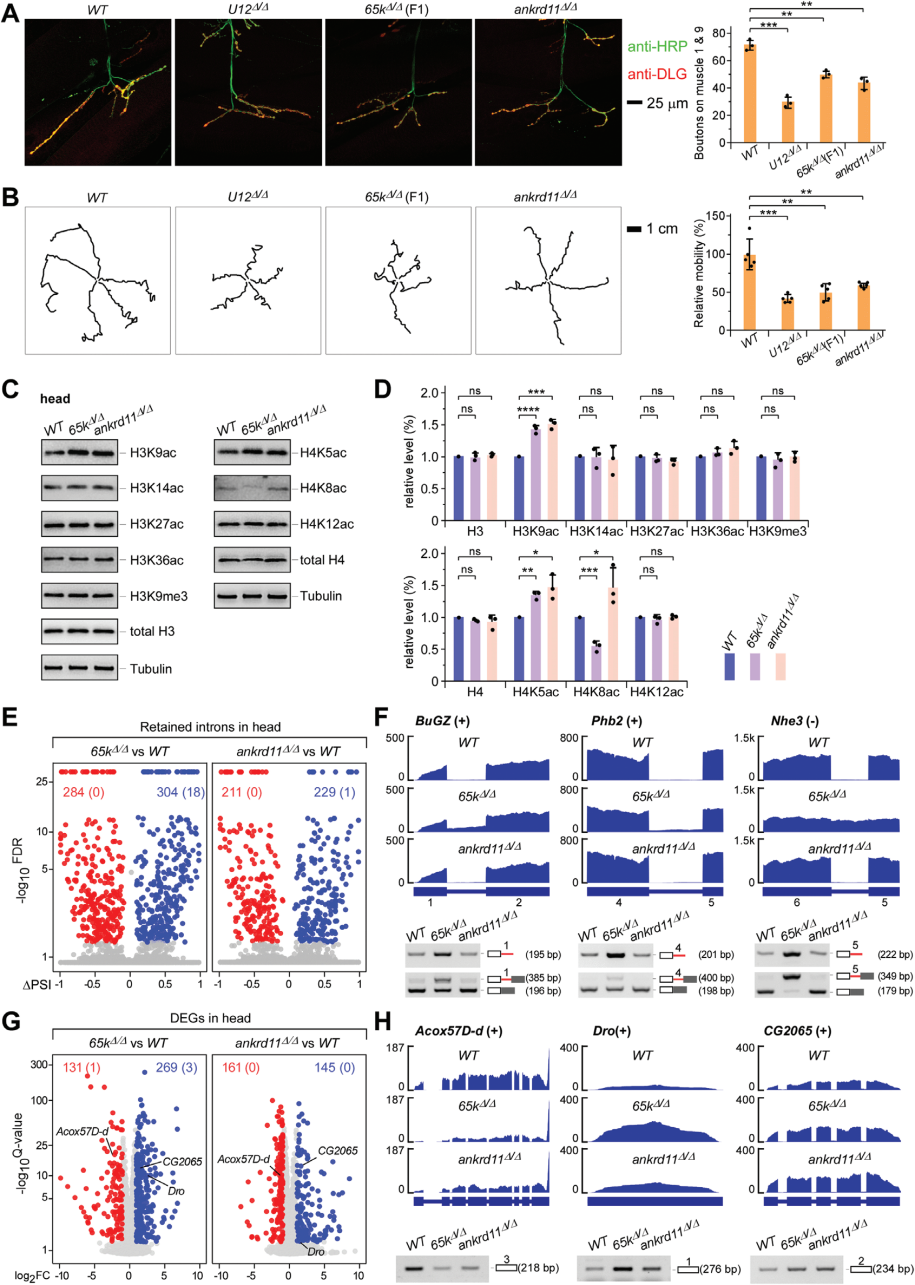
Both *65k^Δ/Δ^* and *ankrd11^Δ/Δ^* mutants exhibit enhanced levels of H3K9ac and H4K5ac in the head. A) The NMJ boutons are reduced in the two deletion strains, but less than the reduction in the U12‐deletion strain. Quantitation of the NMJ boutons is shown on the right. B) The larva locomotion is impaired in the two deletion strains. Quantitation of the relative mobility are shown on the right. C) H3K9ac and H4K5ac were enhanced in the head of the two deletion strains. D) Quantitative analyses of the changed levels of histone acetylations. E) Retained intron events in the head of the two deletion strains. Numbers in brackets are counting of minor introns. F) Validation of inhibited splicing of three minor introns in the two deletion mutants by RT‐PCR. Red lines, minor introns. G) Analyses of differentially expressed genes (DEGs) in the head of the two mutants. Numbers in brackets are counting of MIGs. H) Validation of three DEGs in the two deletion mutants by RT‐PCR. The length of PCR amplicons is indicated. Statistical data are shown as mean ± SD. p values were calculated using two‐sided unpaired t‐test; ^*^ *p* <0.05; ^**^ *p* <0.01; ^***^ *p* <0.001; ^****^ *p* <0.0001; ns, no significance.

Since the function of DmANKRD11 has not been experimentally investigated, we detected histone acetylation levels in mutants, including H3K9ac, H3K14ac, H3K27ac, H3K36ac, H4K5ac, K4K8ac, and H4K12ac that are substrates of HDAC3.^[^ ^24^, ^28^ ^]^ Compared to *WT* flies, neither *65k^Δ/Δ^* nor *ankrd11^Δ/Δ^* adults showed obvious changes in histone acetylation (Figure S5A, Supporting Information). Interestingly, H3K9ac and H4K5ac were increased in the heads of the two mutants, while other sites were not, except that H4K8ac was decreased in *65k^Δ/Δ^* and increased in *ankrd11^Δ/Δ^* (Figure 2C,D). These results demonstrate that histone deacetylation is reduced in the *Drosophila* brain when *Dm65K* or *DmANKRD11* is knocked out, and the data are consistent with findings in mammals that ANKRD11 controls histone acetylation during neural development.^[^ ^24a^ ^]^

We performed RNA‐sequencing (RNA‐seq) and identified more changed AS events in *65k^Δ/Δ^* than in *ankrd11^Δ/Δ^* (Figure S5B,C and Table S2, Supporting Information). 

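RNA was sequenced from the heads and from adults of WT flies and of the 65k and ankrd11 deletion flies, with 3 libraries for each tissue and strain and 100 flies of 1 day of age in each sample. WT was a w1118 isogenic strain. The authors trimmed the reads, mapped them to the dm6 genome using STAR and summarized them per gene with featureCounts, and their counts per gene were used here without any earlier normalization. Between 24251352 and 40018769 reads were counted on genes in each of the 18 libraries. In heads, the median total was 27823274 in WT, 26934213 in the 65k deletion and 26383185 in the ankrd11 deletion; in adults, it was 35091549, 30651997 and 26059829. A gene without a count in the 3 head libraries of the 65k deletion could hold up to 3 of their 81232402 counts, or 0.0369 on edgeR's scale of counts relative to library size (CPM), a limit that covers counting error only. Each deletion was compared with WT of the same tissue using edgeR's quasi-likelihood test on genes passing filterByExpr, after TMM normalization. In heads, 10428 genes were tested for the 65k deletion and 10467 for the ankrd11 deletion. A gene was called as a DEG when its Benjamini-Hochberg adjusted p-value was under 0.05 and its fold change was at least 2, the thresholds given by the paper. The authors' own head comparisons used the 3 WT libraries with replicates 1 and 2 of the 65k deletion and replicates 2 and 3 of the ankrd11 deletion, and the paper's text does not name a reason. The libraries they left out held more transcripts of 161 genes that stood under 1 CPM in every WT head and at 50 CPM or more in WT adults. These genes summed to between 21.0 and 23.3 CPM in WT heads, to 1320.3 CPM in replicate 3 of the 65k deletion and to 8976 CPM in replicate 1 of the ankrd11 deletion. Head results are therefore given with the authors' choice of libraries and with all 6 libraries of each comparison.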

Nearly all 19 *Drosophila* minor introns were retained in *65k^Δ/Δ^* (18 in head, 17 in adult), but only one was observed in *ankrd11^Δ/Δ^* (Figure 2E; Figure S5D, Supporting Information). Defective minor splicing in *65k^Δ/Δ^* was further validated by RT‐PCR, showing significantly increased retention of minor introns and decreased mRNAs from *BuGZ*, *Phb2*, and *Nhe3* genes (Figure 2F). 

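With the libraries of the authors' comparisons, edgeR called 416 DEGs in the head of the 65k deletion, 272 higher and 144 lower than in WT, and 316 DEGs in the head of the ankrd11 deletion, 143 higher and 173 lower. With all 6 libraries of each comparison, 432 DEGs were called for the 65k deletion, 310 higher and 122 lower, and 219 for the ankrd11 deletion, 108 higher and 111 lower. On the same 6 libraries, DESeq2 called 501 genes for the ankrd11 deletion, 375 higher and 126 lower, and without replicate 1, a choice made here after seeing the data, 148 higher and 161 lower. Dropping the fold change threshold moved these counts most, to 2687 and 1137 genes. The count for the ankrd11 deletion fell to 89 when WT replicate 3 was left out. TotM (FBgn0031701, chromosome 2L of dm6, 5329857 to 5330464) had one of the largest changes in the 65k deletion, from 0.132 ± 0.0794 CPM (SD, n = 3) in WT to 16.6 ± 3.21 CPM (SD, n = 3), a log2 fold change of 6.96 (SE 0.30, adjusted p = 5.0e-06 from edgeR). AttA (FBgn0012042, 2R, 14747362 to 14748215) rose from 0.308 ± 0.0922 to 35.3 ± 8.35 CPM (SD, n = 3 each). The log2 fold change of CG13492 (FBgn0034662) was 6.49 with all libraries and 4.46 with the authors' libraries, since it stood at 29.7 CPM in replicate 3 and at 2.91 ± 0.223 CPM (SD, n = 2) in the other 65k deletion libraries. It lies between 20000001 and 22000000 on 2R, a window in which 12.4% of the tested genes were DEGs of the 65k deletion, against 4.15% over all windows. CG44249, listed as Dm65K in Fig. 1B, lies just past the end of this window, from 22066883 to 22068372. A strain variant linked to that gene and an effect of the deletion cannot be told apart there. In the other direction, mthl8 (FBgn0052475, 3L, 22428 to 26308) was at 50.8 ± 1.17 CPM (SD, n = 3) in WT and had no count in any 65k deletion library, at least 1375-fold lower. CR40190 had a log2 fold change of -8.69 and CG7829 of -7.10 in the same comparison. In the ankrd11 deletion, the largest increases among DEGs with a mean log2 CPM of at least 1 and no overlap between the groups were those of CG14292, CG42393 and Cyp4g1, with log2 fold changes of 9.32, 8.79 and 8.58, and in each the SD between the deletion libraries was larger than their mean. Without replicate 1 these log2 fold changes were 6.83, 6.01 and 6.20. Cyp6a17 (FBgn0015714, 2R, 14873953 to 14875739) fell from 31.8 ± 0.817 to 0.456 ± 0.413 CPM (SD, n = 3 each), a log2 fold change of -6.15 (SE 0.48, adjusted p = 0.000901 from edgeR). CG3397 and Cyp6a2 had log2 fold changes of -3.41 and -2.48, and CG3397 lies on 3R between 10000001 and 12000000, where 6.12% of the tested genes were DEGs of the ankrd11 deletion against 2.09% over all windows.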

Analyses of the differentially‐expressed genes (DEGs) showed that 269 and 145 genes were up‐regulated and 131 and 161 genes were down‐regulated in the head of *65k^Δ/Δ^* and *ankrd11^Δ/Δ^*, respectively (Figure 2G; Figure S5E and Table S2, Supporting Information). Including many neurodevelopment‐related genes, 71 DEGs were shared by the two mutants (Figure S5F, Supporting Information). For example, the *Acox57D‐d* was down‐regulated and *Drosocin* (*Dro*) was up‐regulated in both mutants (Figure 2G,H). 

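With the libraries of the authors' comparisons, a choice made here after seeing the data, 75 genes were called by edgeR in both mutants, of which 57 changed in the same direction and 18 in opposite directions. With all 6 head libraries of each comparison, 53 genes were called in both, 23 of them higher in both mutants, 19 lower in both and 11 changed in opposite directions. Both sets of libraries gave 51 of these genes in common. Without the fold change threshold, 470 genes were called in both with all libraries, 256 in the same direction and 214 in opposite directions. With the authors' libraries, 532 were, 247 in the same direction and 285 in opposite directions. Leaving out WT replicate 3 lowered the number of shared DEGs to 19. Both mutants were compared with the same WT libraries, so both comparisons share the chance error of these libraries. For reference, 10 pairs of unchanged groups were simulated around the observed WT means and compared with these libraries. The simulated fold changes leave out the shared error, so a value above theirs can come from it. With all libraries, lists of as many genes as the DEGs, taken by the lowest p-values, shared 46 genes between the mutants, 34 of them in the same direction, against a median of 17.5 shared genes (14 to 28) in the simulated pairs, with a median of 9 (4 to 18) in the same direction. Across all tested genes, which are not independent replicates, the log2 fold changes of the mutants had a correlation of 0.344, against a median of 0.0542 and at most 0.0670 in the simulated pairs. The sign of the change was the same for 48.1% of the genes, against between 49.7% and 51.1% in the simulated pairs. All libraries include replicate 3 of the 65k deletion and replicate 1 of the ankrd11 deletion, and the simulated pairs have no shared rise of body transcripts. With the authors' choice of libraries, the lists shared 64 genes, 47 of them in the same direction, against a median of 25 (19 to 33) in simulated pairs, the correlation was 0.214, against at most 0.0768, and the sign was the same for 46.6% of the genes, against between 49.1% and 50.9%.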

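Acox57D-d (FBgn0034629, chromosome 2R of dm6, 21389405 to 21392439, plus strand) lies in the same 2R window rich in DEGs of the 65k deletion as CG13492. This window adjoins the gene listed as Dm65K, so a variant linked to it is not excluded as a cause in the 65k deletion. In WT heads, Acox57D-d was at 13.0 ± 0.602 CPM (SD, n = 3). In the authors' 65k deletion libraries it was at 3.32 ± 0.747 CPM (SD, n = 2), a log2 fold change of -1.97 (SE 0.15, adjusted p = 0.000259 from edgeR). With replicate 3, which had 4.21 CPM, its log2 fold change was -1.85 (SE 0.15, adjusted p = 1.0e-04). In the authors' ankrd11 deletion libraries it was at 5.56 ± 0.971 CPM (SD, n = 2), a log2 fold change of -1.23 (SE 0.13, adjusted p = 0.000762). With replicate 1, which had 8.41 CPM, the change was -1.0 (SE 0.19, adjusted p = 0.0195). The adjusted p was between 0.0790 and 0.110 for the ankrd11 deletion without replicate 3 or without any 1 of the WT libraries, and without replicate 2 the log2 fold change was -0.83 (adjusted p = 0.0282). Dro (FBgn0010388, 2R, 14745961 to 14746714, plus strand) was at 0.873 ± 0.202 CPM (SD, n = 3) in WT heads, with between 22 and 30 reads in each library. It was at 5.33 ± 1.98 CPM (SD, n = 2) in the authors' 65k deletion libraries, a log2 fold change of 2.61 (SE 0.30, adjusted p = 0.00144), and at 4.37 CPM in replicate 3. In the authors' ankrd11 deletion libraries Dro was at 2.18 ± 0.608 CPM (SD, n = 2), a log2 fold change of 1.30 (SE 0.31, adjusted p = 0.0279), and at 2.01 CPM in replicate 1. With all libraries, the log2 fold change was 1.28 (SE 0.28, adjusted p = 0.0313). The adjusted p was between 0.0650 and 0.146 when any 1 library other than replicate 1 was left out, 0.0625 with the replicate number as a block and 0.116 without a filter on low counts. Every WT head library lay above every deletion library for Acox57D-d and below every deletion library for Dro, which 10% of the groupings of 3 against 3 give by chance. CG2065 (FBgn0033204, 2R, 7663786 to 7665269) rose from 7.50 ± 1.29 CPM in WT to 17.4 ± 1.44 in the 65k deletion and 19.8 ± 1.75 in the ankrd11 deletion (SD, n = 3 each). The paper gives Acox57D-d and Dro as examples of genes changed in both mutants (Fig. 2G,H).

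**Figure D1:**
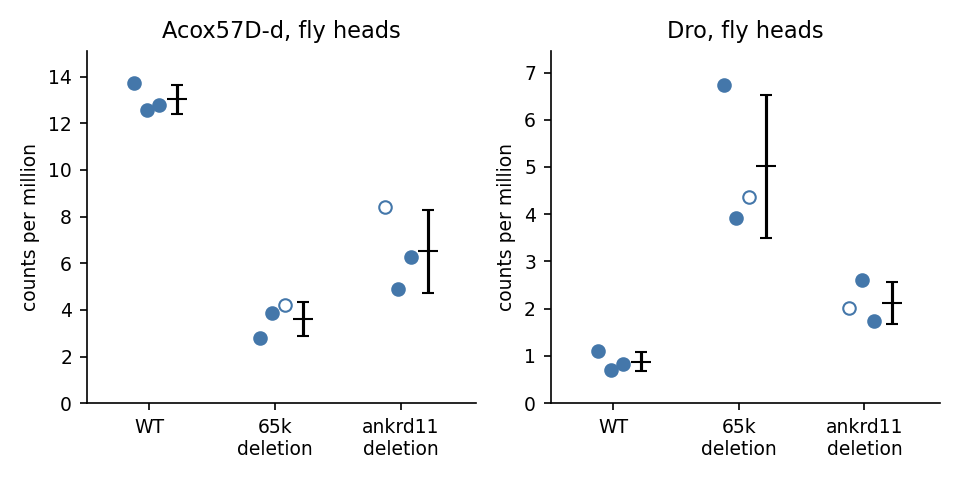
CPM (linear axes from 0) of Acox57D-d and Dro in each head library of WT, the 65k deletion and the ankrd11 deletion, with the mean and SD of the 3 libraries beside the points. Open circles are the libraries left out of the authors' head comparisons, at 4.21 and 8.41 CPM for Acox57D-d and at 4.37 and 2.01 CPM for Dro.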

Acox57D‐d is an acyl‐CoA oxidase involved in peroxisomal β‐oxidation, and disorders of peroxisome biogenesis result in neuronal dysfunction, muscle weakness, and locomotion problems.^[^ ^29^ ^]^ *Dro* is an antimicrobial peptide gene, *Dro*‐overexpression in *Drosophila* neurons leads to impaired locomotor activity.^[^ ^30^ ^]^ Since *65k^Δ/Δ^* and *ankrd11^Δ/Δ^* mutants showed defective NMJ and locomotion (Figure 2A,B), we performed RT‐PCR and confirmed that the expression of *Acox57D‐d* is down‐regulated and *Dro* is up‐regulated in the heads of both mutants (Figure 2H). Up‐regulation of *CG2065*, an NADP‐retinol dehydrogenase,^[^ ^31^ ^]^ was also validated by RT‐PCR. In addition, the splicing changes caused by the deletion of *Dm‐ankrd11* would be due to indirect effects. One of the possibilities could be the transcriptional‐coupled splicing, which has been extensively reported.^[^ ^10^, ^11^, ^32^ ^]^

### 2.4 The 65K‐ANKRD11 Interaction is Conserved in Human

Human ANKRD11 (HsANKRD11) has 2663 aa with four identified domains^[^ ^33^ ^]^ and a long stretch of uncharacterized middle region (**Figure** **3**A). Lacking an obvious AD domain, the DmANKRD11 has three other domains and a much shorter middle region (Figure S1F, Supporting Information). To address the 65K‐ANKRD11 interaction in human, we cloned the full‐length (FL) and six truncations (T1‐T6) of HsANKRD11s and transfected them into 293T cells (Figure 3A). The FL protein was not detectably expressed due to its large size. Consistent with a previous report,^[^ ^34^ ^]^ the truncated HsANKRD11 with the C‐terminus (T3, T4, and T5) co‐IPed HDAC3, while other truncated HsANKRD11s did not (Figure 3B). Importantly, the truncated HsANKRD11 with the middle region (T2, T3, T4, and T6) co‐IPed different levels of Hs65K, in which T6, covering a shorter middle region (aa 1160‐1470), was sufficiently to co‐IP Hs65K. Taken together, we conclude that the 65K‐ANKRD11 interaction is also conserved in human, which relies on the stretched middle region of ANKRD11.

**Figure 3:**
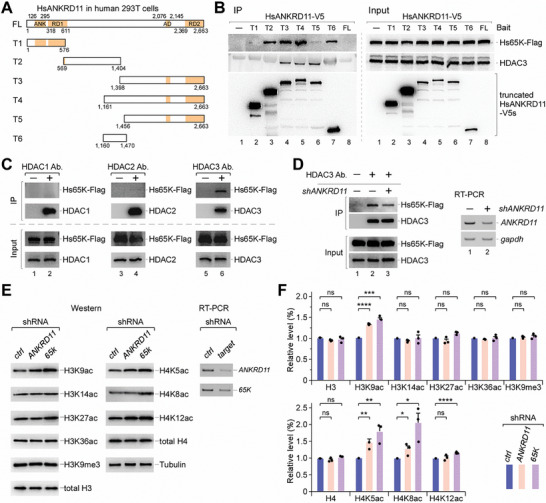
The 65K‐ANKRD11 interaction is conserved in human. A) Schematics for HsANKRD11‐truncated proteins that were expressed with V5‐tag in human 293T cells. Borders and domains are indicated. ANK, ankyrin repeat domain; RD, transcription repression domain; AD, transcription activation domain. B) Co‐IPs by the truncated HsANKRD11s indicated that T6, covers aa 1160 to 1470 in the long uncharacterized region, is sufficient for interaction with Hs65K. C) Hs65K was co‐IPed by an HDAC3 antibody, but not by an HDAC1 or HDAC2 antibody. D) Knockdown of *HsANKRD11* reduced the Hs65K association with HDAC3. E) H3K9ac, H4K5ac, and H4K8ac were enhanced in both *Hs65K‐KD* and *HsANKRD11‐KD* cells. KDs were performed using shRNAs, and the empty vector was used as a control. F) Quantitation of the histone acetylation levels in *Hs65K‐KD* and *HsANKRD11‐KD* cells. Statistical data are shown as mean ± SD. p values were calculated using two‐sided unpaired t‐test; ^*^ *p* <0.05; ^**^ *p* <0.01; ^***^ *p* <0.001; ^****^ *p* <0.0001; ns, no significance.

Using antibodies against HDACs, we found that Hs65K could be co‐IPed by HDAC3, but not by HDAC1 or HDAC2, the other two Class I HDAC enzymes (Figure 3C). Furthermore, fewer Hs65K was co‐IPed by HDAC3 when *HsANKRD11* was knocked down by shRNA (Figure 3D), but T6 and T2 still co‐IPed similar amounts of Hs65K when *HDAC3* was knocked down (Figure S6A, Supporting Information). These results suggest that HsANKRD11 mediates the Hs65K association with HDAC3. Importantly, H3K9ac and H4K5ac in 293T cells were also increased when *Hs65K* or *HsANKRD11* was knocked down (Figure 3E,F). Similarly, as in the two deletion flies, other histone acetylation sites were not changed except H4K8ac. The same changes of histone acetylation caused by deficiency of 65K and ANKRD11 in both human cells and *Drosophila* suggest a conserved regulatory manner for histone deacetylation, which is mediated by the 65K‐ANKRD11 interaction.

To address whether the 65K‐ANKRD11‐HDAC3 interaction is involved with other epigenetic factors, we performed additional co‐immunoprecipitations using an antibody against Hs65K. We found that Hs65K did not co‐IP SRC1, TIF2, or RAC3, three key components from the p160 coactivators/nuclear receptor complex, which has interaction with ANKRD11 (Figure S6B, Supporting Information).^[^ ^35^ ^]^ However, Hs65K strongly co‐IPed NOCR1, a component from the nuclear receptor corepressor & silencing mediator of retinoid and thyroid receptors complex, which has interaction with HDAC3 (Figure S6C, Supporting Information).^[^ ^36^ ^]^

### 2.5 ANKRD11 Mediates the Synergistic Chromatin Binding of 65K and HDAC3

To address whether Hs65K binds on chromatin along with HsANKRD11 and HDAC3, we carried out CUT&Tag assays^[^ ^37^ ^]^ to identify their chromatin binding sites. 

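CUT&Tag, in which a transposase tethered to an antibody cuts and tags the DNA next to the bound protein, was carried out in HEK293T cells, a human embryonic kidney line. The labels give 3 replicates for each antibody in control cells and 3 in HsANKRD11-KD cells. The authors mapped the reads to hg38 with Bowtie2, removed duplicates using picard and called peaks by MACS2, and one peak list for each antibody and cell type was used here. How the 3 replicates were combined into a list is not named in the paper's text. The lists hold no value per replicate and no sequencing depth, so the peak values have no replicate error. They give the position of each peak, its fold enrichment over the background as computed by MACS2, and its q-value, whose -log10 was at least 3.01 in the control lists. The median width was 460 bases for Hs65K peaks and 474 for HDAC3 peaks in control cells, and the median fold enrichment was 4.44 and 4.26. Of these peaks, 6544 for Hs65K and 11081 for HDAC3 lay on chromosomes 1 to 22, X and Y.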

Antibodies against Hs65K and HDAC3 efficiently co‐IPed chromatin DNAs; unfortunately, the HsANKRD11‐antibody failed after multiple trials, showing no detectable DNA signal, similar to the IgG control (Figure S6D, Supporting Information). 

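In control cells, 82.3% of the Hs65K peaks (5783 peaks) lay within 200 bases of an HDAC3 peak, the distance by which the paper defines overlapping peaks. Of the HDAC3 peaks, 50.3% (also 5783 peaks) lay within this distance of an Hs65K peak. An overlap of at least 50% of the shorter peak, in place of the distance, gave 5640 Hs65K peaks and 5638 HDAC3 peaks. Keeping only peaks with a q-value of at most 1e-05, which moved the number most, gave 5022 of 6067 Hs65K peaks and 5019 of 9610 HDAC3 peaks.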

In total, we obtained 7030 and 11492 chromatin‐binding peaks of Hs65K and HDAC3, respectively. 

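With each of the 58735 human genes extended by 3 kb on both sides, as in the paper's methods, 9073 genes held at least 20% of an Hs65K peak and 13138 genes held at least 20% of an HDAC3 peak. Both kinds of peak were held by 8339 genes, 91.9% of the genes with an Hs65K peak and 63.5% of the genes with an HDAC3 peak. Counting instead the genes that held a peak common to both lists, a rule chosen after seeing the data, gave 8152 genes, 89.8% and 62.0%. An Hs65K peak only was held by 734 genes and an HDAC3 peak only by 4799 genes. The number with both moved most, to 5696 genes, when the extended genes were replaced by windows of 1 kb around transcription start sites. Among the 19831 protein-coding genes, 6029 held both kinds of peak.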

Their common peaks belong to 7318 genes, occupying ∼90% of the Hs65K‐binding genes and ∼62% of the HDAC3‐binding genes (**Figure** **4**A; Table S3, Supporting Information), indicating that most chromatin‐binding of Hs65K are along with HDAC3. 

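On chromosomes 1 to 22, X and Y, 4614 Hs65K peaks (70.5%) and 6813 HDAC3 peaks (61.5%) of the control cells had their summit within 1 kb of an annotated transcription start site of a protein-coding gene. As many single positions, drawn at random over the full length of the same chromosomes, lay this close in a median of 5.21% for Hs65K and 4.82% for HDAC3. None of the 100 random placements reached the observed number for either list (one-sided permutation p = 0.0099, the smallest that 100 placements can give). The median distance from a peak summit to the nearest such start site was 253 bases for Hs65K and 365 bases for HDAC3. Within 3 kb, 75.2% and 67.2% of the peaks were near a start site.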

Density analyses revealed that both the Hs65K‐ and HDAC3‐binding peaks were enriched surrounding TSSs (Figure 4B). Interestingly, Hs65K‐ and HDAC3‐peaks from the common‐binding genes were significantly higher, and peaks from the Hs65K‐only or HDAC3‐only binding genes were significantly lower (Figure 4B). These results suggest that Hs65K and HDAC3 promote each other's binding on chromatin, showing a synergistic enhancement effect.

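The density profiles of Fig. 4B need the reads, which were not used here, so the fold enrichment that MACS2 gave to each peak was compared. In control cells, the median fold enrichment of the 5783 Hs65K peaks close to an HDAC3 peak was 4.55 (quartiles 3.89 and 5.48), against 3.95 (3.46 and 4.56) for the other 1247 Hs65K peaks. The 5783 HDAC3 peaks close to an Hs65K peak had a median of 4.81 (4.01 and 5.84), and the other 5709 HDAC3 peaks a median of 3.91 (3.47 and 4.44). Both differences of medians, 0.596 and 0.899, had a p-value of 1e-05 in a two-sided permutation test over peaks, the smallest that 100000 resamples can give, and peaks are not independent replicates. The quartile ranges of the groups overlapped in both lists. A peak is common only if a peak was called in the other list, which is likelier at sites with a strong signal in both. The difference therefore cannot tell mutual binding from this selection. The alternatives gave differences from 0.472 (q-value of at most 1e-05) to 0.777 (peaks within 1 kb of a start site) for Hs65K and, with the same alternatives, from 0.792 to 1.01 for HDAC3. From the higher peaks on the common-binding genes, the paper proposes that Hs65K and HDAC3 promote each other's binding on chromatin.

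**Figure D2:**
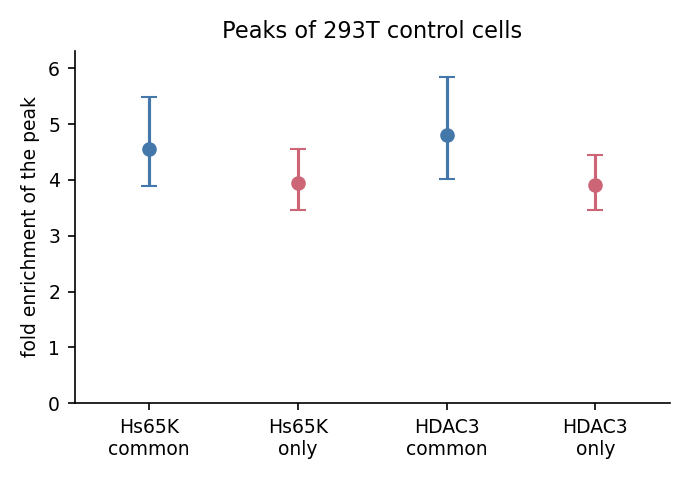
Fold enrichment (linear axis from 0) of the control Hs65K and HDAC3 peaks, for peaks within 200 bases of a peak of the other list (common) and for all other peaks (only). Points are medians, at 4.55 and 3.95 for Hs65K and 4.81 and 3.91 for HDAC3, and bars run from the lower to the upper quartile.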

**Figure 4:**
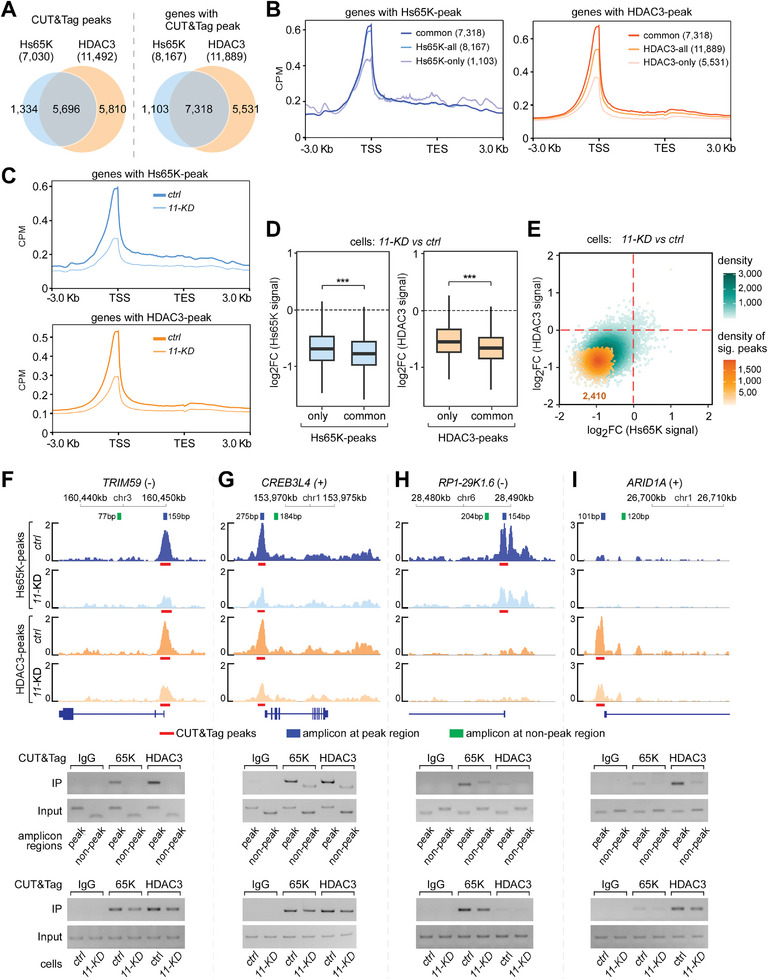
Hs65K and HDAC3 synergistically promote each other's chromatin binding. A) Analyses of chromatin‐binding sites of Hs65K and HDAC3 in 293T cells using CUT&Tag data. The majority of Hs65K‐binding sites overlap with HDAC3‐binding sites from the view of both peaks (left) and genes with peaks (right). B) Density distribution of Hs65K‐ and HDAC3‐binding signals on gene bodies. Peak‐containing genes are grouped as common‐, all‐, and only‐binding. TSS, transcription start site; TES, transcription end site. C) The chromatin‐bindings near the TSS region of Hs65K and HDAC3 were significantly decreased when *HsANKRD11* was knocked down by shRNA. *11‐KD*, *HsANKRD11‐KD*; *ctrl*, *control*. D) Peak signals of Hs65K and HDAC3 at the common‐binding sites were more seriously decreased than at the only‐binding sites in the *HsANKRD11‐KD* cells. p values were calculated using the Wilcoxon test; ^***^, p value < = 0.001. E) A large portion of the 65K‐ and HDAC3‐signals at the common‐binding sites were simultaneously decreased in the *HsANKRD11‐KD* cells. F–I) Experimental validation of the CUT&Tag analyses for chromatin‐binding of Hs65K and HDAC3 by individual PCRs. Four genes were selected for testing, including two common‐binding genes F) *TRIM59* and G) *CREB3L4*, H) an Hs65K‐only binding gene *RP1‐29K1.6*, and I) an HDAC3‐only binding gene *ARID1A*. The location of protein‐binding peaks and PCR amplification regions for peaks and non‐peaks are indicated.

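In the lists of control cells, the peaks at TRIM59 (ENSG00000213186) lay on chromosome 3 of hg38, for Hs65K from 160449422 to 160450493 with a fold enrichment of 5.96 and for HDAC3 from 160449424 to 160450493 with 6.11. In HsANKRD11-KD cells, both were called again, with fold enrichments of 3.71 and 4.19. The peaks at CREB3L4 (ENSG00000143578) lay on chromosome 1, for Hs65K from 153967277 to 153967839 with a fold enrichment of 4.73 and for HDAC3 from 153967231 to 153967839 with 4.51. They were also called in HsANKRD11-KD cells, with 3.87 and 3.59. At ARID1A (ENSG00000117713, chromosome 1), the control list of HDAC3 had a peak from 26692287 to 26693405 with a fold enrichment of 9.25, which was 7.24 in HsANKRD11-KD cells. The control list of Hs65K had a peak inside this region as well, from 26692680 to 26693279 with a fold enrichment of 4.36 and a -log10 q-value of 5.68, and the HsANKRD11-KD list had none there. RP1-29K1.6 could not be matched to a gene of the annotation and was not analysed here.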

Furthermore, the chromatin‐binding of Hs65K and HDAC3 near the TSS region were both dramatically decreased in the *HsANKRD11‐KD* (*11‐KD*) cells (Figure 4C; Figure S6E, Supporting Information), in which signals from the common‐binding were more decreased than signals from their respective only‐binding (Figure 4D). 

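The signals of Fig. 4C and 4D need the reads, so the peaks called in control and in HsANKRD11-KD cells were compared by position. The HsANKRD11-KD lists held 2160 Hs65K peaks and 4531 HDAC3 peaks. Within 200 bases of one of these lay 1992 of the 7030 control Hs65K peaks (28.3%) and 4035 of the 11492 control HDAC3 peaks (35.1%). For Hs65K, 29.8% of the common peaks and 21.7% of the only peaks were called again, an odds ratio of 1.53 (two-sided Fisher's exact test, p = 6.8e-09). For HDAC3, 57.9% of the common peaks and 12.1% of the only peaks were called again, an odds ratio of 10.0, with a p-value too small to be printed. Higher peaks are likelier to be called again, and within 10 strata of the control fold enrichment the odds ratios were 1.10 for Hs65K and 6.04 for HDAC3. With only the control peaks that had a q-value of at most 1e-05, the odds ratios were 1.30 and 8.04, and within strata 1.05 and 5.27. Whether a peak is called again does not measure how far its signal fell.

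**Figure D3:**
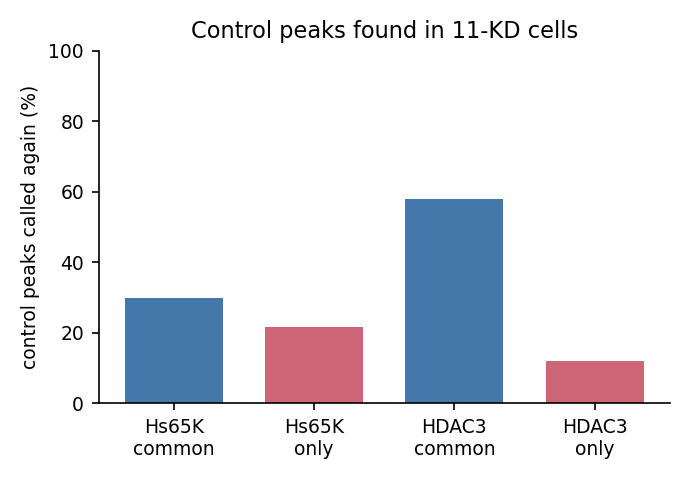
Percent of the control Hs65K and HDAC3 peaks that had a peak within 200 bases in the HsANKRD11-KD list, for common and only peaks. The percentages are 29.8 and 21.7 for Hs65K and 57.9 and 12.1 for HDAC3, without replicates.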

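Among the 5783 Hs65K peaks of control cells that lay close to an HDAC3 peak, 2191 (37.9%) had neither an Hs65K nor an HDAC3 peak nearby in the HsANKRD11-KD lists. Peaks of both proteins were called again at 1476 of these sites, an HDAC3 peak alone at 1871 and an Hs65K peak alone at 245. Counted for each protein, no Hs65K peak was called at 4062 of the sites and no HDAC3 peak at 2436. With an overlap of at least 1 base in place of the distance, neither was called at 2183 of 5737 sites (38.1%).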

Individually, both Hs65K‐ and HDAC3‐signals from ∼90% of the common‐binding were simultaneously decreased in the *11‐KD* cells, in which 2410 were significantly dropped (Figure 4E), demonstrating that ANKRD11 is a bridging factor for maintaining the synergistic chromatin‐binding of Hs65K and HDAC3. In addition, the knockdown of HDAC3 also significantly decreases the chromatin‐binding of Hs65K, suggesting that the binding of Hs65K is also dependent on HDAC3 (Figure S6E, right, Supporting Information).

To validate, we inspected four genes by PCRs after co‐IPs. Consistent with the above analyses, Hs65K and HDAC3 efficiently co‐IPed DNAs from the peak regions but not or significantly less from the non‐peak regions of the common‐binding genes *TRIM59* and *CREB3L4* (Figure 4F,G, upper gels). Similarly, Hs65K co‐IPed the peak region DNA from the Hs65K‐only binding gene *RP1‐29K1.6* and HDAC3 co‐IPed the peak region DNA from the HDAC3‐only binding gene *ARID1A* (Figure 4H,I, upper gels). Importantly, those co‐IPed signals were decreased in the *11‐KD* cells (Figure 4F–I, lower gels). These results demonstrate that the 65K‐ANKRD11 interaction promotes Hs65K‐binding on chromatin along with HDAC3 and synergistically enhances HDAC3‐binding at the same chromatin domains.

### 2.6 65K‐ANKRD11 Interaction Modulates H3K9 Acetylation and Gene Expression

We then performed ChIP‐seq of acetylated H3K9 and H4K5. 

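Chromatin was immunoprecipitated with an antibody against H3K9ac from HEK293T control, Hs65K-KD and HsANKRD11-KD cells, with 3 replicates and 1 input for each according to the labels. The reads were mapped and the peaks called by the authors as for CUT&Tag, and 1 peak list per cell type was used here. As in the CUT&Tag lists, no value per replicate is given. Every peak of the 3 lists had a fold enrichment of at least 10.0, although the paper's text names no such minimum. H4K5ac was not analysed here.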

In total, we obtained 13910, 13367, and 12006 H3K9ac‐peaks in high quality from the control, *Hs65K‐KD*, and *11‐KD* cells, respectively (**Figure** **5**A; Table S4, Supporting Information), whereas the H4K5ac signals were of low quality and could not be further analyzed. 

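The lists used here held 12478 H3K9ac peaks in control cells, 12149 in Hs65K-KD cells and 12563 in HsANKRD11-KD cells. The median fold enrichment of the peaks was 20.7, 21.7 and 23.3, and the peaks covered 30277941, 27077685 and 29026695 bases. Of the control peaks, 10679 (85.6%) lay within 200 bases of a peak in both knockdown lists. The same held for 10775 peaks of the Hs65K-KD list (88.7%) and for 10900 peaks of the HsANKRD11-KD list (86.8%). No other list had a peak near 542 of the control peaks, 281 of the Hs65K-KD peaks and 655 of the HsANKRD11-KD peaks. An overlap of at least 1 base changed these numbers little, to 547, 281 and 663.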

The H3K9ac signals near the TSS region on the Hs65K‐ and HDAC3‐binding genes, especially on their common‐binding genes, were obviously increased in the two KD cells, but not on their non‐binding genes in the *Hs65K‐KD* cells (Figure 5B). Individually, 1502 and 4446 H3K9ac signals were significantly increased in the two KD cells respectively, about two‐fold to the decreased signals (Figure 5C). Composition analyses of the four H3K9ac‐signal changed groups (two directions in two KD cells in Figure 5C) revealed that the H3K9ac‐peaks colocalized with the common‐binding peaks of Hs65K and HDAC3 (i.e., colocalized triple‐peaks) were enriched in the increased groups (579 in *Hs65‐KD* and 1405 in *HsANKRD11‐KD*), while the H3K9ac‐peaks colocalized with the only‐binding peaks were not enriched (Figure 5D). 

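The groups of Fig. 5C and 5D rest on signal changes between replicates, which need the reads, so peaks that appeared in or vanished from the lists were compared instead. In Hs65K-KD cells, 685 H3K9ac peaks had no control peak within 200 bases (gained) and 1120 control peaks had no Hs65K-KD peak nearby (lost). A common peak of Hs65K and HDAC3 lay near 182 of the gained peaks (26.6%) and 243 of the lost peaks (21.7%), an odds ratio of 1.31 (two-sided Fisher's exact test, p = 0.0191). This did not hold up when gained and lost peaks were matched on their fold enrichment (odds ratio 1.23, p = 0.113 from Fisher's exact test). In HsANKRD11-KD cells, 233 of 1059 gained peaks (22.0%) and 248 of 1221 lost peaks (20.3%) lay near a common peak, an odds ratio of 1.11 (p = 0.329 from Fisher's exact test). Gained and lost peaks were weak, with median fold enrichments of 12.0 and 12.0 in Hs65K-KD cells and of 12.6 and 12.2 in HsANKRD11-KD cells.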

Importantly, 77% of the increased H3K9ac‐signals from the colocalized triple‐peaks in *Hs65K‐KD* (445 out of 579) overlapped with their counterparts in *HsANKRD11‐KD*, whereas the ratio is only 34% between the two decreased groups (Figure 5E; Table S5, Supporting Information). Further analysis revealed that the binding of Hs65K and HDAC3 in *11‐KD* cells were simultaneously decreased on 392 out of the 445 colocalized triple‐peaks where H3K9ac‐signals were increased (Figure 5F). Taken together, these data indicate that the chromatin domain with common‐binding of Hs65K and HDAC3 displays a higher frequency of deacetylation of nearby H3K9 than the chromatin domain with HDAC3‐only binding. 

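Near the only peaks of either protein lay 21.5% of the gained and 20.0% of the lost peaks in Hs65K-KD cells, and 16.5% and 24.2% in HsANKRD11-KD cells. Of the H3K9ac peaks found in both control and knockdown cells, 37.2% of those in Hs65K-KD cells and 37.0% of those in HsANKRD11-KD cells lay near a common peak. From the signal changes in Fig. 5D to 5F, the paper concludes that H3K9 is deacetylated more frequently near common binding of Hs65K and HDAC3 than near HDAC3-only binding.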

Knockdown of ANKRD11 severely disrupts the accessibilities of both 65K and HDAC3 to chromatin domains and results in reduced deacetylation of nearby H3K9 sites.

**Figure 5:**
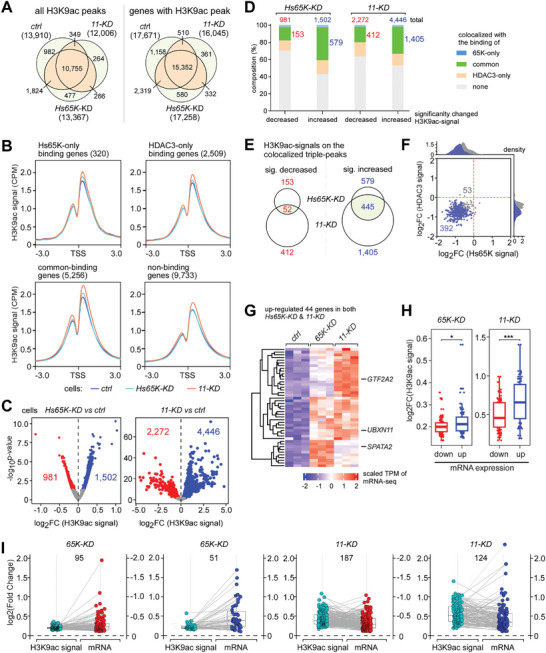
The 65K‐ANKRD11 interaction modulates H3K9 acetylation and gene expression. A) Statistics of H3K9ac ChIP‐peaks and peak‐containing genes in three human cells. The overlapping between the three cells is analyzed. *11‐KD*, *HsANKRD11‐KD*; *ctrl*, *control*. B) Density distribution of H3K9ac‐signals surrounding TSSs in human cells. All genes are divided into four groups according to their binding with Hs65K and HDAC3: Hs65K‐only binding, HDAC3‐only binding, common‐binding, and non‐binding. C) Fold changes of H3K9ac‐signals after knockdown of *Hs65K* (left) and *HsANKRD11* (right). D) Composition of the changed H3K9ac‐signals in the two KD cells. The H3K9ac‐signals are analyzed in four groups, each of them containing four parts according to the location relationship between the H3K9ac peaks and Hs65K, HDAC3 peaks. The numbers of decreased and increased H3K9ac‐signals at the chromatin domains with colocalized triple‐peaks are shown in red and blue, respectively. E) Overlapping of the changed H3K9ac‐signals at chromatin domains with the colocalized triple‐peaks between the two knockdown cells. The significantly increased H3K9ac‐signals show a larger overlapping between the two KD cells than the decreased H3K9ac‐signals. F) Most of the chromatin domains with colocalized triple‐peaks and increased H3K9ac‐signals in both two KD cells exhibit simultaneously decreased binding of Hs65K and HDAC3 in the *HsANKRD11‐KD* cells. G) Forty‐four genes are up‐regulated in both knockdown cells due to the decreased binding of Hs65K and HDAC3 and reduced deacetylation of H3K9 at their chromatin domains with the colocalized triple‐peaks. Three genes for further experimental validation are indicated. H,I) Compared with both down‐regulated 70 genes, both up‐regulated 44 genes have significantly more reduced deacetylation of H3K9 in both the *Hs65K‐KD* and *HsANKRD11‐KD* cells (H). p values were calculated using the Wilcoxon test; ^*^, p value <0.05, ^***^p value <0.001. The paired boxplot of increased H3K9ac sites and expression changes (I).

Sequencing of mRNAs was then performed to find genes whose expression is regulated by the 65K‐ANKRD11 interaction. 

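The mRNA of HEK293T control, Hs65K-KD and HsANKRD11-KD cells was sequenced with 3 libraries each, and the authors' counts per gene on the Ensembl annotation of hg38 were used here without normalization. Between 52511309 and 60512619 reads per library were counted on genes, with a median of 54811496 in control, 55461208 in Hs65K-KD and 52894947 in HsANKRD11-KD cells. Each knockdown was compared with control by the procedure used for the flies, over 20427 tested genes for Hs65K-KD and 21155 for HsANKRD11-KD. RNPC3 (ENSG00000185946), which encodes Hs65K, lies on chromosome 1 from 103525691 to 103555239. It was at 45.4 ± 1.90 CPM (SD, n = 3) in control and 24.5 ± 1.91 CPM (SD, n = 3) in Hs65K-KD cells, a log2 fold change of -0.89 (SE 0.05, adjusted p = 2.4e-09 from edgeR). ANKRD11 (ENSG00000167522, chromosome 16, 89267619 to 89490561) was at 414.5 ± 6.42 CPM (SD, n = 3) in control and 222.1 ± 2.79 CPM (SD, n = 3) in HsANKRD11-KD cells, a log2 fold change of -0.90 (SE 0.02, adjusted p = 7.2e-23). RNPC3 was also lower in HsANKRD11-KD cells, by a log2 fold change of -0.23, where its 49 neighbours had a median of -0.23 and 26.5% of them were higher. ANKRD11 had a log2 fold change of -0.18 in Hs65K-KD cells.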

First, expressions of 798 and 3446 genes were significantly changed in *Hs65K‐KD* and *HsANKRD* *11‐KD (11‐KD* in panels*)* cells, respectively (Figure S7A and Table S6, Supporting Information). 

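In Hs65K-KD cells, edgeR called 869 DEGs, 442 higher and 427 lower than in control cells. In HsANKRD11-KD cells, 3208 DEGs were called, 2496 higher (77.8%) and 712 lower. Without the fold change threshold, the setting that moved the counts most, 10229 and 14569 genes had an adjusted p-value under 0.05. Of these, 5114 were higher and 5115 lower in Hs65K-KD cells, and 7333 were higher and 7236 lower in HsANKRD11-KD cells. A minimum of 10 counts in every library lowered the numbers of DEGs to 503 and 2034.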

Secondly, the splicing of many minor introns was significantly altered in *Hs65K‐KD* cells but was not in *11‐KD* cells (Figure S7B and Table S6, Supporting Information). These two lines of data are consistent with the fact that 65K is a splicing factor and ANKRD11 is a cofactor of HDAC3. 

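Among the DEGs with a mean log2 CPM of at least 1 and no overlap between the groups, the largest decreases in Hs65K-KD cells were those of FOSB (ENSG00000125740), EGR3 and FOS, with log2 fold changes of -4.18, -3.25 and -2.77. FOSB had a log2 fold change of -1.47 in HsANKRD11-KD cells as well, and in Hs65K-KD cells it fell from 380.9 ± 4.54 to 21.0 ± 0.392 CPM (SD, n = 3 each). ZIK1, POSTN and HSPB8 rose, by log2 fold changes of 3.40, 3.05 and 3.04. In HsANKRD11-KD cells, GATA5 (ENSG00000130700) rose from 0.0381 ± 0.0188 to 5.36 ± 0.577 CPM (SD, n = 3 each), a log2 fold change of 7.05 (SE 0.25, adjusted p = 1.2e-19 from edgeR). KLHDC9 and SPINT1 rose by 6.31 and 6.13 on the log2 scale. LINC01446 was at 4.58 ± 0.470 CPM (SD, n = 3) in control cells and had no count in HsANKRD11-KD cells, at least 246-fold lower, and CSMD3 and ENSG00000249568 had log2 fold changes of -9.24 and -8.53. Neighbouring genes moved together in HsANKRD11-KD cells: over 224 windows of 50 genes, the window medians of the log2 fold change had an SD of 0.199, against 0.0502 in Hs65K-KD cells. With the median of the neighbouring genes subtracted from each fold change, an alternative chosen after seeing the data, 3129 genes were called in HsANKRD11-KD cells, of which 2811 were also called without it. The paper relates the numbers of changed genes and the splicing of minor introns in the knockdowns to the roles of 65K as a splicing factor and of ANKRD11 as a cofactor of HDAC3, which it takes as known.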

Thirdly, we focused on the colocalized triple‐peaks containing genes that have decreased binding of 65K and/or HDAC3 and increased H3K9ac signals in *11‐KD* cells and found that 124 were up‐regulated and 310 were down‐regulated (Figure S7C, Supporting Information). 

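The increase of H3K9ac signals that the paper required needs the reads, so triple-peaks were taken here from the peak lists alone. Of the H3K9ac peaks in HsANKRD11-KD cells, 4546 (36.2%) lay near a common peak of Hs65K and HDAC3, and at 3318 of these the peak of Hs65K, of HDAC3 or of both was no longer called in HsANKRD11-KD cells. These 3318 peaks lay in 5483 extended genes, of which 4597 were tested for expression in HsANKRD11-KD cells. At an adjusted p-value under 0.05, 1251 of them were up-regulated and 2170 were down-regulated, so that 36.6% of the changed genes were up-regulated. Among the other tested genes, 6082 were up-regulated and 5066 down-regulated (54.6%), an odds ratio of 0.48 (95% interval 0.443 to 0.520, two-sided Fisher's exact test, p = 2.7e-76). Random lists of genes with the same mean expression had a median of 45.7% up-regulated, with 95% of the lists between 44.1% and 47.2% (permutation p = 0.0002, the smallest that 10000 lists allow). With a fold change of at least 2, 184 were up-regulated and 57 down-regulated (76.3%), against 77.9% of the other genes, and this difference did not hold up (odds ratio 0.91, p = 0.573 from Fisher's exact test). The median log2 fold change of the 4597 genes was -0.09. Against the other genes with an H3K9ac peak, a comparison chosen after seeing the data, the odds ratio was 0.586, with 49.6% of their changed genes up-regulated. Genes are not independent replicates here, since a peak can lie in several extended genes and neighbouring genes moved together in HsANKRD11-KD cells. The p-values of this paragraph are therefore too small and the interval is too narrow.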

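Among the genes with triple-peaks from which the Hs65K or HDAC3 peak was lost in HsANKRD11-KD cells, 294 were higher in both knockdowns and 565 were lower in both, at an adjusted p-value under 0.05. A further 401 genes were higher in HsANKRD11-KD and lower in Hs65K-KD cells, and 807 were lower in HsANKRD11-KD and higher in Hs65K-KD cells. Over all tested genes, 7856 had an adjusted p-value under 0.05 in both knockdowns, of which 1407 were higher in both, 1863 were lower in both and 4586 changed in opposite directions. With a fold change of at least 2, 273 genes were called in both, 90 higher in both, 27 lower in both and 156 in opposite directions. Across the genes with such triple-peaks, which are not independent replicates, the log2 fold changes of the knockdowns had a correlation of -0.0709, and of -0.0538 across the other tested genes. Both knockdowns were compared with the same control libraries. Over all tested genes the correlation was -0.0557, against a median of 0.0151 in unchanged groups simulated against these libraries, and no simulation was run for the triple-peak genes alone. The simulated groups were drawn around the observed control means and leave out the chance error of the controls that both comparisons share.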

In *Hs65K‐KD* cells, 44 of the 124 genes were also up‐regulated (Figure 5G), and 70 of the 310 genes were also down‐regulated (Figure S7D, Supporting Information), providing reliable evidence that expression changes of those 114 (44+70) genes are due to disruption of the 65K‐ANKRD11 interaction. We further analyzed the H3K9ac‐signal changes and found that in both KD cells, the commonly up‐regulated genes exhibited more reduced deacetylation of H3K9 than the commonly down‐regulated genes (Figure 5H,I), implying that effects of the changed H3K9ac caused by disruption of the 65K‐ANKRD11 interaction is to up‐regulate gene expression, whereas the down‐regulation of gene expression could be due to acetylation changes of other histone sites.

Further experimental confirmation was carried out for three commonly up‐regulated genes, *UBXN11*, *SPATA2*, and *GTF2A2*. Quantitative PCRs using CUT&Tag samples confirmed that common chromatin‐binding of Hs65K and HDAC3 surrounding TSS regions of these three genes were significantly decreased in *11‐KD* cells, quantitative PCRs using ChIP samples confirmed that the acetylation levels of their nearby H3K9s were increased in both the *Hs65K‐KD* and *11‐KD* cells, and quantitative RT‐PCRs using RNA samples confirmed that their expressions were up‐regulated in both KD cells (**Figure** **6**A–C).

**Figure 6:**
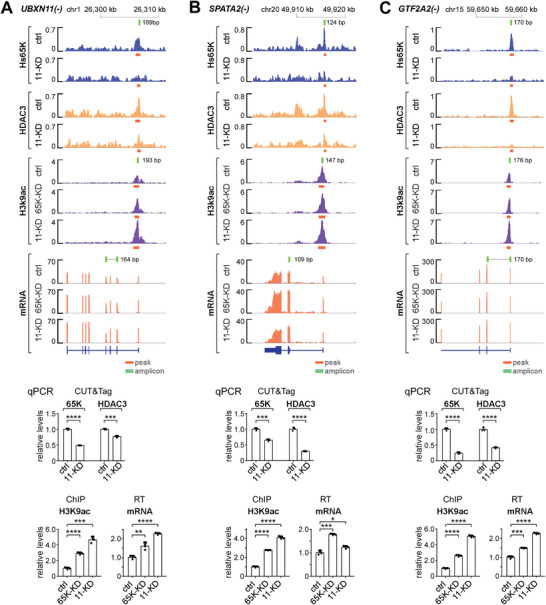
Experimental validation of three genes whose expressions are regulated by the 65K‐ANKRD11‐HDAC3 interaction. Chromatin domains of the three genes, A) *UBXN11*, B) *SPATA2*, and C) *GTF2A2*, have common‐bindings of Hs65K and HDAC3 and H3K9ac‐signals. These three genes are up‐regulated in both the *Hs65K‐KD* and *HsANKRD11‐KD* cells. Changes in the Hs65K and HDAC3 binding, and the H3K9ac‐signals were validated by co‐IPs and quantitative PCRs, gene expressions were validated by quantitative RT‐PCRs. Statistical data are shown as mean ± SD. p values were calculated using two‐sided unpaired t‐test; ^*^ *p* <0.05; ^**^ *p* <0.01; ^***^ *p* <0.001; ^****^ *p* <0.0001.

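UBXN11 (ENSG00000158062) lies on chromosome 1 of hg38 from 26281328 to 26318363, on the minus strand. Its control peaks lay from 26306062 to 26306662 for Hs65K, with a fold enrichment of 4.25, and from 26306206 to 26306712 for HDAC3, with 4.78. The H3K9ac peak over them had a fold enrichment of 12.1 in control, 23.0 in Hs65K-KD and 20.6 in HsANKRD11-KD cells. UBXN11 mRNA was at 22.2 ± 0.885 CPM (SD, n = 3) in control and 35.0 ± 1.94 CPM (SD, n = 3) in Hs65K-KD cells, a log2 fold change of 0.65 (SE 0.05, adjusted p = 3.8e-08 from edgeR). In HsANKRD11-KD cells its log2 fold change was 0.81 (SE 0.04, adjusted p = 3.4e-16), where 97.9% of its 47 neighbours within 2 Mb were higher too, with a median of 0.41. SPATA2 (ENSG00000158480, chromosome 20, 49903391 to 49915508) had its Hs65K and HDAC3 peaks from 49915562 to 49915788, with fold enrichments of 4.39 and 4.16. Its H3K9ac fold enrichment was 37.0 in control, 33.8 in Hs65K-KD and 41.4 in HsANKRD11-KD cells. SPATA2 mRNA had a log2 fold change of 1.05 (SE 0.05, adjusted p = 3.1e-10) in Hs65K-KD and 0.29 (SE 0.05, adjusted p = 1.0e-05) in HsANKRD11-KD cells. GTF2A2 (ENSG00000140307, chromosome 15, 59638062 to 59657541) had an Hs65K peak from 59657583 to 59657982, with a fold enrichment of 7.10, and an HDAC3 peak from 59657473 to 59658037, with 8.10. Its H3K9ac fold enrichment was 27.4 in control, 39.7 in Hs65K-KD and 64.4 in HsANKRD11-KD cells. GTF2A2 mRNA had a log2 fold change of 0.19 (SE 0.04, adjusted p = 0.000744) in Hs65K-KD and 0.31 (SE 0.03, adjusted p = 6.0e-09) in HsANKRD11-KD cells. Within 2 Mb, 47.6% of the 21 neighbours of SPATA2 were higher in HsANKRD11-KD cells, with a median log2 fold change of -0.037. For GTF2A2, 64.3% of the 14 neighbours were higher there, with a median of 0.11. None of these Hs65K and HDAC3 peaks was called in HsANKRD11-KD cells. For each gene, the CPM of every knockdown library lay above that of every control library, and of the 6 fold changes only that of SPATA2 in Hs65K-KD cells reached 2-fold.

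**Figure D4:**
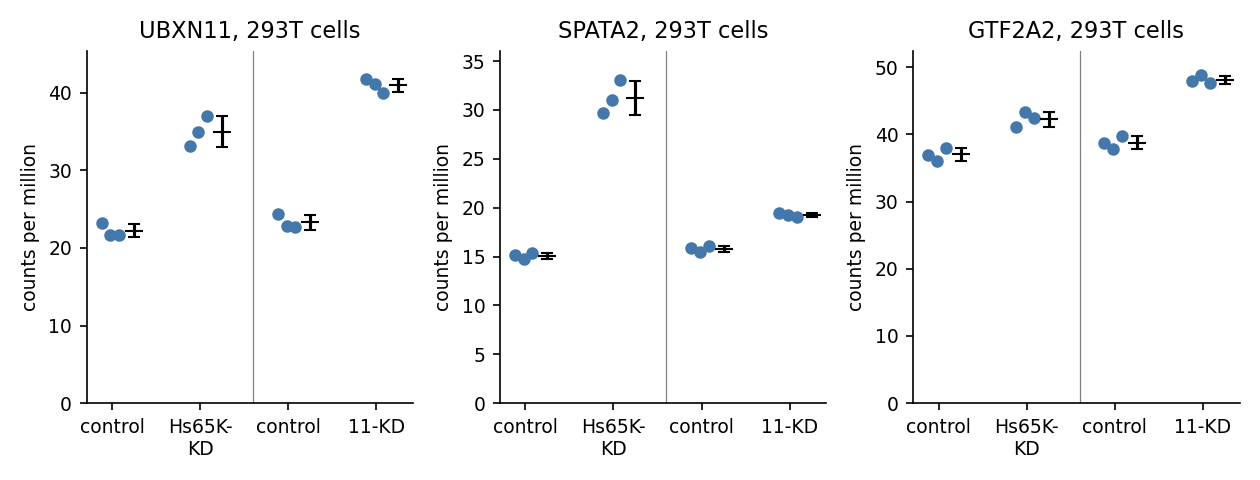
CPM (linear axes from 0) of UBXN11, SPATA2 and GTF2A2 in each RNA-seq library, with the mean and SD of the 3 libraries beside the points. The control libraries are drawn once for each comparison, left and right of the grey line, since each comparison was normalized on its own, and every knockdown library lies above the control libraries of its comparison.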

## 3 Discussion

Studies on the regulatory mechanisms of pre‐mRNA splicing have been mostly focused on the major spliceosome, major introns, and major‐intron‐containing genes in the past four decades. Couplings between the histone acetylation machinery and the major spliceosome have been previously identified. For example, Gcn5 is a histone acetyltransferase in the SAGA complex associated with the acetylated H3, which interacts and recruits the U2 snRNP components to the exon,^[^ ^32^, ^38^ ^]^ and MRG15 is a subunit of the NuA4/TIP60 histone acetyltransferase complex, which recruits the PPyT‐binding protein PTB to H3K36me3 sites and represses inclusion of alternative exons.^[^ ^39^ ^]^ Recently, more attention has been paid to minor splicing due to the essentialness of minor‐intron‐containing genes^[^ ^40^ ^]^ and the development of techniques, including next‐generation sequencing, genome editing, and cryo‐electron microscopy.^[^ ^3^, ^8^, ^9^ ^]^ Distinct from the previously identified couplings, our finding of the 65K‐ANKRD11 interaction first reveals a coupling between the minor spliceosome and histone modification, which provides significant regulatory effects on the levels of H3K9ac and H4K5ac and subsequently on gene expression.

In this study, we have identified an interaction between the minor spliceosomal 65K/RNPC3 and the histone deacetylation co‐factor ANKRD11 for the first time, which is conserved in both *Drosophila* and human cells. As a bridging factor, ANKRD11 interacts with 65K through its middle uncharacterized domain and mediates the association of 65K with HDAC3. Importantly, thousands of common chromatin‐binding sites of HDAC3 and 65K are synergistically enhanced due to this bridging, which facilitates the deacetylation of nearby histones (**Figure** **7** left). A deficiency of 65K or ANKRD11 causes a decreased 65K‐ANKRD11‐HDAC3 interaction and results in decreased chromatin binding of HDAC3, leading to reduced deacetylation at the nearby H3K9 and H4K5 sites and changed gene expression (Figure 7 right).

**Figure 7:**
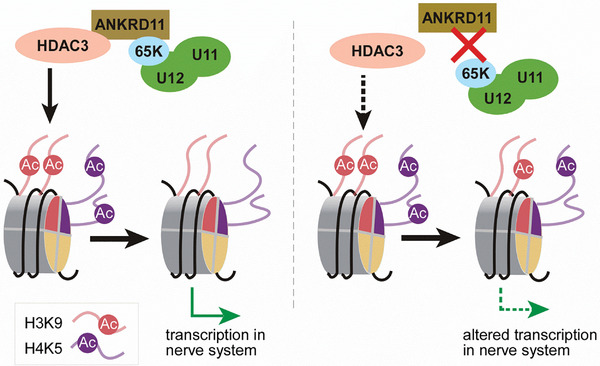
Minor spliceosomal component 65K interacts with ANKRD11 and facilitates HDAC3‐regulated histone deacetylation and gene expression. (Left) In the *WT* condition, HDAC3 deacetylates the histone proteins H3 and H4, which is facilitated by its cofactor ANKRD11. The interaction between ANKRD11 and the minor spliceosome‐specific protein 65K/RNPC3 enhances the chromatin‐binding of HDAC3 to further facilitate the deacetylation of histones, especially on H3K9 and H4K5, and results in regulated gene expression. (Right) Caused by the deficiency of 65K or ANKRD11, the defective 65K‐ANKRD11 interaction weakens the chromatin‐binding of HDAC3 and decreases the deacetylation activity, resulting in changed gene expression. This regulatory mechanism is conserved in both *Drosophila* and human cells.

Histone acetylation weakens the histone‐DNA interaction, in which acetylations of H3K9, H3K14, H3K18, H3K27, and H4K16 are involved in transcriptional activation. Acetylation of H3K9 and H3K27 are often associated with the enhancers and promoters of active genes, allowing the binding of transcription factors to enhance gene expression^[^ ^41^ ^]^; however, acetylation of H4K5, H4K8, and H4K12 exhibit minor effects on transcription due to their lower presence at the promoter regions.^[^ ^42^ ^]^ Depending on cell types, HDAC3 has variable abilities to deacetylate H3K9ac, H3K18ac, H3K27ac, H4K5ac, H4K8ac, H4K12ac, and H4K16ac.^[^ ^43^ ^]^ Colocalization analyses indicate that about 27.4% of the Hs65K signal are colocalized with HDAC3, ≈6.5% of the Hs65K signal are colocalized with HDAC3 & H3K9ac together, significantly higher than its co‐localization with H3K27ac (3.6%) (Figure S8A–C, Supporting Information); this is consistent with the previous *Hs65K‐KD* results by western blotting (Figure 3E,F). This study demonstrates that the 65K‐ANKRD11 interaction facilitates HDAC3‐regulated deacetylation on H3K9 and H4K5 and that the modification of H3K9 regulates the expression of many genes.

In this study, we show in vivo evidence that the 65K‐ANKRD11 interaction is physiologically important in the brain and nervous systems in *Drosophila*, exhibiting reduced deacetylation of H3K9 and H4K5 in the heads of mutant animals. We retrieved the RNA‐seq data from the FlyBase and found that the expression of ANKRD11 is significantly higher in the brain and nervous systems, but the expression of 65K and HDAC3 are not obviously tissue‐specific (Figure S8D, Supporting Information). In mammals, it has been reported that maintenance of adequate amounts of ANKRD11 and 65K/RNPC3 are both essential for the development of the brain and bone. The heterozygous mutation of mouse ANKRD11 caused a decreased cortical precursor proliferation and perturbed genesis of neurons, leading to the increase of HDAC3‐regulated H4K5ac, H4K8ac, H3K9ac, and H4K16ac.^[^ ^24a^ ^]^ The phenotype of biallelic 65K/RNPC3 variants is mainly associated with growth hormone deficiency, delayed bone, intellectual disability, and brain anomalies.^[^ ^44^ ^]^ We also searched human cancer data (GEPIA2 database), and found that the expression of Hs65K, HsANKRD11, and HDAC3 is significantly changed in tumors versus normal tissues (Figure S8E, Supporting Information).

In this study, there are 145 up‐regulated DEGs in the head of *ankrd11^Δ/Δ^*, of which 21 are the central nervous system (CNS) related genes, and 6 of them are also up‐regulated in the head of *65k^Δ/Δ^* (Figure S8F, Supporting Information). Mutations in these genes are connected with brain diseases, including memory impairment, infantile muscular hypotonia, and cognitive impairment.^[^ ^45^ ^]^ Those shared CNS‐related DEGs and similar defective phenotypes from the *ankrd11^Δ/Δ^* and *65k^Δ/Δ^* animals suggest that the physiological functions of ANKRD11 and 65K in nervous systems are due to the 65K‐ANKRD11 interaction, a common molecular basis for the regulation of gene expression.

Post‐translational modifications may affect the binding strength of the 65K‐ANKRD11 interaction. It has been found that 65K has one site with O‐linked glycan and three phosphorylated serine residues (21, 108, and 381) in human cancer cell lines,^[^ ^46^ ^]^ and ANKRD11 has many modifications in its 65K‐interacting domain (aa1160‐1470), including the SUMOylated K1446,^[^ ^47^ ^]^ N‐glycosylated T1425,^[^ ^48^ ^]^ phosphorylated T1120, S1296, and T1419.^[^ ^49^ ^]^ Therefore, whether these modifications could affect the 65K‐ANKRD11 interaction and consequentially change their DNA‐binding strength is worth further investigation.

## 4 Experimental Section

### Fruitfly strains, *Drosophila* and Human Cell Lines

All *Drosophila* strains were maintained and cultured on a standard cornmeal agar medium. The *WT* was a *w1118* isogenic strain (BDSC 5905) and deletion strains were constructed using a CRISPR/Cas9‐medicated system.^[^ ^9d^ ^]^ Briefly, target sequences of two sgRNAs for each deletion were selected, and donor plasmid on the pMD18‐T vector was constructed with the insertion of the deletion region and the adjacent 2‐kb sequences as homologous arms. The gRNAs and donor plasmid were then co‐injected into embryos of a transgenic line *nanos‐Cas9* by UniHuaii Technology Company. Specific primers were used for genomic PCRs to screen for the desired alleles, which were further validated by sequencing. The obtained lines were then crossed for at least five generations with the *WT* to eliminate potential off‐target events. All the used primers and oligos are listed in Table S7 (Supporting Information). *Drosophila* S2 and human 293T cells were cultured with Schneider's insect medium (Sigma, S9895) and Dulbecco's modified Eagle's medium (Gibco, 11 965 118), respectively.

### Purification and Identification of Dm65K‐Associated Proteins

Ten grams of the Day_3 pupae from the *WT* and *65K‐FTH* strains^[^ ^9d^ ^]^ were collected and squished by a dounce with a loose pestle (Sigma, D9063). The obtained cells were washed with 1x PBS until the grease was removed, and their nuclear extract (NE) was prepared similarly as described.^[^ ^50^ ^]^ Briefly, pupae cells were resuspended and gently pipetted in three volumes of the hypotonic Buffer A [10 mm Tris‐HCl (pH 7.9), 10 mm KCl, 1.5 mm MgCl_2_, 0.5 mm Dithiothreitol, 0.5 mm Phenylmethanesulfonyl fluoride (PMSF), and 1x proteinase inhibitor cocktail (Roche, 04693159001)]. The swollen cells were transferred to a glass dounce homogenizer with a Type‐B pestle (Sigma, D9063) to rupture the cell membrane followed by centrifugation at 3,000 g. The nuclear pellets were resuspended in 0.5x volume of the low‐salt extraction Buffer B [20 mm Tris‐HCl (pH 7.9), 20 mm KCl, 1.5 mm MgCl_2_, 0.2 mm EDTA, 25% glycerol, 0.5 mm PMSF, and RNase and proteinase inhibitors], and then homogenized by a 15 mL dounce. Another 0.5x volume of the high‐salt extraction Buffer C (Buffer B with 1.2 m KCl) was added dropwise. The mixture was further homogenized using a glass dounce with a Type‐B pestle and tumbled for 30 min, followed by centrifugation at 18,000 g for 30 min. The supernatant was carefully transferred to a clean tube, and 1x volume of Buffer B was added to obtain the NE. For co‐purification, 4 mL of the NE was mixed with 100 µL of pre‐balanced ANTI‐FLAG M2 affinity gel (Sigma, A2220). After tumbling, the beads were rinsed by WB150 buffer [20 mm Tris‐HCl (pH 7.4), 150 mm NaCl, 0.1% CA‐630)] and the bound proteins were eluted with 150 ng mL^−1^ of 3x FLAG peptide (Sigma, F4799) three times. The combined elution was then mixed with Ni‐NTA beads (Merck, 70 666) in WB150 buffer with 20 mm imidazole for 2 h. The beads were then rinsed three times, and the associated proteins were eluted by 25 µL of WB150 buffer with 160 mm imidazole twice and applied for mass spectrometry by Q Exactive Focus (Thermo Scientific).

### Knockdown and Overexpression in *Drosophila* and Human Cells

Double‐stranded RNAs (dsRNAs) were constructed by the T7 Ribo‐MAX Express RNAi system (Promega, P1700) and absorbed by S2 cells to knock down the expression of *Drosophila* genes.^[^ ^51^ ^]^ Small hairpin RNAs (shRNAs) were designed by online software from Sigma and loaded into lentiviral vector pLKO.1 to knock down the expression of human genes in 293T cells.^[^ ^52^ ^]^

For expression of proteins with FLAG or V5 tags, coding sequence (CDS) of *Drosophila* genes were cloned into a pIZT‐V5 vector and transfected using Effectene reagent (Qiagen, 301 425) into S2 cells, and CDS of human genes or their truncated sequences were cloned into a pcDNA3.0 vector and transfected using Attractene (Qiagen, 301 005) into 293T cells.

### RT‐PCR and RNA‐seq

Total RNAs from the Drosophila and human cells and fruitfly samples were isolated by TRIzol (Sigma, T9424). For RT‐PCR, reverse transcription was performed using PrimeScript RT reagent Kit with gDNA Eraser (TaKaRa, RR047A), and the obtained cDNA was amplified by 2×Hieff PCR Master Mix (Yeasen, 10102ES03). For mRNA‐seq, the construction of cDNA libraries and sequencing were performed using Illumina Novaseq 6000‐PE150 by Novogene.

### Western Blotting and Antibodies

*Drosophila* samples, S2 cells, and 293T cells were collected and lysed using RIPA buffer for western blotting, in which total protein concentrations were determined by Enhanced BCA Protein Assay Kit (Beyotime, P0010). Western blot signals were visualized by antibodies against H3 (ab176842), H3K9ac (ab4441), H3K14ac (ab52946), H3K27ac (ab177178), H3K9me3 (ab8898), H4 (ab177840), H4K5ac (ab51997), H4K8ac (ab45166) and H4K12ac (ab177793) from Abcam; against Tubulin (AC030) and NCOR1 (A7046) from ABclonal; and against HDAC1 (10197‐1‐AP), HDAC2 (12922‐3‐AP), HDAC3 (10255‐1‐AP), and NCOR2 (29952‐1‐AP) from Proteintech. The immunofluorescence antibodies for 65K, HDAC3, H3K9ac, and H3K27ac were purchased from ThermoFisher Scientific (PA5‐65724), Abcam (ab32369), Active motif, (91 103), and Active motif (39 685) respectively. The anti‐HRP primary antibody and anti‐discs large primary antibody were purchased from Jackson Immuno Research (123‐545‐021), and Developmental Studies Hybridoma Bank (4F3) respectively. The secondary antibodies of immunofluorescence were purchased from Abcam; Goat Anti‐Rabbit IgG H&L (Alexa Fluor® 488), ab150077; Goat Anti‐Rabbit IgG H&L (Alexa Fluor® 405), ab175652; Goat Anti‐Mouse IgG H&L (Alexa Fluor® 594), ab150116.

### *Drosophila* Developmental Assays

The fecundity of *Drosophila WT* and mutants was measured as described.^[^ ^53^ ^]^ Briefly, ten individual mated females (adult 24–28_hr) from each strain were passed to new vials, and their laid eggs per vial were counted each day until Day_10. For hatching rates, 100 eggs from each mated strain were collected and the hatched eggs were counted under standard conditions. After hatching, thirty larvae of each strain were collected into new vials with standard food for detection of the pupation and eclosion rates, respectively. All the above tests were performed in triplets and counted in regular intervals.^[^ ^54^ ^]^ The statistical analyses were performed using GraphPad Prism 7 (San Diego) and the statistical differences were determined by *t*‐tests.

### Immunoprecipitation and Co‐Immunoprecipitation

Cell lysates were prepared from a 6‐well plate culture using 1 mL of IP buffer [20 mm Tris‐HCl (pH 8.0), 150 mm NaCl, 0.5% NP40, 1% Triton X‐100, 1 mm PMSF, and 1x proteinase inhibitor cocktail]. After removing debris, the lysates were first pre‐cleared by 25 µL of Protein A magnetic beads (Thermo, 88 846) for overnight incubation, and then applied to FLAG magnetic beads (Sigma, M8823) or V5 agarose beads (GNI, 4510‐V5) or pre‐conjugated 65K antibody (Proteintech, 25820‐1‐AP) with protein A‐G magnetic beads (Beyotime, P2108) for IP and co‐IP; Protein A magnetic beads were used as negative controls. For nuclease treatments, 20 U DNase I (Takara, 2270A) and/or 7 µL RNase A (Thermo, R1253) were added to the washed beads‐bound complexes in WB150 buffer, and the tubes were placed on a nutator at 28 °C for 30 min. The beads‐bound complexes were washed by WB150 buffer. The co‐purified proteins were separated on SDS‐PAGE and visualized by western blotting.

### CUT&Tag‐seq and ChIP‐seq

The CUT&Tag assay was performed as described.^[^ ^37^ ^]^ Briefly, the 293T cells were fixed and permeated by 0.1% formaldehyde and 0.05% digitonin, respectively. The target protein was sequentially bound with its primary antibody, secondary antibody Goat Anti‐Rabbit IgG (H+L) (ABclonal, AS070), and protein A/G Tn5 (ABclonal, RK20264). The purified DNAs were then tagmentationed and amplified for sequencing by Wuhan Biobank. Antibodies against 65K/RNPC3 (Proteintech, 25820‐1‐AP), HsANKRD11 (ThermoFisher Scientific, PA5‐65561), and HDAC3 (Proteintech, 10255‐1‐AP) were used in this assay.

The ChIP assay was performed as described.^[^ ^55^ ^]^ Briefly, the 293T cells were cross‐linked by 1% formaldehyde for 10 min and then the cell lysate was prepared by removing cytoplasm followed by sonication‐based chromatin fragmentation. Antibodies against H3K9ac (ab4441) and H4K5ac (ab51997) from Abcam were used for IP. The co‐IPed DNAs were applied for library construction by the Scale ssDNA‐seq Lib Prep Kit for Illumina V2 (ABclonal, RK20228) according to the manufacturer's instructions and then sequenced by Wuhan Biobank.

### Immunofluorescence Microscopy

293T cells were cultured on glass coverslips, washed with PBS, fixed with 4% paraformaldehyde, and permeabilized and blocked with 0.3% Triton X‐100, 5% goat serum in PBS. Cells were then incubated with primary antibody at 4 °C overnight. After washing with PBS, cells were incubated with the secondary antibody at 25 °C for 1 h. For colocalization, repeat the steps with other primary antibodies and secondary antibodies. Immunofluorescence images were captured by a structure illumination microscopy (CSR Biotech, P‐104WT).

For immunofluorescence of NMJ, the wandering stage larvae were dissected and stained. Neurons, postsynaptic, and presynaptic membrane were labeled with the indicated antibody. Immunofluorescence images were captured under a confocal laser scanning microscope (Leica SP8).

### Bioinformatic Analyses

Raw reads were cleaned with *trim‐galore* (v0.6.10) and mapped to the *Drosophila melanogaster* genome (dm6, FlyBase) and *Homo sapiens* genome (hg38, Ensembl) using *STAR* (v2.7.9a) for mRNA sequencing and *Bowtie2* (v2.3.5, –no‐discordant –no‐mixed ‐I 50 ‐X 600) for sequencing of CUT&Tag and ChIP assays.

For mRNA sequencing, the reads at the gene level were summarized by *featureCounts* (v2.0.1), followed by *DESeq2 R* package (1.30.1) for analysis of differential expression,^[^ ^56^ ^]^ and by *rMATS* (v4.1.2) for analysis of alternative splicing. Differentially‐expressed genes were identified when padj < 0.05 and foldchange > = 2. For CUT&Tag and ChIP sequencing, duplicate reads were removed by *picard* (v2.25), and peaks were called using *MACS2* (v2.2.7) with parameters (‐f BAMPE ‐q 0.001 –min‐length 200). Overlapping and colocalization between peaks were defined by *BEDTools* (v2.30.0, gene/peak: intersectBed –a genes (extended 3Kb laterally) –b peaks –F 0.2; peak/peak: windowBed –w 200). Differential peaks were analyzed by *DiffBind* (v3.0.15), the difference was considered significant when p‐value < 0.05.^[^ ^57^ ^]^ Data visualization was performed by *Deeptools* (3.5.0) for meta gene/region profile plots^[^ ^58^ ^]^ and by IGV (Integrative Genomics Viewer) for track plots, and R (v4.0.5) for the generation of other plots.

### Quantification and Statistical Analysis

For quantification of Western blot, ImageJ software was used to measure the relative intensity of each band, and the relative protein levels were normalized to levels of loading controls. Data were presented as the means ± SD from three independent experiments, and the differences between any two groups were compared by unpaired t‐test. For quantification of the boutons of NMJ, Types Ib and Is boutons at muscles 1 and 9 regions in abdominal segment A3 were counted. Data were presented as the means ± SD from three independent experiments, and the differences between any two groups were compared by unpaired t‐test. For quantification of the relative mobility, the larva locomotion paths were tracked as described.^[^ ^9d^ ^]^ For each strain, Data were presented as the means ± SD from five independent experiments. For quantification of the qPCR, data were presented as the means ± SD from three independent experiments, and the differences between any two groups were compared by unpaired t‐test. For quantification of the colocalization of the Hs65K/HDAC3 and the H3K9ac/H3K27ac signals, ImageJ software was used to measure the amount of protein, and then the colocalized amount of protein was compared to the total amount of 65K or HDAC3 as the relative colocalization. For each group, data were presented as the means ± SD from six independent counts.

### Accession numbers

All NGS data have been deposited to the Gene Expression Omnibus (accession number GSE243715).

## Conflict of Interest

The authors declare no conflict of interest.

## Author Contributions

C.‐H.L. and S.‐B.L. contributed equally to this work as co‐first authors. C.H.L., S.B.L., Y.J.F., and Y.Z.X. conceived the project and designed the experiments. C.H.L., Z.Z.Z., N.L., K.C.W., and L.L. performed the experiments. S.B.L., Q.W.H., and Z.D. performed the bioinformatic analyses. C.H.L., S.B.L., Y.J.F., and Y.Z.X. wrote the manuscript.

## Supporting information

Supporting Information

Supporting Information

## Data Availability

The data that support the findings of this study are available in the supporting information of this article.

## References

[1] M. E. Wilkinson , C. Charenton , K. Nagai , Annu. Rev. Biochem. 2020, 89, 359.31794245 10.1146/annurev-biochem-091719-064225

[2] a) B. Kastner , C. L. Will , H. Stark , R. Luhrmann , Cold Spring Harbor Perspect. Biol. 2019, 11, a032417;10.1101/cshperspect.a032417PMC682423830765414

[3] Z. Ding , Y. R. Meng , Y. J. Fan , Y. Z. Xu , Wiley Interdiscip. Rev.: RNA. 2022, 14, e1761.36056453 10.1002/wrna.1761

[4] a) G. E. Larue , M. Elias , S. W. Roy , Curr. Biol. 2021, 31, 3125;34015249 10.1016/j.cub.2021.04.050

[5] a) R. A. Padgett , Trends Genet. 2012, 28, 147;22397991 10.1016/j.tig.2012.01.001PMC3319163

[6] W. Y. Tarn , J. A. Steitz , Cell 1996, 84, 801.8625417 10.1016/s0092-8674(00)81057-0

[7] C. L. Will , C. Schneider , M. Hossbach , H. Urlaub , R. Rauhut , S. Elbashir , T. Tuschl , R. Luhrmann , RNA 2004, 10, 929.15146077 10.1261/rna.7320604PMC1370585

[8] R. Bai , R. Wan , L. Wang , K. Xu , Q. Zhang , J. Lei , Y. Shi , Science 2021, 371, abg0879.10.1126/science.abg087933509932

[9] a) F. Bai , J. Corll , D. N. Shodja , R. Davenport , G. Feng , J. Mudunkothge , C. J. Brigolin , F. Martin , G. Spielbauer , C. W. Tseung , A. E. Siebert , W. B. Barbazuk , S. Lal , A. M. Settles , The Plant Cell 2019, 31, 715;30760564 10.1105/tpc.18.00754PMC6482629

[10] a) T. Alpert , L. Herzel , K. M. Neugebauer , Wiley Interdiscip. Rev.: RNA. 2017, 8, 1401;10.1002/wrna.1401PMC535500627873472

[11] a) S. Naftelberg , I. E. Schor , G. Ast , A. R. Kornblihtt , Annu. Rev. Biochem. 2015, 84, 165;26034889 10.1146/annurev-biochem-060614-034242

[12] C. J. David , A. R. Boyne , S. R. Millhouse , J. L. Manley , Genes Dev. 2011, 25, 972.21536736 10.1101/gad.2038011PMC3084030

[13] W. Shao , Z. Ding , Z. Z. Zheng , J. J. Shen , Y. X. Shen , J. Pu , Y. J. Fan , C. C. Query , Y. Z. Xu , Nucleic Acids Res. 2020, 48, 5799.32399566 10.1093/nar/gkaa311PMC7293005

[14] T. Nojima , K. Rebelo , T. Gomes , A. R. Grosso , N. J. Proudfoot , M. Carmo‐Fonseca , Mol. Cell 2018, 72, 369.30340024 10.1016/j.molcel.2018.09.004PMC6201815

[15] a) M. Murawska , A. Brehm , Transcription 2011, 2, 244;22223048 10.4161/trns.2.6.17840PMC3265784

[16] A. Ganez‐Zapater , S. D. Mackowiak , Y. Guo , M. Tarbier , A. Jordan‐Pla , M. R. Friedlander , N. Visa , A. K. Ostlund Farrants , Mol. Genet. Genomics 2022, 297, 463.35187582 10.1007/s00438-022-01863-9PMC8960663

[17] a) R. J. Loomis , Y. Naoe , J. B. Parker , V. Savic , M. R. Bozovsky , T. Macfarlan , J. L. Manley , D. Chakravarti , Mol. Cell 2009, 33, 450;19250906 10.1016/j.molcel.2009.02.003PMC2667802

[18] P. Xu , L. Zhang , Y. Xiao , W. Li , Z. Hu , R. Zhang , J. Li , F. Wu , Y. Xi , Q. Zou , Z. Wang , R. Guo , H. Ma , S. Dong , M. Xiao , Z. Yang , X. Ren , C. Wei , W. Yu , Hum. Mol. Genet. 2021, 30, 2110.34196368 10.1093/hmg/ddab178

[19] P. Tessarz , T. Kouzarides , Nat. Rev. Mol. Cell Biol. 2014, 15, 703.25315270 10.1038/nrm3890

[20] a) H. Boeger , J. Griesenbeck , J. S. Strattan , R. D. Kornberg , Mol. Cell 2003, 11, 1587;12820971 10.1016/s1097-2765(03)00231-4

[21] Z. Wang , C. Zang , K. Cui , D. E. Schones , A. Barski , W. Peng , K. Zhao , Cell 2009, 138, 1019.19698979 10.1016/j.cell.2009.06.049PMC2750862

[22] E. Seto , M. Yoshida , Cold Spring Harbor Perspect. Biol. 2014, 6, a018713.10.1101/cshperspect.a018713PMC397042024691964

[23] S. Bhaskara , S. K. Knutson , G. Jiang , M. B. Chandrasekharan , A. J. Wilson , S. Zheng , A. Yenamandra , K. Locke , J. L. Yuan , A. R. Bonine‐Summers , C. E. Wells , J. F. Kaiser , M. K. Washington , Z. Zhao , F. F. Wagner , Z. W. Sun , F. Xia , E. B. Holson , D. Khabele , S. W. Hiebert , Cancer Cell 2010, 18, 436.21075309 10.1016/j.ccr.2010.10.022PMC3004468

[24] a) D. Gallagher , A. Voronova , M. A. Zander , G. I. Cancino , A. Bramall , M. P. Krause , C. Abad , M. Tekin , P. M. Neilsen , D. F. Callen , S. W. Scherer , G. M. Keller , D. R. Kaplan , K. Walz , F. D. Miller , Dev. Cell 2015, 32, 31;25556659 10.1016/j.devcel.2014.11.031

[25] C. Schneider , C. L. Will , J. Brosius , M. J. Frilander , R. Luhrmann , Proc. Natl. Acad. Sci. USA 2004, 101, 9584.15210936 10.1073/pnas.0403400101PMC470718

[26] R. C. Edgar , S. Batzoglou , Curr. Opin. Struct. Biol. 2006, 16, 368.16679011 10.1016/j.sbi.2006.04.004

[27] B. Zhang , Z. Ding , L. Li , L. K. Xie , Y. J. Fan , Y. Z. Xu , PLoS Genet. 2021, 17, e1009861.34723968 10.1371/journal.pgen.1009861PMC8559932

[28] A. Rudenko , L. H. Tsai , Neuropharmacology 2014, 80, 70.24495398 10.1016/j.neuropharm.2014.01.043

[29] J. E. Faust , A. Verma , C. Peng , J. A. McNew , Traffic 2012, 13, 1378.22758915 10.1111/j.1600-0854.2012.01393.xPMC3443258

[30] W. Liu , W. Liang , X. P. Xiong , J. L. Li , R. Zhou , PLoS Genet. 2022, 18, e1010433.36301831 10.1371/journal.pgen.1010433PMC9612563

[31] O. V. Belyaeva , S. A. Lee , O. V. Kolupaev , N. Y. Kedishvili , Bioch. Biophys. Acta 2009, 1790, 1266.10.1016/j.bbagen.2009.06.002PMC278273119520149

[32] F. Q. Gunderson , T. L. Johnson , PLoS Genet. 2009, 5, e1000682.19834536 10.1371/journal.pgen.1000682PMC2752994

[33] A. Zhang , C. W. Li , J. D. Chen , Biochem. Biophys. Res. Commun. 2007, 358, 1034.17521611 10.1016/j.bbrc.2007.05.017PMC1950474

[34] A. Zhang , P. L. Yeung , C. W. Li , S. C. Tsai , G. K. Dinh , X. Wu , H. Li , J. D. Chen , J. Biol. Chem. 2004, 279, 33799.15184363 10.1074/jbc.M403997200

[35] a) C. Leo , J. D. Chen , Gene 2000, 245, 1;10713439 10.1016/s0378-1119(00)00024-x

[36] M. G. Guenther , O. Barak , M. A. Lazar , Mol. Cell. Biol. 2001, 21, 6091.11509652 10.1128/MCB.21.18.6091-6101.2001PMC87326

[37] H. S. Kaya‐Okur , S. J. Wu , C. A. Codomo , E. S. Pledger , T. D. Bryson , J. G. Henikoff , K. Ahmad , S. Henikoff , Nat. Commun. 2019, 10, 1930.31036827 10.1038/s41467-019-09982-5PMC6488672

[38] S. S. Li , M. A. Shogren‐Knaak , J. Biol. Chem. 2009, 284, 9411.19218239 10.1074/jbc.M809617200PMC2666593

[39] R. F. Luco , Q. Pan , K. Tominaga , B. J. Blencowe , O. M. Pereira‐Smith , T. Misteli , Science 2010, 327, 996.20133523 10.1126/science.1184208PMC2913848

[40] a) J. Argente , R. Flores , A. Gutierrez‐Arumi , B. Verma , G. A. Martos‐Moreno , I. Cusco , A. Oghabian , J. A. Chowen , M. J. Frilander , L. A. Perez‐Jurado , EMBO Mol. Med. 2014, 6, 299;24480542 10.1002/emmm.201303573PMC3958305

[41] S. Y. Roth , J. M. Denu , C. D. Allis , Annu. Rev. Biochem. 2001, 70, 81.11395403 10.1146/annurev.biochem.70.1.81

[42] M. F. Dion , S. J. Altschuler , L. F. Wu , O. J. Rando , Proc. Natl. Acad. Sci. USA 2005, 102, 5501.15795371 10.1073/pnas.0500136102PMC555684

[43] a) X. Zhang , W. Wharton , Z. Yuan , S. C. Tsai , N. Olashaw , E. Seto , Mol. Cell. Biol. 2004, 24, 5106;15169878 10.1128/MCB.24.12.5106-5118.2004PMC419886

[44] E. A. Verberne , S. Faries , M. Mannens , A. V. Postma , M. M. van Haelst , Am. J. Med. Genet. Part A 2020, 182, 1952.32462814 10.1002/ajmg.a.61632PMC7496482

[45] L. Kolberg , U. Raudvere , I. Kuzmin , J. Vilo , H. Peterson , F1000Research 2020, 9, 709.10.12688/f1000research.24956.1PMC785984133564394

[46] a) H. J. Zhou , S. Di Palma , C. Preisinger , M. Peng , A. N. Polat , A. J. R. Heck , S. Mohammed , J. Proteome. Res. 2013, 12, 260;23186163 10.1021/pr300630k

[47] I. A. Hendriks , D. Lyon , C. Young , L. J. Jensen , A. C. O. Vertegaal , M. L. Nielsen , Nat. Struct. Mol. Biol. 2017, 24, 325.28112733 10.1038/nsmb.3366

[48] C. M. Woo , P. J. Lund , A. C. Huang , M. M. Davis , C. R. Bertozzi , S. J. Pitteri , Mol. Cell Proteomics 2018, 17, 764.29351928 10.1074/mcp.RA117.000261PMC5880114

[49] J. V. Olsen , B. Blagoev , F. Gnad , B. Macek , C. Kumar , P. Mortensen , M. Mann , Cell 2006, 127, 635.17081983 10.1016/j.cell.2006.09.026

[50] T. W. Nilsen , Cold Spring Harb. Protoc. 2013, 2013, 579.23734028 10.1101/pdb.prot075176

[51] C. Qiu , Y. Zhang , Y. J. Fan , T. L. Pang , Y. Su , S. Zhan , Y. Z. Xu , J. Mol. Cell Biol. 2019, 11, 170.29750417 10.1093/jmcb/mjy029PMC6734145

[52] S. C. Wei , L. Fattet , J. H. Tsai , Y. Guo , V. H. Pai , H. E. Majeski , A. C. Chen , R. L. Sah , S. S. Taylor , A. J. Engler , J. Yang , Nat. Cell Biol. 2015, 17, 678.25893917 10.1038/ncb3157PMC4452027

[53] I. Ostojic , W. Boll , M. J. Waterson , T. Chan , R. Chandra , S. D. Pletcher , J. Alcedo , Proc. Natl. Acad. Sci. USA 2014, 111, 8143.24847072 10.1073/pnas.1315466111PMC4050613

[54] S. Gronke , D. F. Clarke , S. Broughton , T. D. Andrews , L. Partridge , Plos. Genet. 2010, 6, e1000857.20195512 10.1371/journal.pgen.1000857PMC2829060

[55] D. U. Gorkin , I. Barozzi , Y. Zhao , Y. Zhang , H. Huang , A. Y. Lee , B. Li , J. Chiou , A. Wildberg , B. Ding , B. Zhang , M. Wang , J. S. Strattan , J. M. Davidson , Y. Qiu , V. Afzal , J. A. Akiyama , I. Plajzer‐Frick , C. S. Novak , M. Kato , T. H. Garvin , Q. T. Pham , A. N. Harrington , B. J. Mannion , E. A. Lee , Y. Fukuda‐Yuzawa , Y. He , S. Preissl , S. Chee , J. Y. Han , et al., Nature 2020, 583, 744.32728240 10.1038/s41586-020-2093-3PMC7398618

[56] M. I. Love , W. Huber , S. Anders , Genome Biol. 2014, 15, 550.25516281 10.1186/s13059-014-0550-8PMC4302049

[57] C. S. Ross‐Innes , R. Stark , A. E. Teschendorff , K. A. Holmes , H. R. Ali , M. J. Dunning , G. D. Brown , O. Gojis , I. O. Ellis , A. R. Green , S. Ali , S. F. Chin , C. Palmieri , C. Caldas , J. S. Carroll , Nature 2012, 481, 389.22217937 10.1038/nature10730PMC3272464

[58] F. Ramirez , D. P. Ryan , B. Gruning , V. Bhardwaj , F. Kilpert , A. S. Richter , S. Heyne , F. Dundar , T. Manke , Nucleic Acids Res. 2016, 44, W160.27079975 10.1093/nar/gkw257PMC4987876

# Supplementary material for: Minor Spliceosomal 65K/RNPC3 Interacts with ANKRD11 and Mediates HDAC3‐Regulated Histone Deacetylation and Transcription
**Source:** Adv Sci (Weinh). 2024 Jun 5;11(29):2307804. doi: 10.1002/advs.202307804

## Supporting Information

for *Adv. Sci.*, DOI 10.1002/adv.202307804

Minor Spliceosomal 65K/RNPC3 Interacts with ANKRD11 and Mediates HDAC3-Regulated Histone Deacetylation and Transcription

*Chen-Hui Li, Shao-Bo Liang, Qi-Wei Huang, Zhen-Zhen Zhou, Zhan Ding, Ni Long, Kwang-Chon Wi, Liang Li, Xi-Ping Jiang, Yu-Jie Fan and Yong-Zhen Xu\**

**Figure 1**

**Fig.1A**

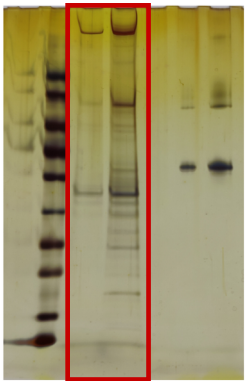

**Fig.1D**

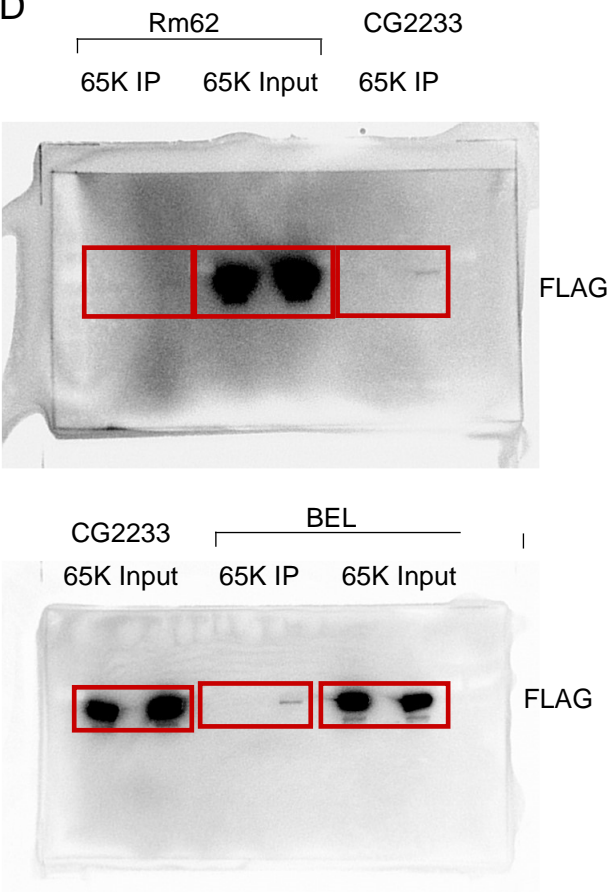

**Fig.1C**

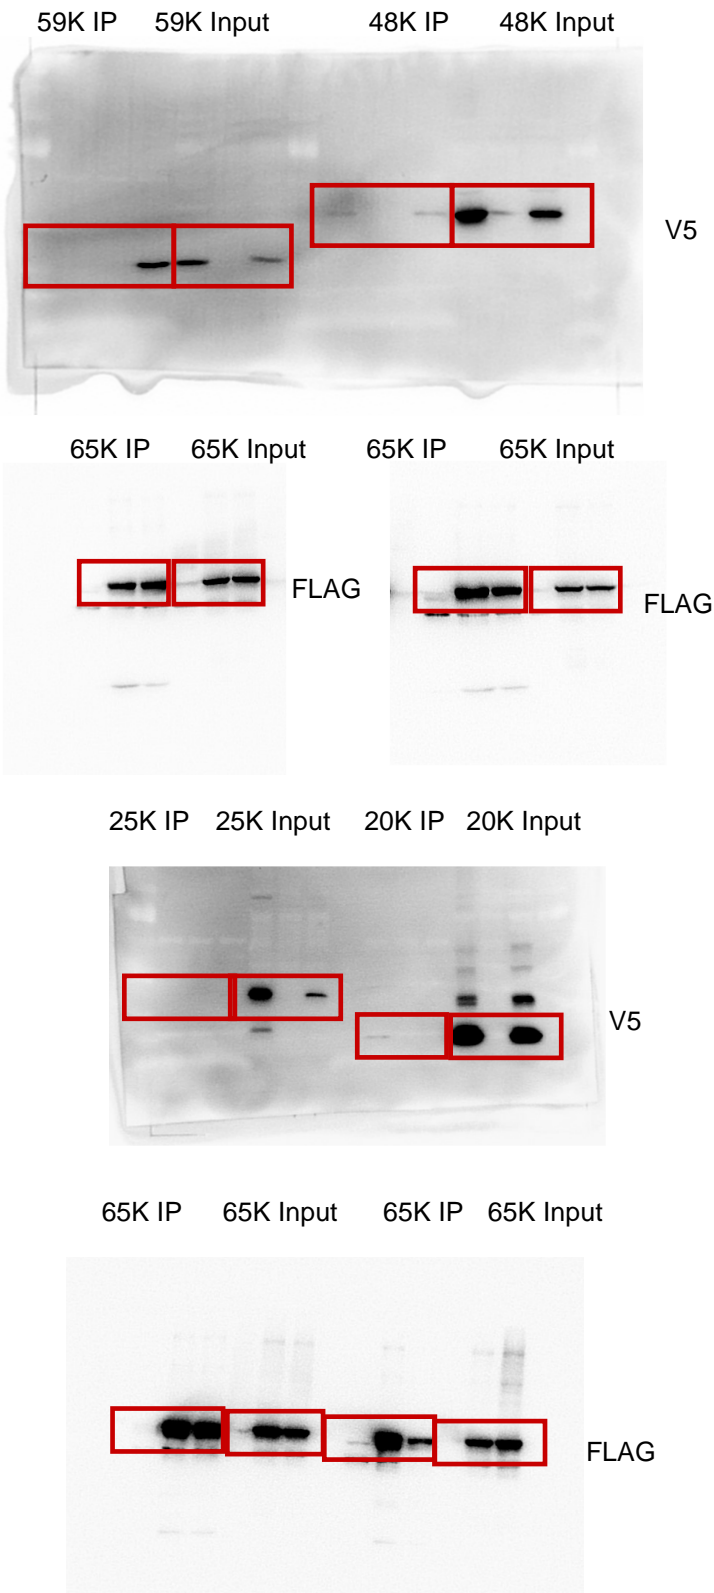

Figure 1 continued

Fig.1D

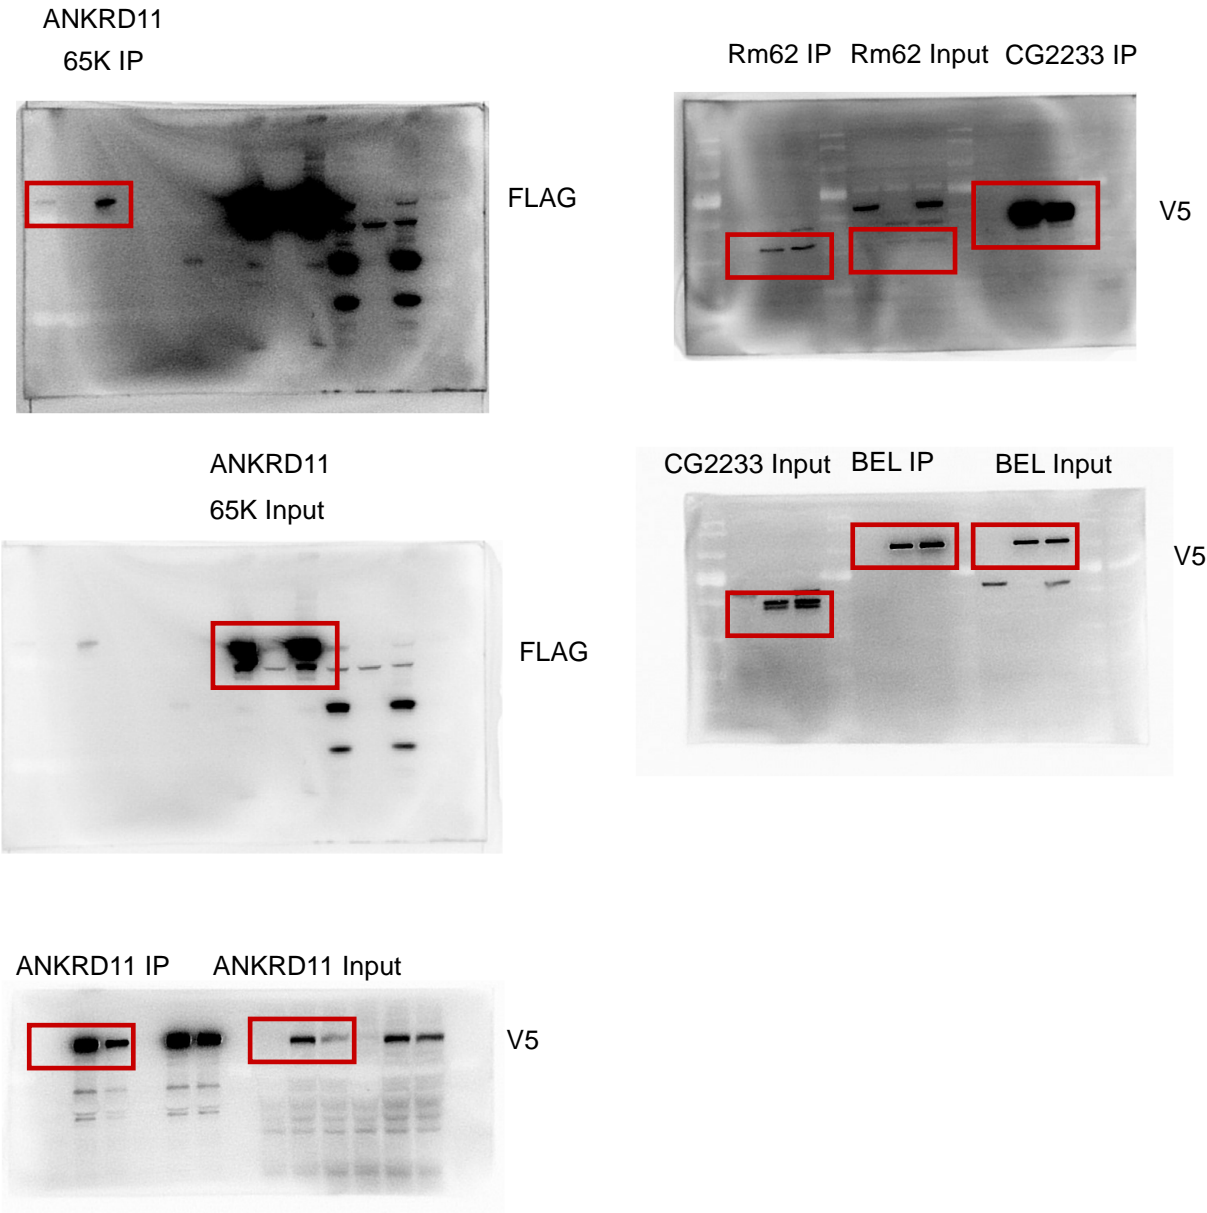

Figure 1 continued

Fig.1E

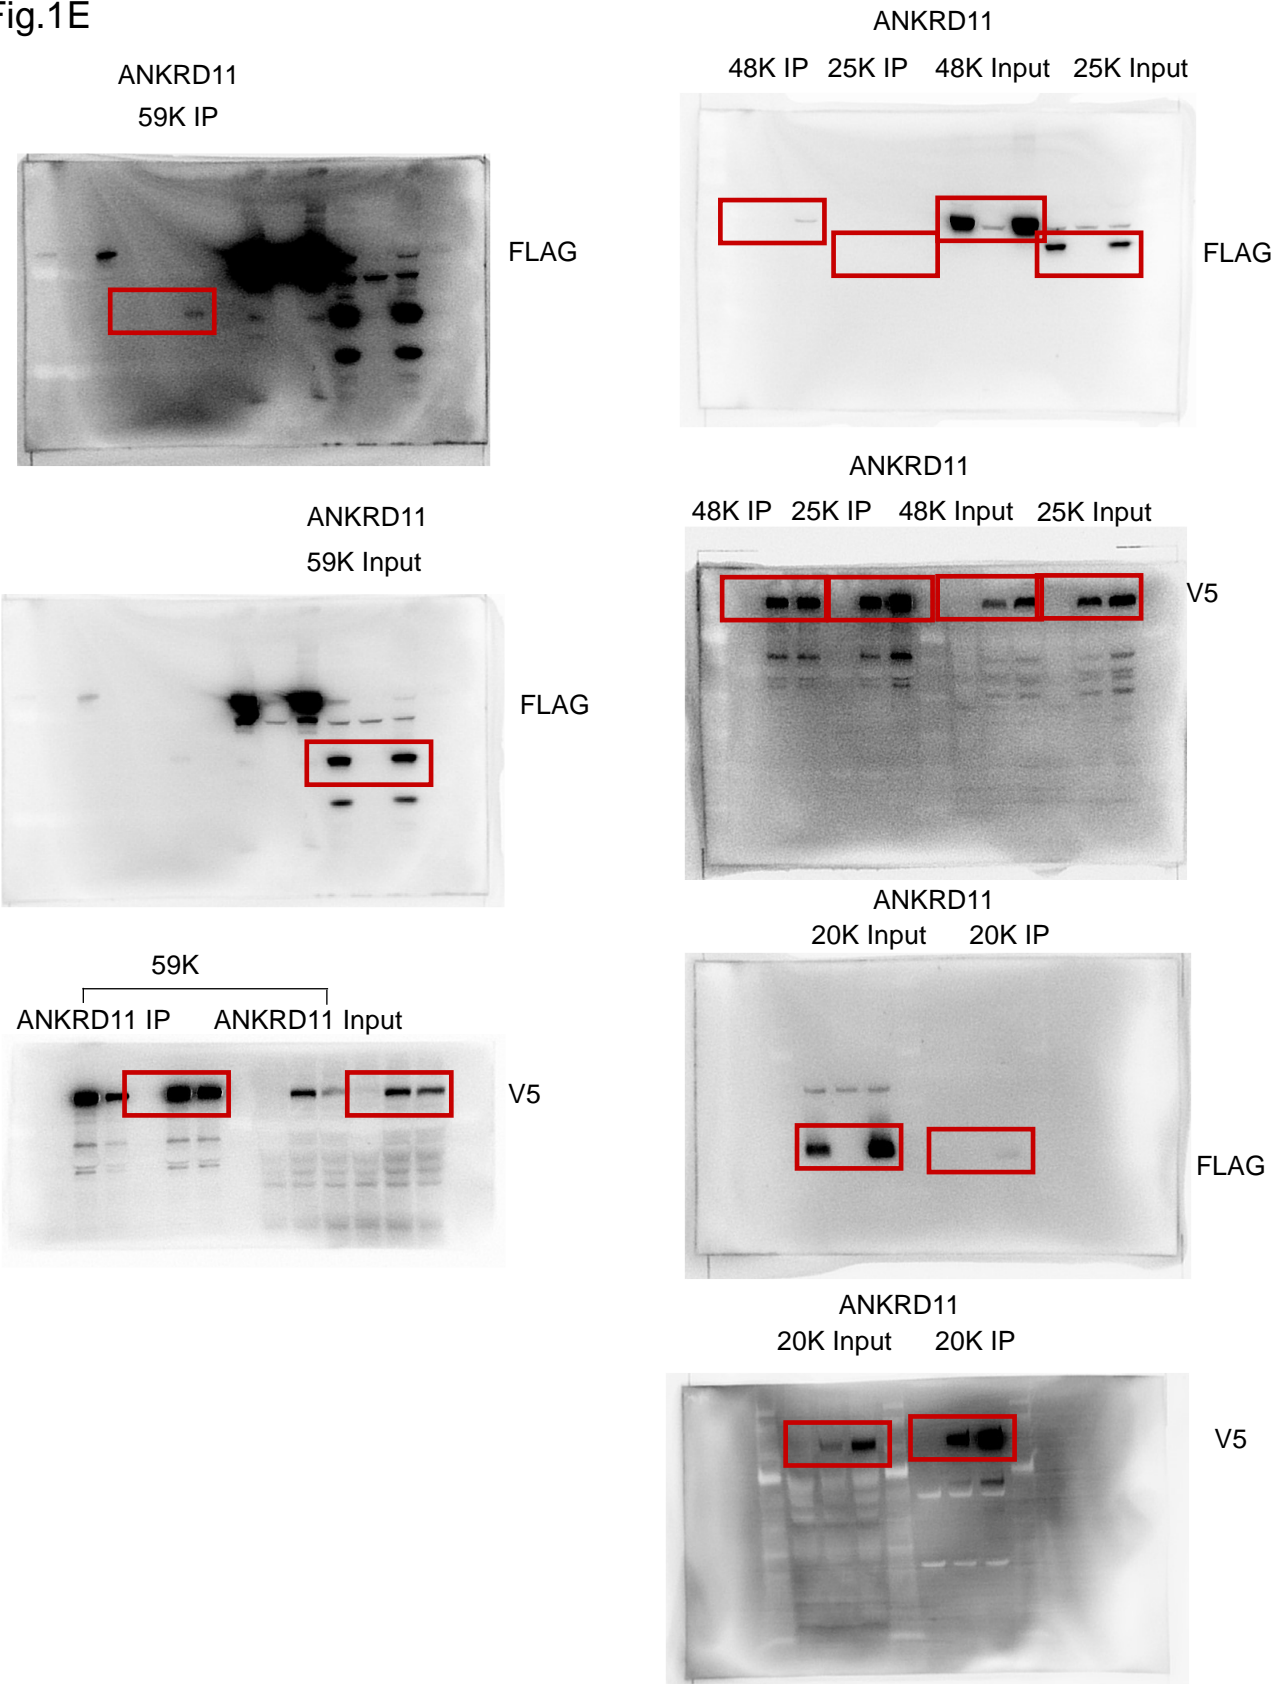

Figure 1 continued

Fig.1F

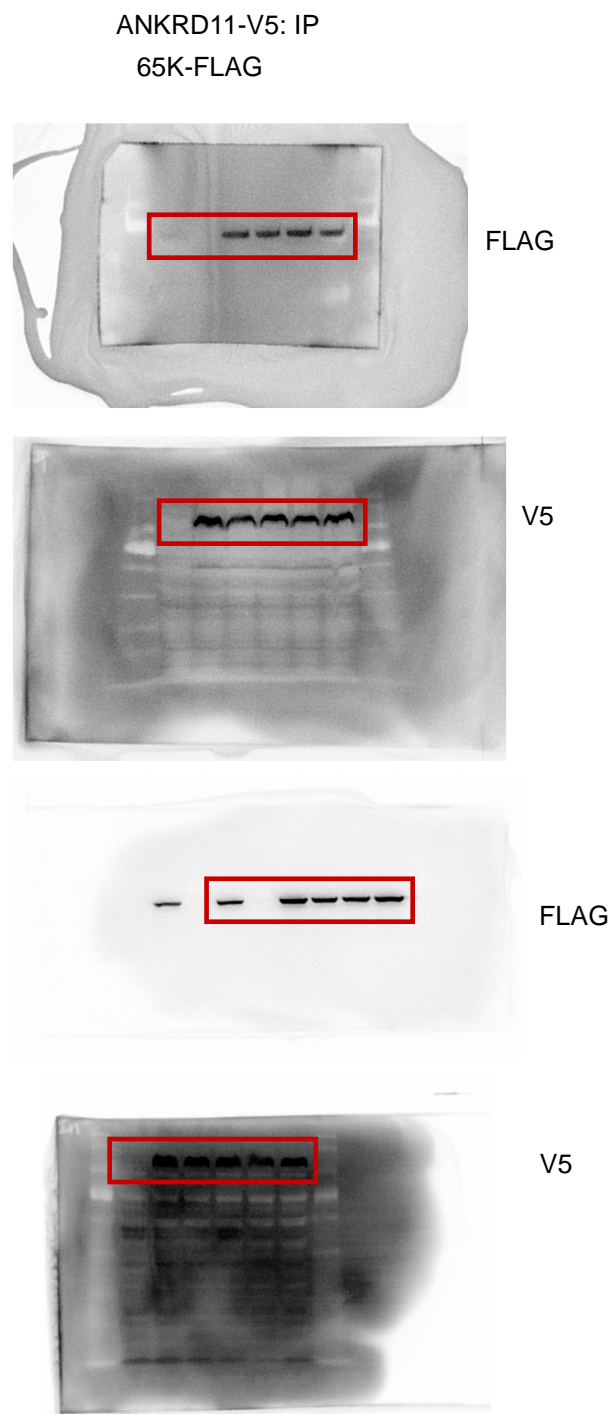

Fig.2A

|      | WT | U12 <sup>ΔΔ</sup> | 65K <sup>ΔΔ</sup> | ankrd11 <sup>ΔΔ</sup> |
|------|----|-------------------|-------------------|-----------------------|
| EXP1 | 70 | 28                | 47                | 45                    |
| EXP2 | 75 | 34                | 52                | 47                    |
| EXP3 | 68 | 26                | 50                | 38                    |

Fig.2B

|      | WT       | U12 <sup>ΔΔ</sup> | 65K <sup>ΔΔ</sup> | ankrd11 <sup>ΔΔ</sup> |
|------|----------|-------------------|-------------------|-----------------------|
| EXP1 | 0.889119 | 0.43857           | 0.608877          | 0.582928              |
| EXP2 | 1.355403 | 0.386389          | 0.388645          | 0.591696              |
| EXP3 | 0.925887 | 0.499713          | 0.550551          | 0.620598              |
| EXP4 | 0.979419 | 0.382328          | 0.594904          | 0.568722              |
| EXP5 | 0.850171 | 0.434779          | 0.371111          | 0.627269              |

Fig.2C

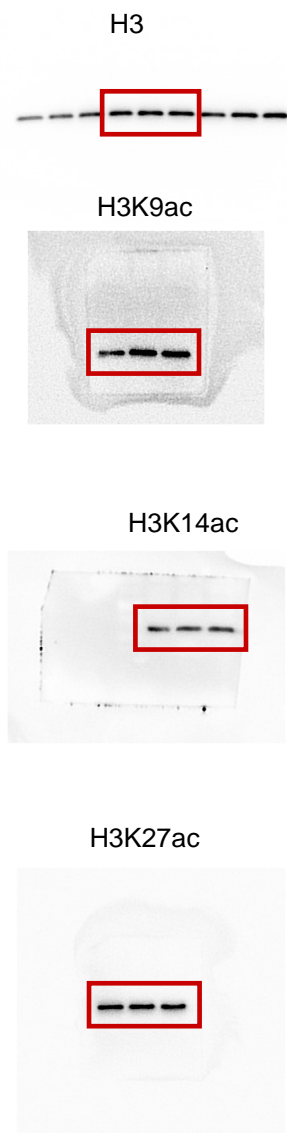

## Figure 2 continued

Fig.2C

H3K36ac

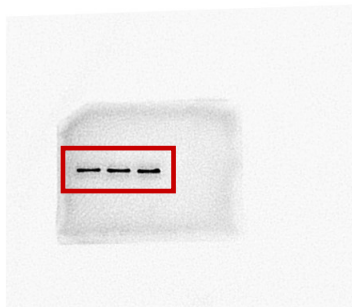

H3K9me3

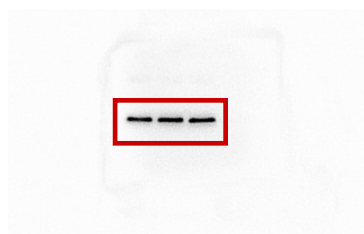

Tubulin

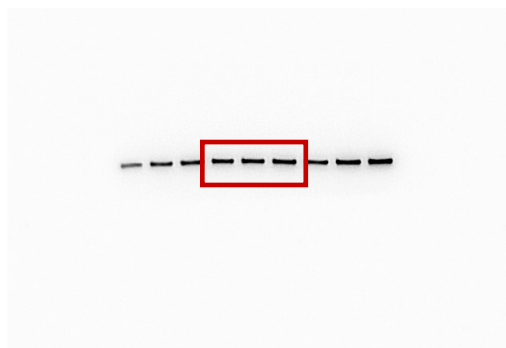

Tubulin

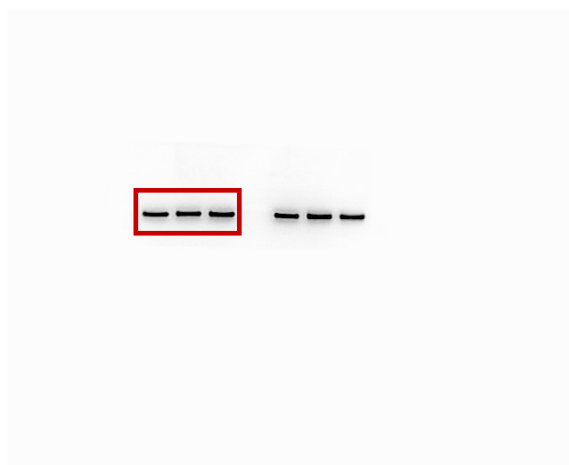

H4

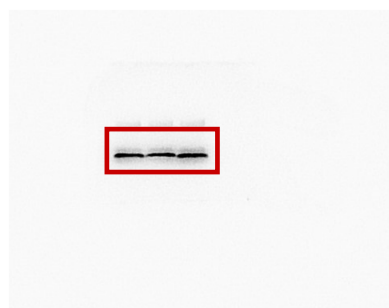

H4K5ac

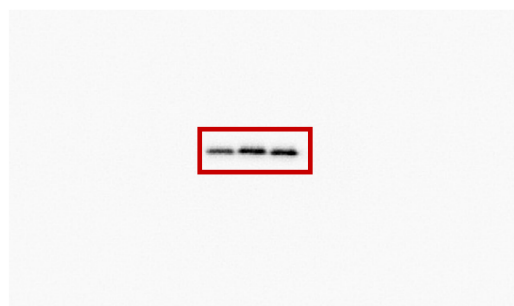

H4K8ac

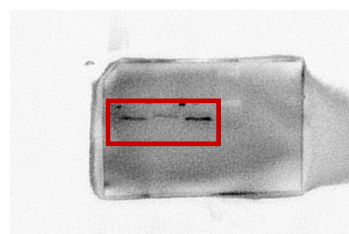

H4K12ac

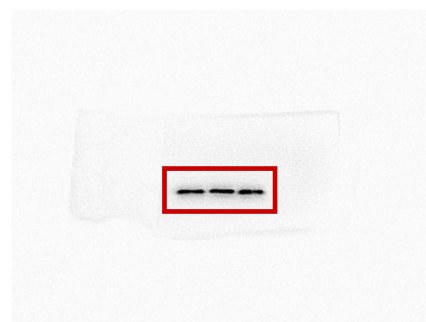

Figure 2 continued

Fig.2D

|               | WT | 65K <sup>ΔΔ</sup> | ankrd11 <sup>ΔΔ</sup> |          | WT            | 65K <sup>ΔΔ</sup> | ankrd11 <sup>ΔΔ</sup> |          | WT            | 65K <sup>ΔΔ</sup> | ankrd11 <sup>ΔΔ</sup> |          |
|---------------|----|-------------------|-----------------------|----------|---------------|-------------------|-----------------------|----------|---------------|-------------------|-----------------------|----------|
| H3 EXP 1      |    | 1                 | 1.035084              | 0.994909 | H3K9ac EXP 1  | 1                 | 1.462582              | 1.553689 | H3K14ac EXP 1 | 1                 | 1.110377              | 1.144365 |
| H3 EXP 2      |    | 1                 | 1.012626              | 1.026687 | H3K9ac EXP 2  | 1                 | 1.430776              | 1.51717  | H3K14ac EXP 2 | 1                 | 1.032855              | 0.973835 |
| H3 EXP 3      |    | 1                 | 0.941267              | 1.011679 | H3K9ac EXP 3  | 1                 | 1.350199              | 1.415872 | H3K14ac EXP 3 | 1                 | 0.817064              | 0.716566 |
|               | WT | 65K <sup>ΔΔ</sup> | ankrd11 <sup>ΔΔ</sup> |          | WT            | 65K <sup>ΔΔ</sup> | ankrd11 <sup>ΔΔ</sup> |          | WT            | 65K <sup>ΔΔ</sup> | ankrd11 <sup>ΔΔ</sup> |          |
| H3K27ac EXP 1 |    | 1                 | 1.031235              | 0.951492 | H3K36ac EXP 1 | 1                 | 1.022776              | 1.033422 | H3K9me3 EXP 1 | 1                 | 1.034138              | 0.96372  |
| H3K27ac EXP 2 |    | 1                 | 0.913868              | 0.859    | H3K36ac EXP 2 | 1                 | 1.010792              | 1.08558  | H3K9me3 EXP 2 | 1                 | 0.826271              | 0.93461  |
| H3K27ac EXP 3 |    | 1                 | 0.920939              | 0.94286  | H3K36ac EXP 3 | 1                 | 1.117007              | 1.235107 | H3K9me3 EXP 3 | 1                 | 0.953639              | 1.062616 |
|               | WT | 65K <sup>ΔΔ</sup> | ankrd11 <sup>ΔΔ</sup> |          | WT            | 65K <sup>ΔΔ</sup> | ankrd11 <sup>ΔΔ</sup> |          | WT            | 65K <sup>ΔΔ</sup> | ankrd11 <sup>ΔΔ</sup> |          |
| H4 EXP 1      |    | 1                 | 0.933869              | 0.992657 | H4K5ac EXP 1  | 1                 | 1.39463               | 1.298547 |               |                   |                       |          |
| H4 EXP 2      |    | 1                 | 0.930872              | 0.967182 | H4K5ac EXP 2  | 1                 | 1.376926              | 1.568615 |               |                   |                       |          |
| H4 EXP 3      |    | 1                 | 0.953505              | 0.798644 | H4K5ac EXP 3  | 1                 | 1.270487              | 1.359795 |               |                   |                       |          |
|               | WT | 65K <sup>ΔΔ</sup> | ankrd11 <sup>ΔΔ</sup> |          | WT            | 65K <sup>ΔΔ</sup> | ankrd11 <sup>ΔΔ</sup> |          | WT            | 65K <sup>ΔΔ</sup> | ankrd11 <sup>ΔΔ</sup> |          |
| H4K8ac EXP 1  |    | 1                 | 0.462961              | 1.354438 | H4K12ac EXP 1 | 1                 | 1.002154              | 0.973274 |               |                   |                       |          |
| H4K8ac EXP 2  |    | 1                 | 0.609231              | 1.222024 | H4K12ac EXP 2 | 1                 | 0.889988              | 0.991502 |               |                   |                       |          |
| H4K8ac EXP 3  |    | 1                 | 0.561819              | 1.803869 | H4K12ac EXP 3 | 1                 | 0.992928              | 1.028517 |               |                   |                       |          |

Figure 3

Fig.3B

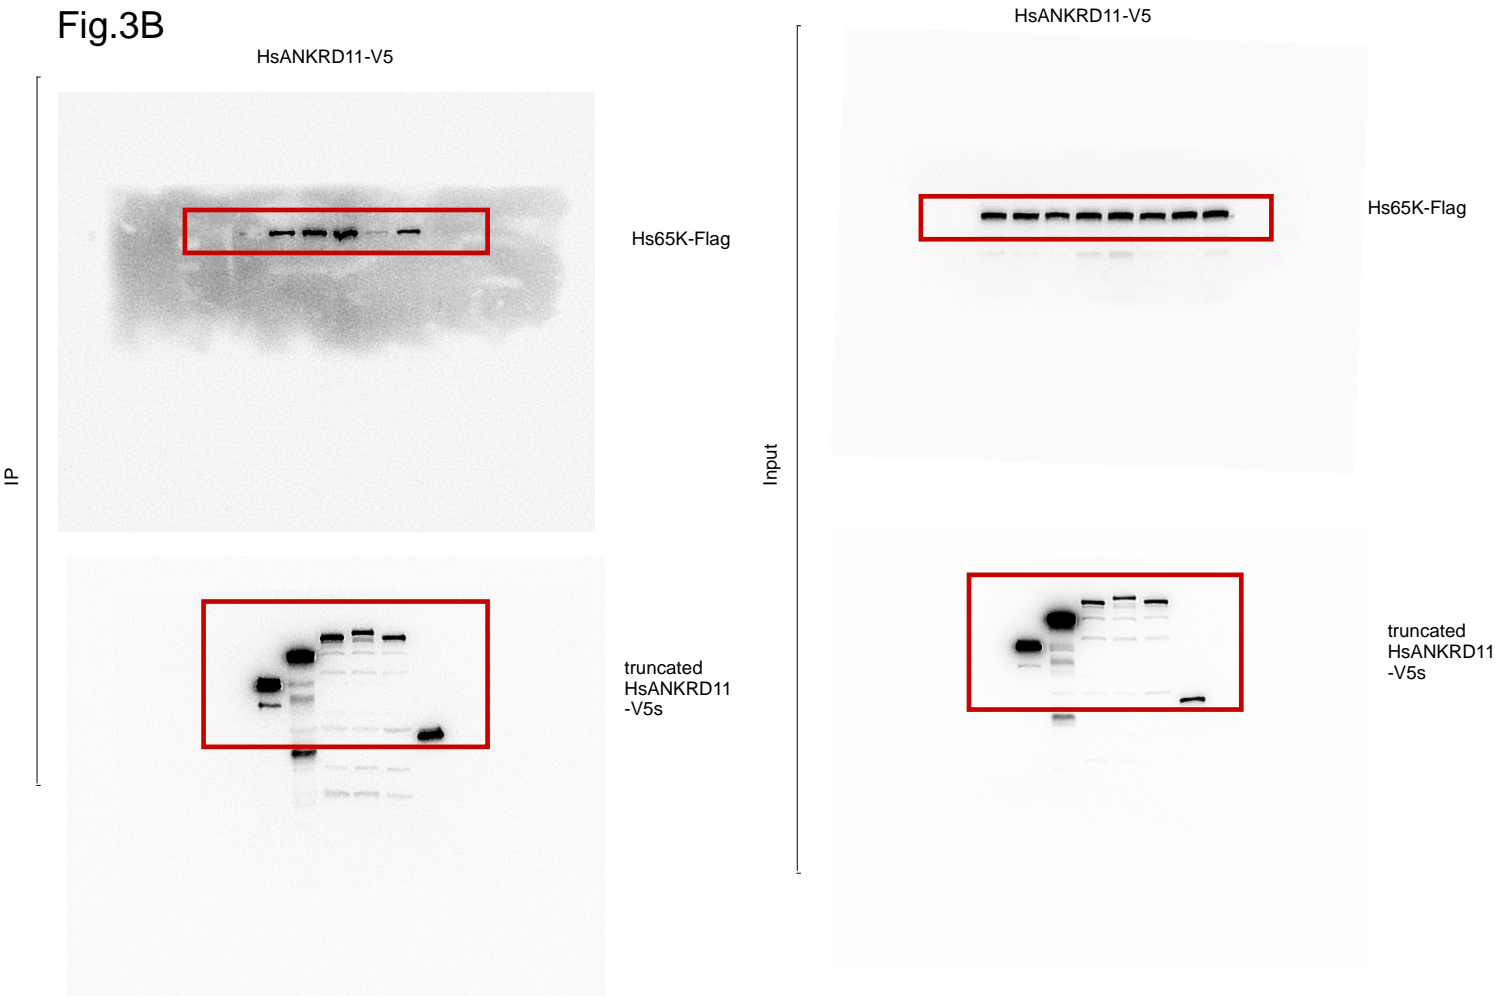

Figure 3 continued

Fig.3B

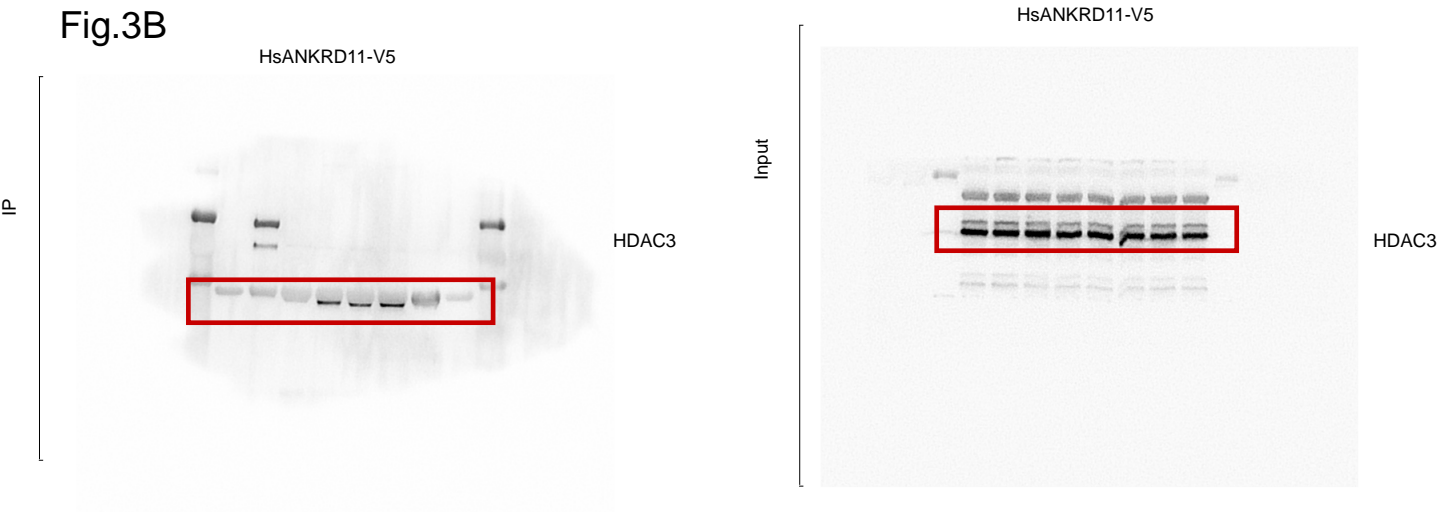

Fig.3C

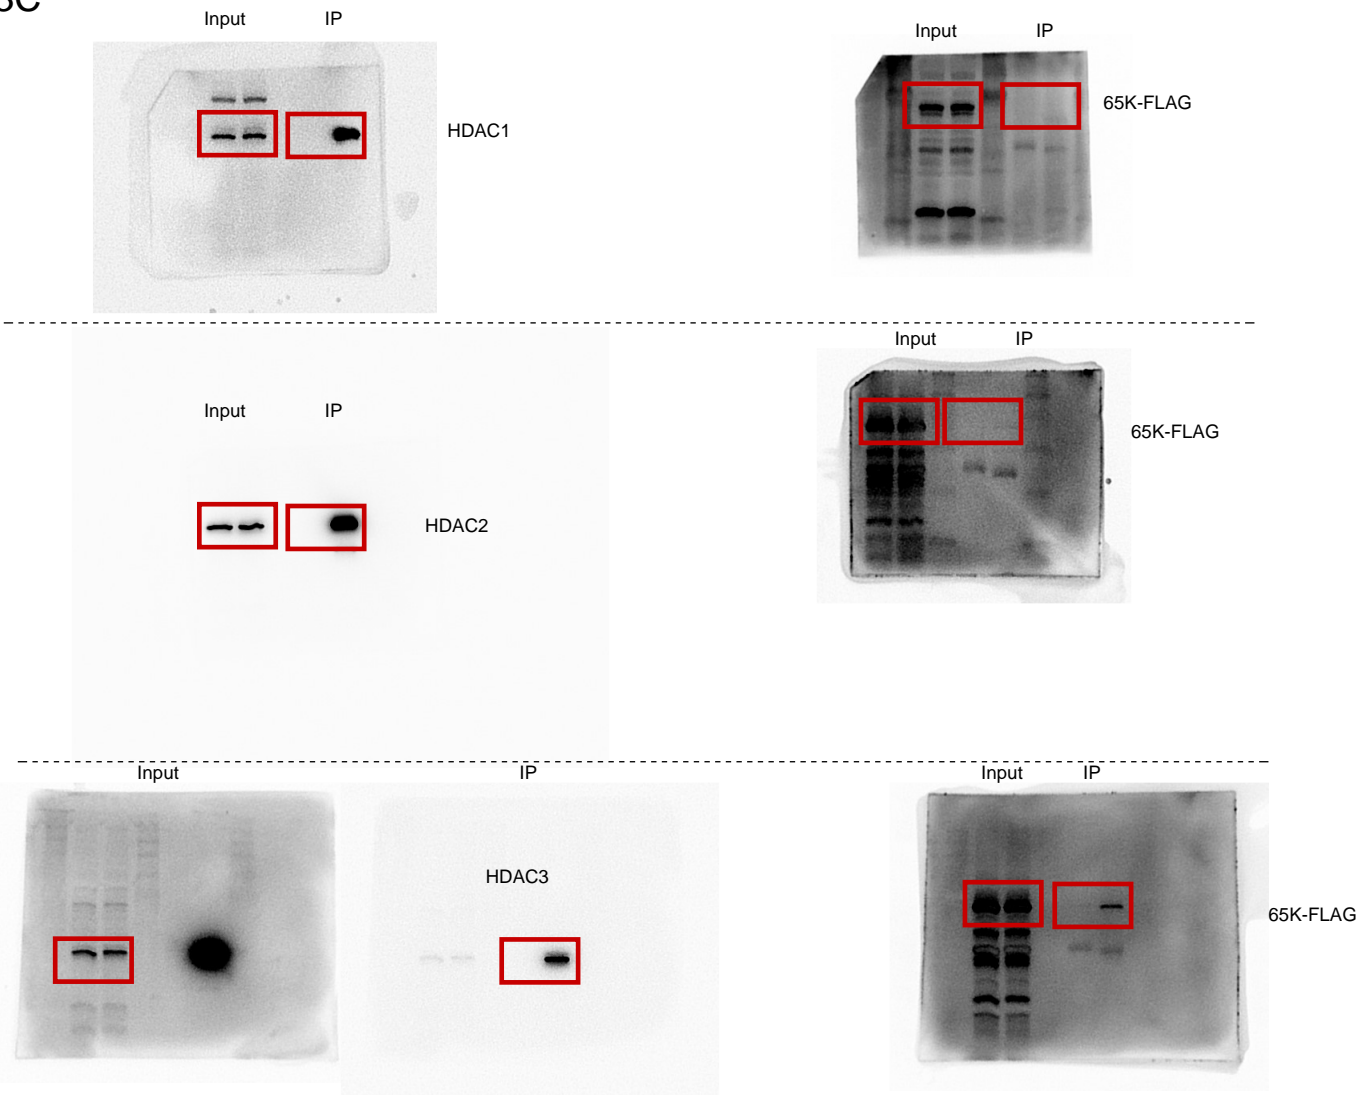

Figure3 continued

Fig.3D

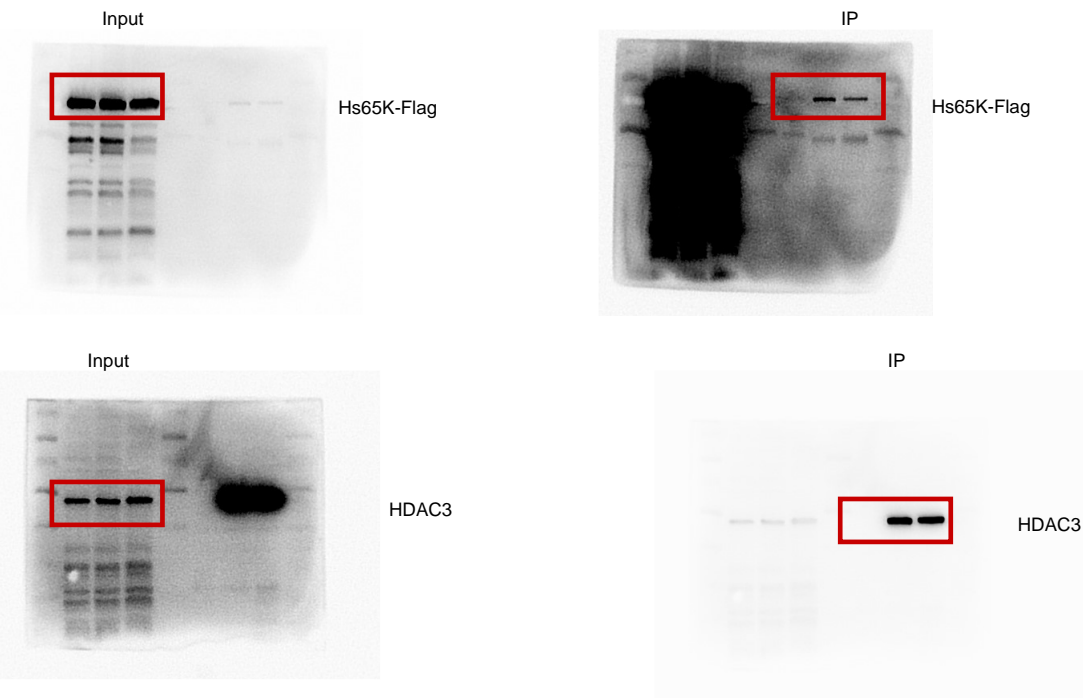

Fig.3E

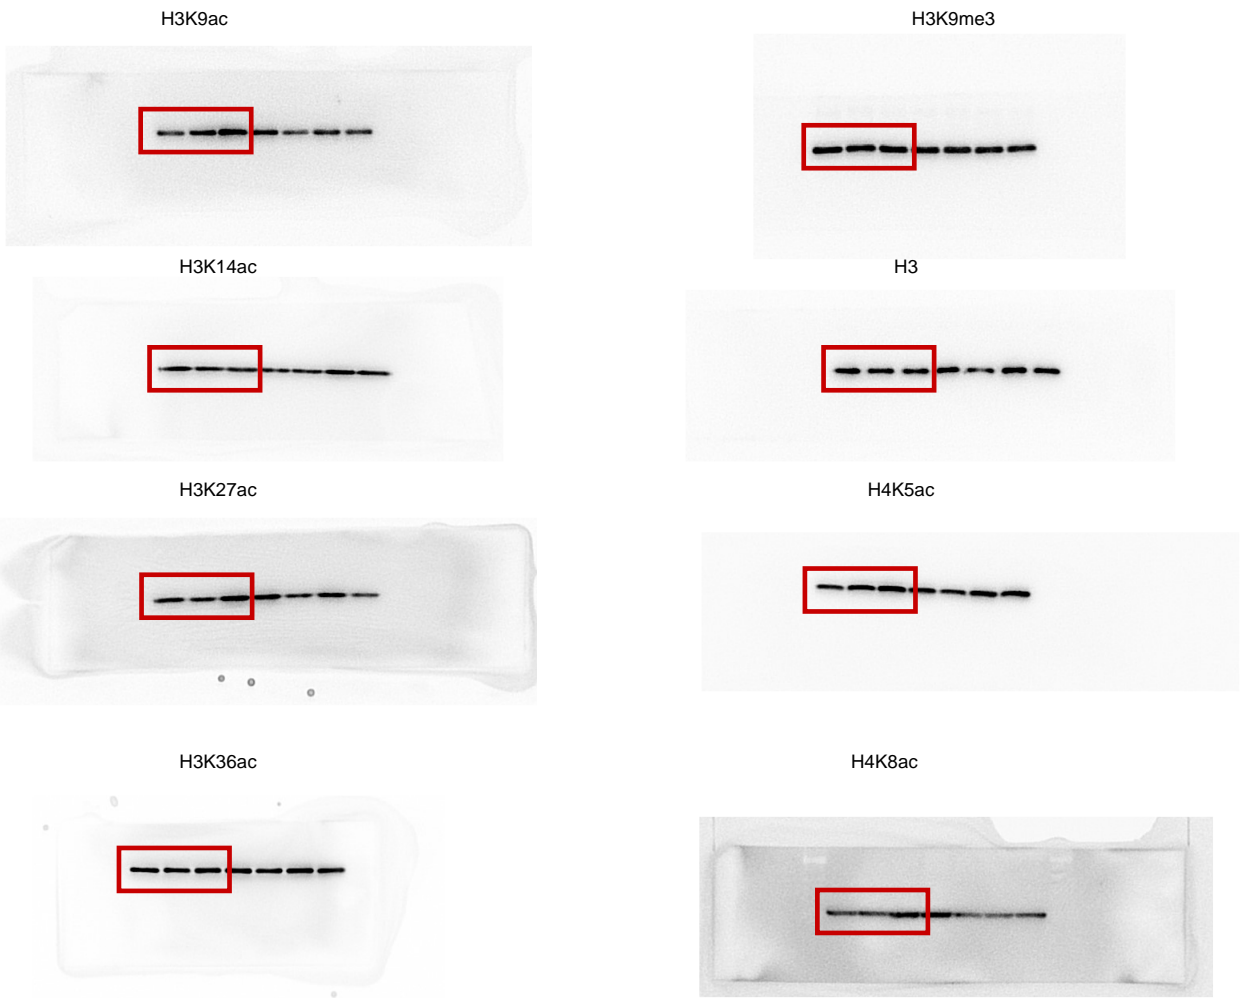

Figure3 continued

Fig.3E

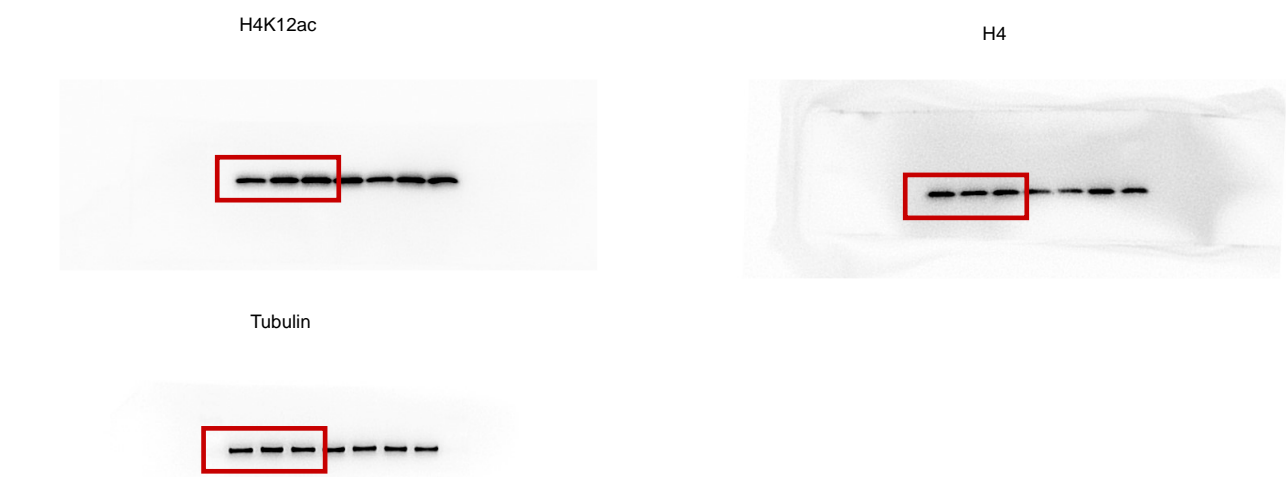

Fig.3F

|               | ctrl | 65K-KD   | Ankrd11-KD  |               | ctrl     | 65K-KD   | Ankrd11-KD  |               | ctrl     | 65K-KD   | Ankrd11-KD  |
|---------------|------|----------|-------------|---------------|----------|----------|-------------|---------------|----------|----------|-------------|
| H3 EXP 1      | 1    | 0.914649 | 0.888098587 | H3K9ac EXP 1  | 1        | 1.328058 | 1.431758585 | H3K14ac EXP 1 | 1        | 0.901672 | 0.880186487 |
| H3 EXP 2      | 1    | 0.928809 | 0.978756712 | H3K9ac EXP 2  | 1.000001 | 1.287756 | 1.391887073 | H3K14ac EXP 2 | 0.999999 | 0.946931 | 1.137043437 |
| H3 EXP 3      | 1    | 0.966065 | 1.020195879 | H3K9ac EXP 3  | 1.000001 | 1.340038 | 1.524395593 | H3K14ac EXP 3 | 1        | 0.942739 | 1.005929419 |
|               | ctrl | 65K-KD   | Ankrd11-KD  |               | ctrl     | 65K-KD   | Ankrd11-KD  |               | ctrl     | 65K-KD   | Ankrd11-KD  |
| H3K27ac EXP 1 | 1    | 0.879472 | 1.128007454 | H3K36ac EXP 1 | 1        | 0.925757 | 0.963044369 | H3K9me3 EXP 1 | 1        | 0.985016 | 0.97712383  |
| H3K27ac EXP 2 | 1    | 0.887968 | 1.046036332 | H3K36ac EXP 2 | 1        | 0.977342 | 1.078651012 | H3K9me3 EXP 2 | 1        | 0.983035 | 1.024039985 |
| H3K27ac EXP 3 | 1    | 1.027786 | 1.135219189 | H3K36ac EXP 3 | 1        | 0.95409  | 0.941651226 | H3K9me3 EXP 3 | 1        | 1.036888 | 1.102321815 |

  

|              | ctrl     | 65K-KD   | Ankrd11-KD |               | ctrl     | 65K-KD   | Ankrd11-KD  |
|--------------|----------|----------|------------|---------------|----------|----------|-------------|
| H4 EXP 1     | 1        | 0.900818 | 0.978693   | H4K5ac EXP 1  | 1        | 1.621422 | 1.938160506 |
| H4 EXP 2     | 1        | 0.891107 | 0.986395   | H4K5ac EXP 2  | 1.000001 | 1.26325  | 1.431710173 |
| H4 EXP 3     | 1        | 1.008542 | 1.045243   | H4K5ac EXP 3  | 1.000001 | 1.47813  | 1.97225848  |
|              | ctrl     | 65K-KD   | Ankrd11-KD |               | ctrl     | 65K-KD   | Ankrd11-KD  |
| H4K8ac EXP 1 | 0.999999 | 1.066511 | 1.490638   | H4K12ac EXP 1 | 1        | 0.903782 | 1.096902317 |
| H4K8ac EXP 2 | 0.999999 | 1.309887 | 2.475352   | H4K12ac EXP 2 | 1        | 1.012669 | 1.105374342 |
| H4K8ac EXP 3 | 1.000001 | 1.420151 | 2.160946   | H4K12ac EXP 3 | 1.000001 | 1.101715 | 1.190400354 |

Fig.6 A B C

|         |            | ctrl     | ANKRD11-KD  |         |            | ctrl     | ANKRD11-KD  |         |            | ctrl     | ANKRD11-KD  |
|---------|------------|----------|-------------|---------|------------|----------|-------------|---------|------------|----------|-------------|
| CUT&Tag | 65K-EXP1   | 0.97513  | 0.508693959 | CUT&Tag | 65K-EXP1   | 0.958599 | 0.5145562   | CUT&Tag | 65K-EXP1   | 1.02054  | 0.210564383 |
|         | 65K-EXP2   | 1.022901 | 0.492125745 |         | 65K-EXP2   | 1.011152 | 0.496149883 |         | 65K-EXP2   | 1.023374 | 0.247299861 |
|         | 65K-EXP3   | 1.002545 | 0.499118827 |         | 65K-EXP3   | 1.031683 | 0.489139142 |         | 65K-EXP3   | 0.957493 | 0.267634004 |
| UBXN11  | HDAC3-EXP1 | 0.985094 | 0.505192798 | SPATA2  | HDAC3-EXP1 | 0.946058 | 0.519048895 | GTF2A2  | HDAC3-EXP1 | 0.970186 | 0.424646226 |
|         | HDAC3-EXP2 | 1.019127 | 0.49341496  |         | HDAC3-EXP2 | 1.047536 | 0.483793695 |         | HDAC3-EXP2 | 0.961483 | 0.389402306 |
|         | HDAC3-EXP3 | 0.99608  | 0.501360461 |         | HDAC3-EXP3 | 1.009052 | 0.496872763 |         | HDAC3-EXP3 | 1.072021 | 0.424646226 |

  

|        |       | ctrl     | 65K-KD   | ANKRD11-KD  |        |       | ctrl     | 65K-KD   | ANKRD11-KD  |        |       | ctrl     | 65K-KD   | ANKRD11-KD  |
|--------|-------|----------|----------|-------------|--------|-------|----------|----------|-------------|--------|-------|----------|----------|-------------|
| H3K9ac | EXP 1 | 0.892753 | 3.038445 | 4.663242106 | H3K9ac | EXP 1 | 0.936056 | 2.769579 | 4.024101422 | H3K9ac | EXP 1 | 0.92959  | 2.697582 | 5.019927981 |
|        | EXP 2 | 0.988514 | 2.894538 | 5.04667553  |        | EXP 2 | 1.01654  | 2.788843 | 4.265357503 |        | EXP 2 | 1.05531  | 2.513446 | 5.214997881 |
|        | EXP 3 | 1.133146 | 2.740299 | 4.231981537 |        | EXP 3 | 1.05093  | 2.746638 | 3.979719271 |        | EXP 3 | 1.019362 | 2.600279 | 4.957685199 |

  

|      |       | ctrl     | 65K-KD   | ANKRD11-KD  |      |       | ctrl     | 65K-KD   | ANKRD11-KD  |      |       | ctrl     | 65K-KD   | ANKRD11-KD  |
|------|-------|----------|----------|-------------|------|-------|----------|----------|-------------|------|-------|----------|----------|-------------|
| mRNA | EXP 1 | 1.017715 | 1.594753 | 2.211972322 | mRNA | EXP 1 | 0.928302 | 1.769899 | 1.170128253 | mRNA | EXP 1 | 0.930665 | 1.506639 | 2.307504295 |
|      | EXP 2 | 1.083225 | 1.80667  | 2.26943526  |      | EXP 2 | 0.976483 | 1.814619 | 1.291158995 |      | EXP 2 | 1.041984 | 1.472567 | 2.261583611 |
|      | EXP 3 | 0.9071   | 1.403796 | 2.304307631 |      | EXP 3 | 1.103179 | 1.754022 | 1.235989654 |      | EXP 3 | 1.031207 | 1.492089 | 2.227357806 |

## Figure S3

Fig. S3A

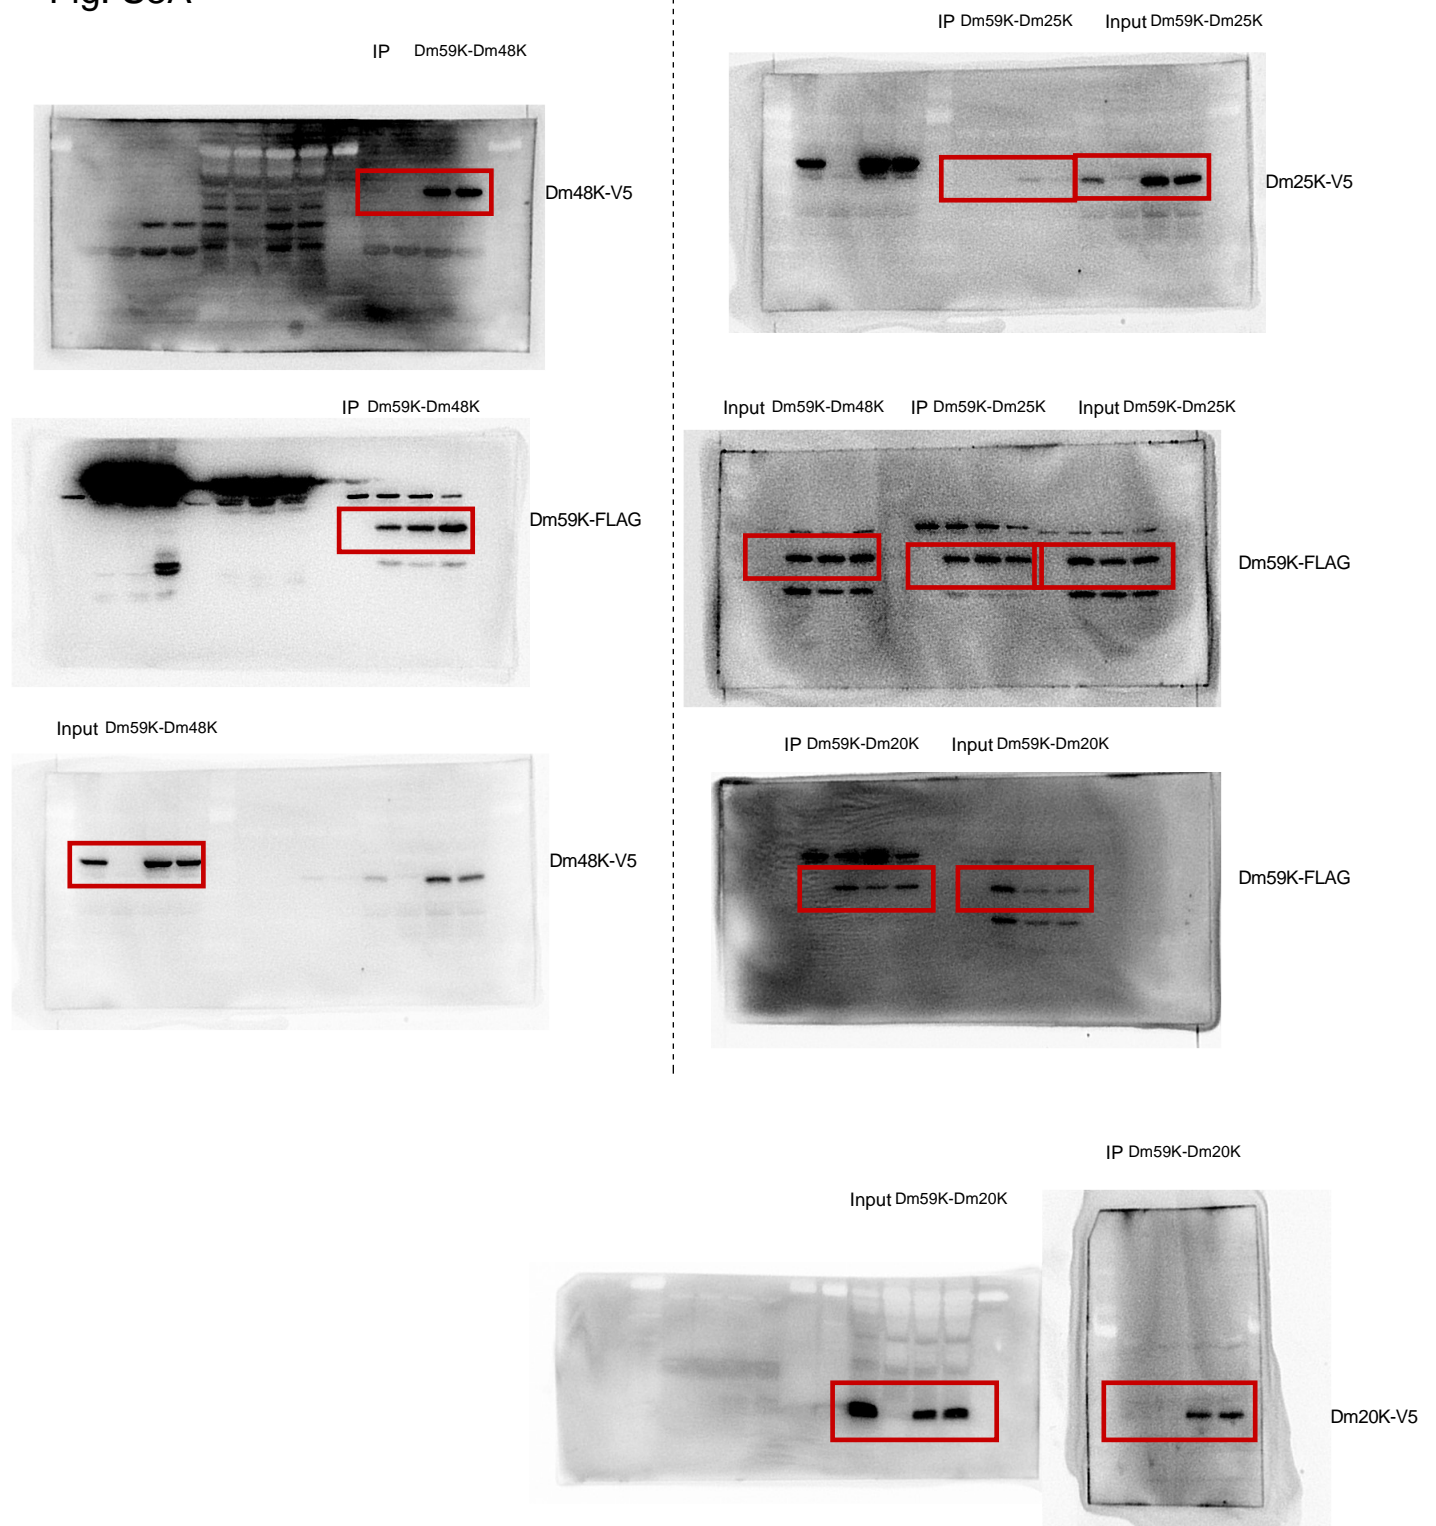

Figure S3 continue

Fig. S3B C

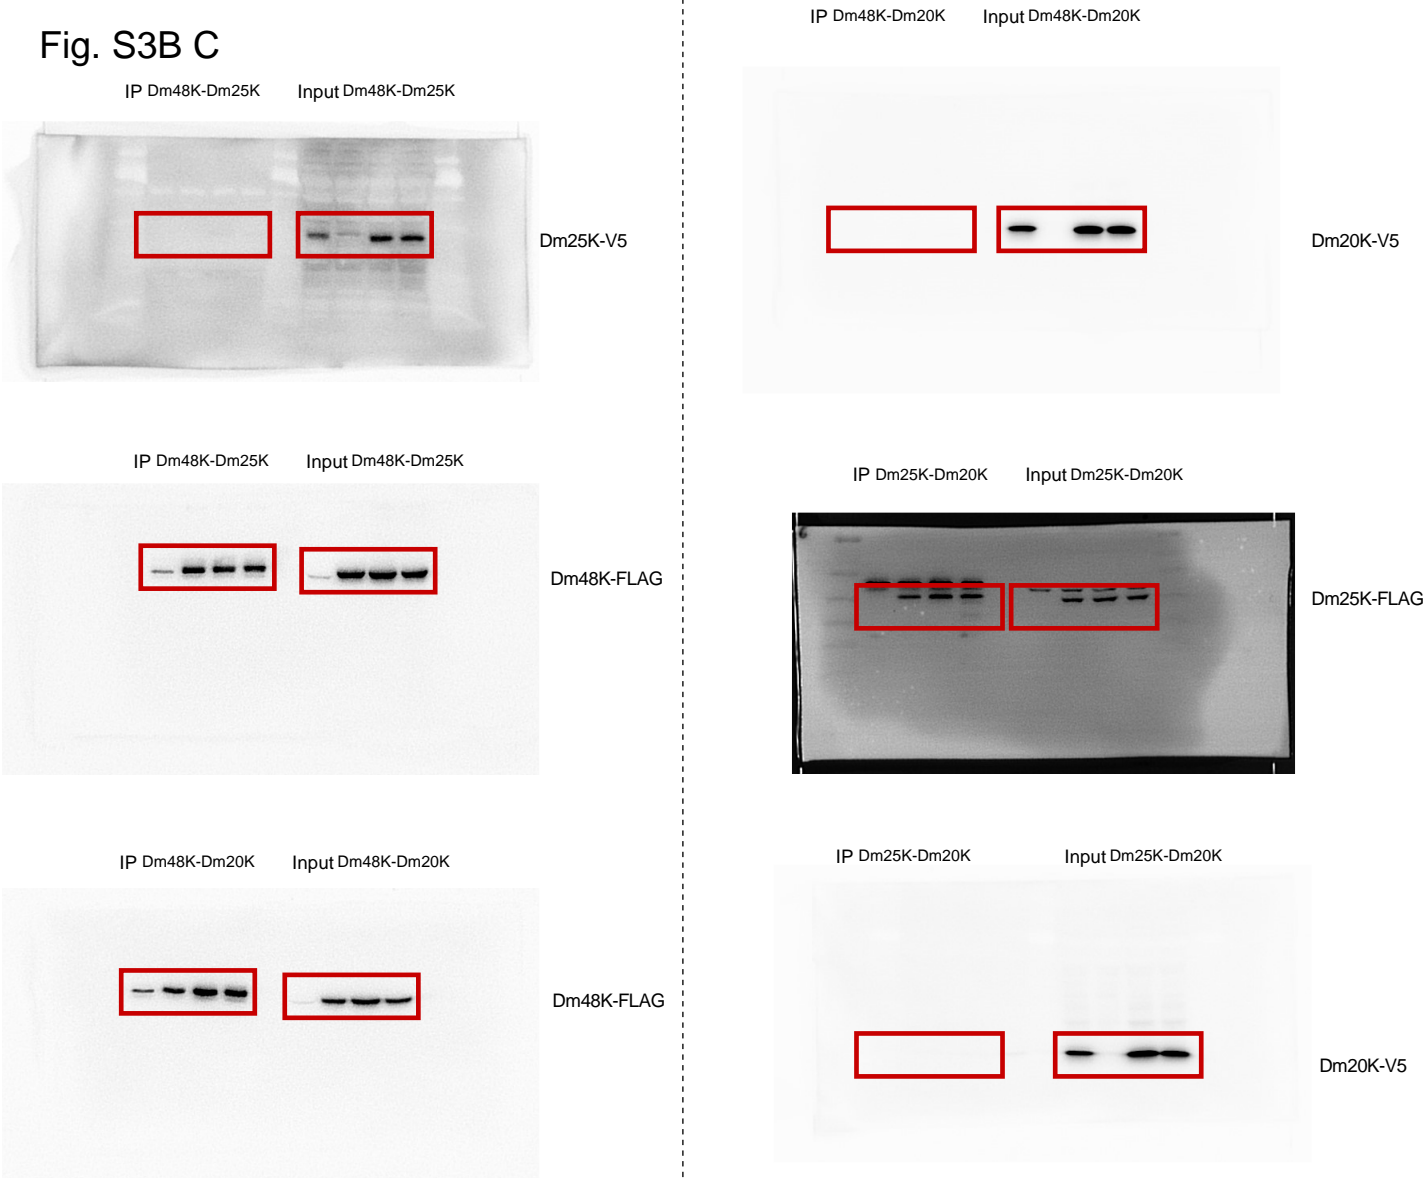

Fig. S3D

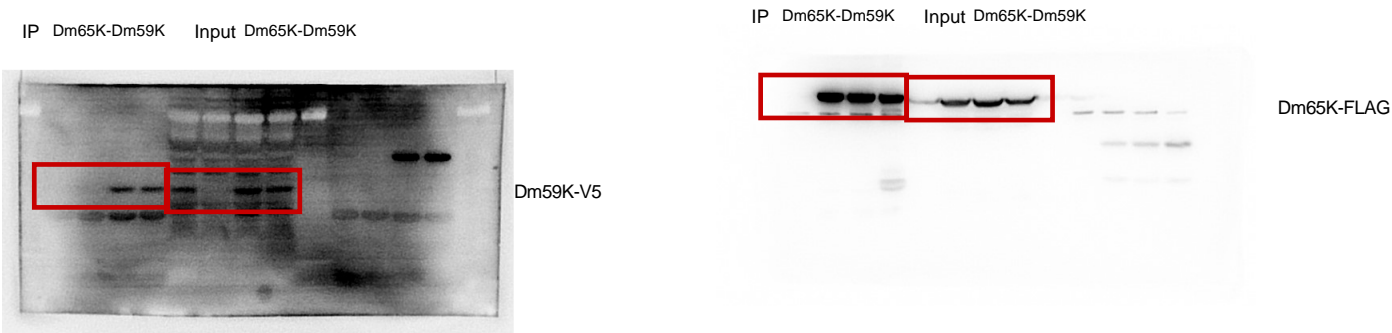

Figure S5

Fig. S5A

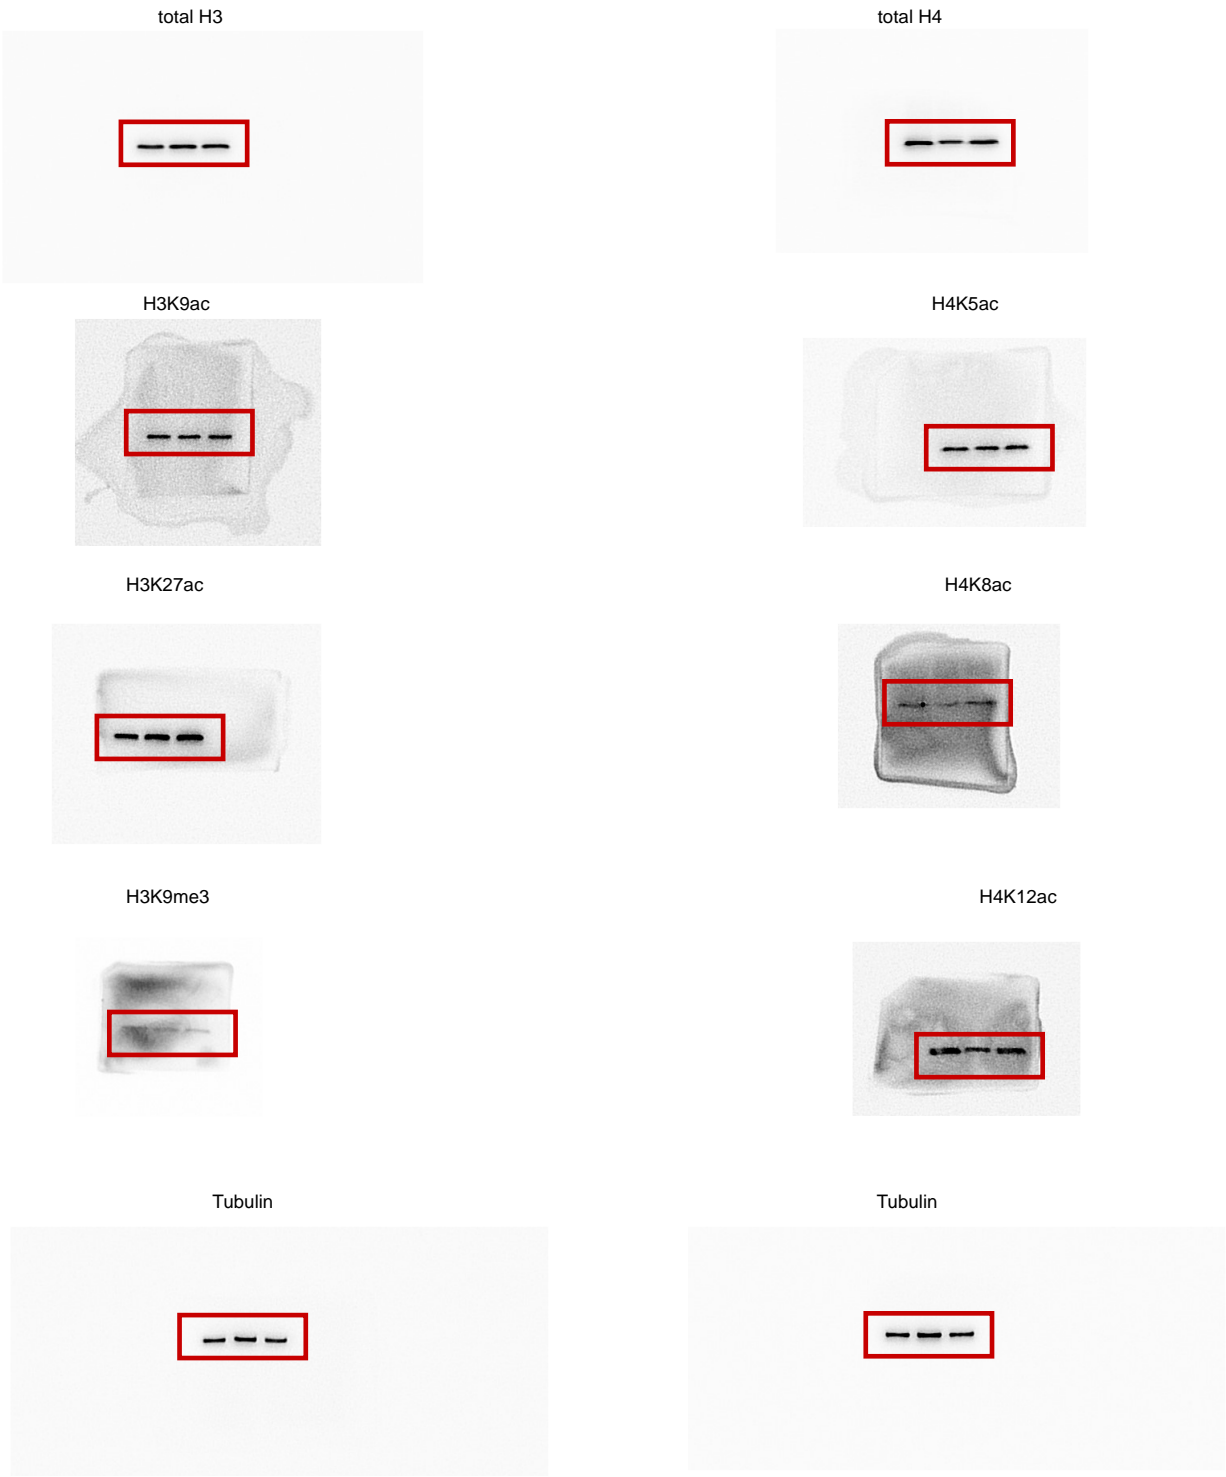

## Figure S6

Fig. S6A

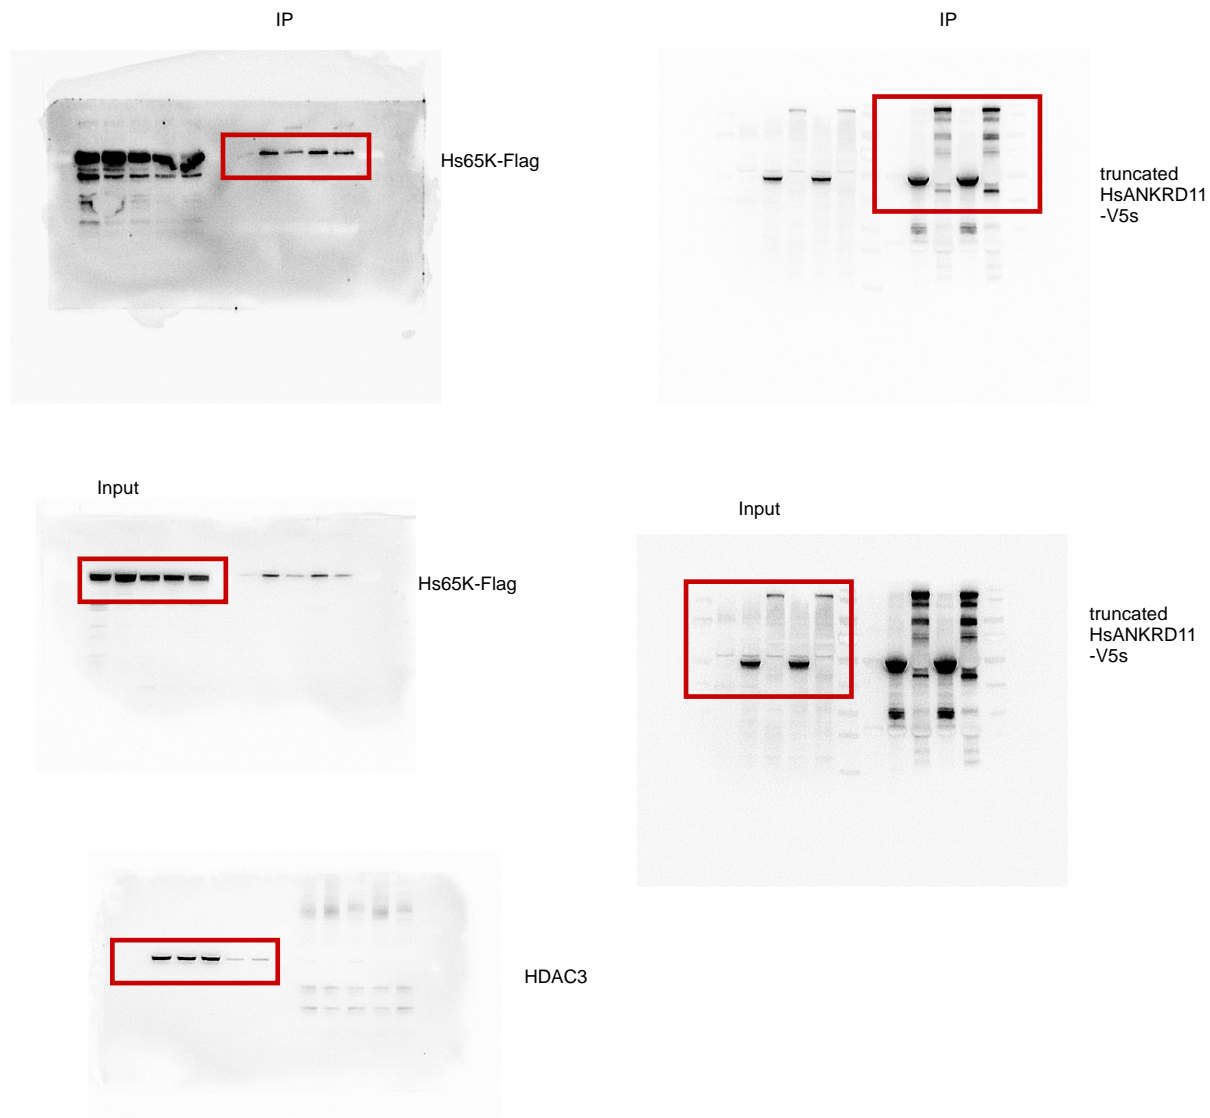

Fig. S6B

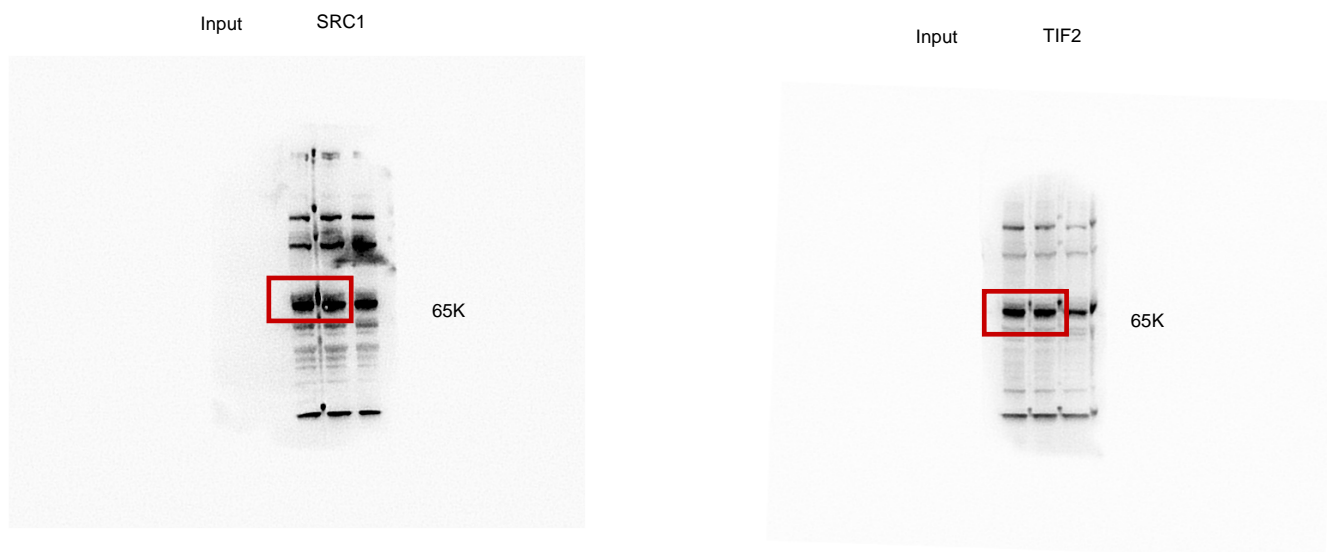

Figure S6B continue

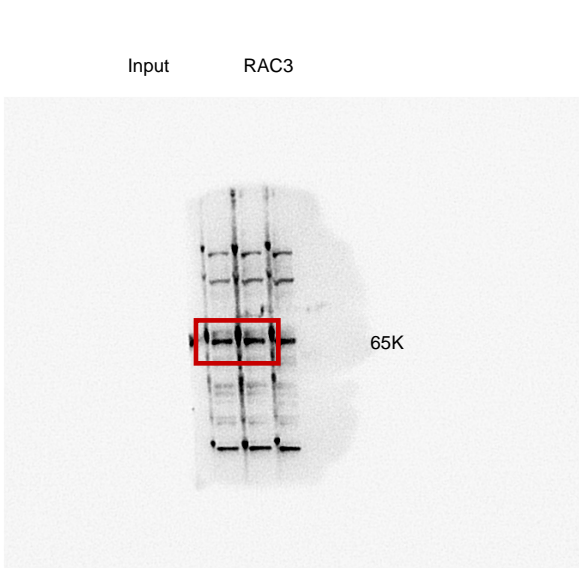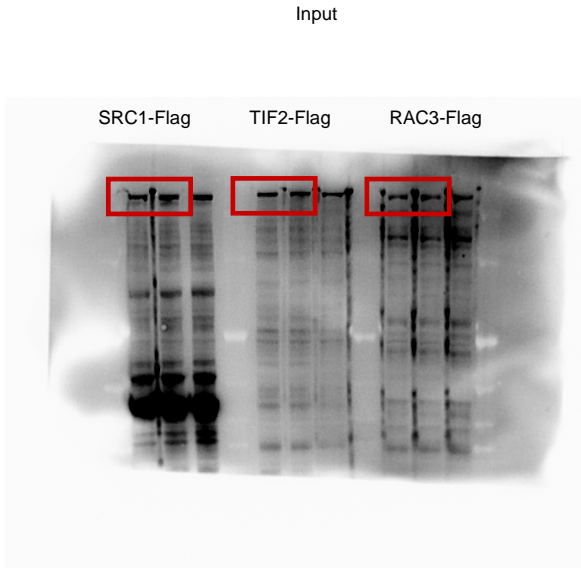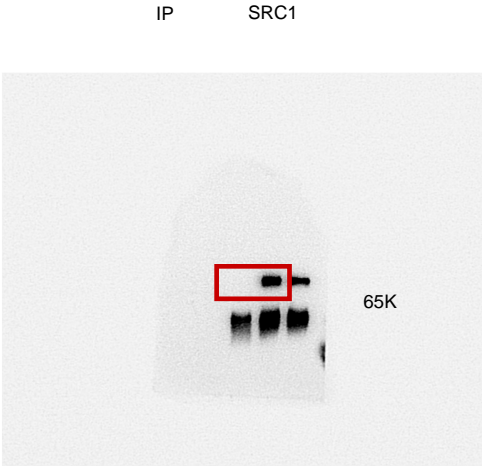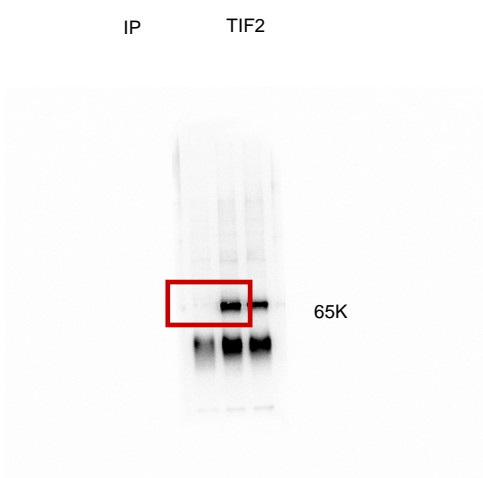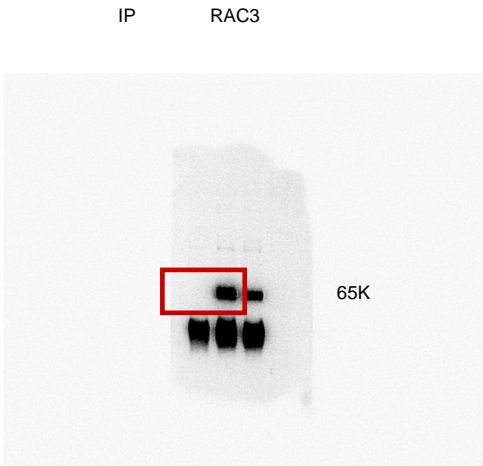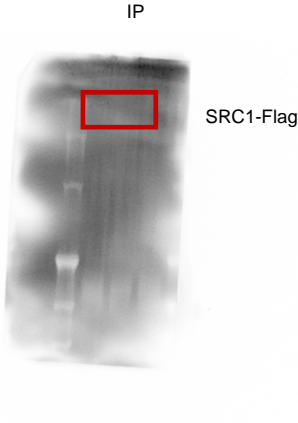

Figure S6B continue

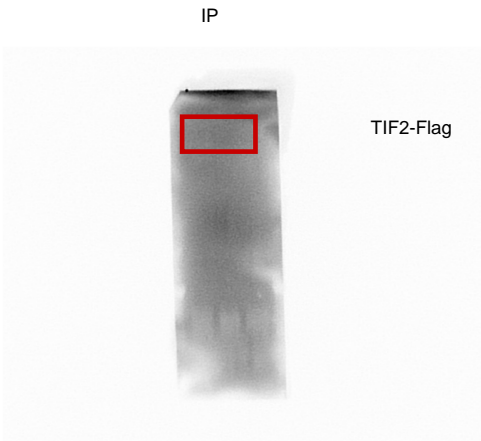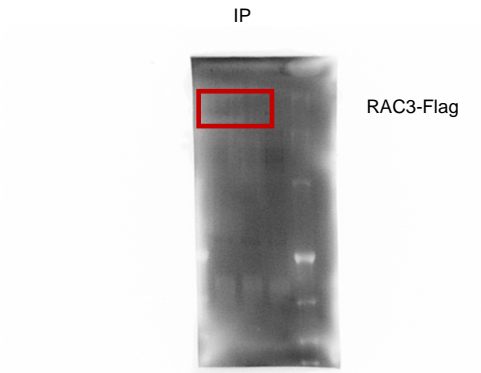

Figure S6C

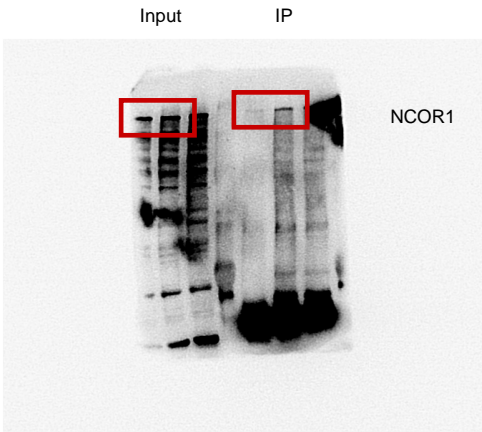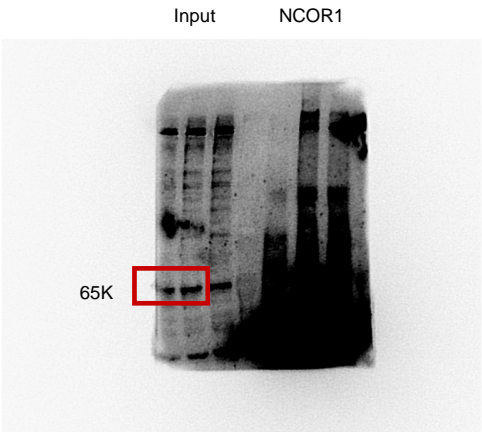

Figure S6C continue

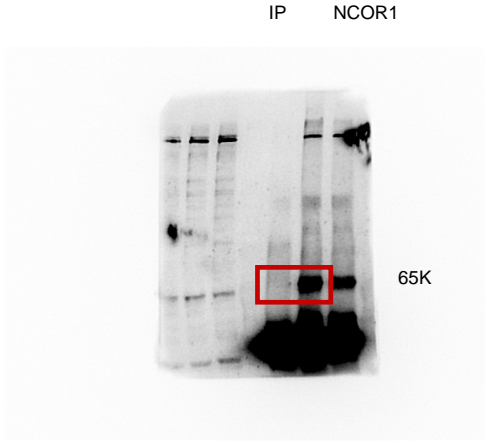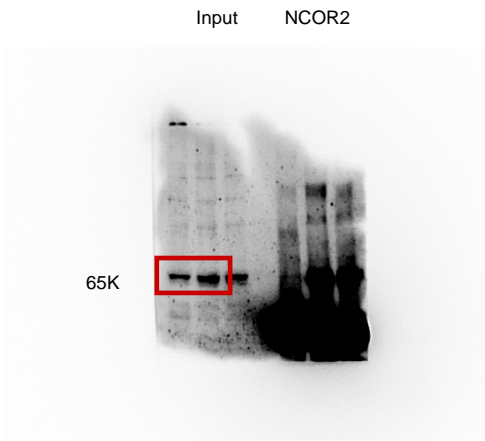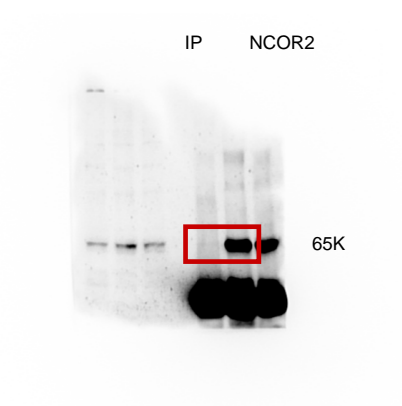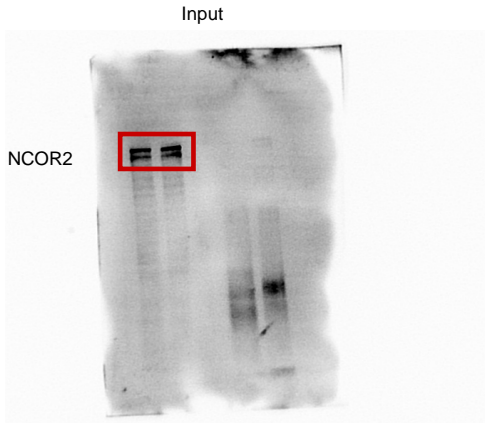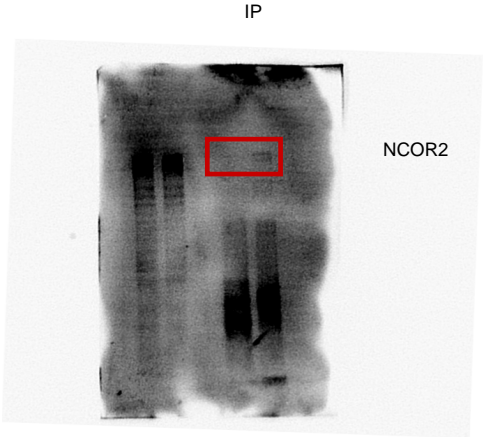

**Supplement:** Supplementary file 2 — Supporting Information

How the deposited data were processed for this re-analysis (not part of the article)

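RNA-seq covered the heads and adults of WT, 65k deletion and ankrd11 deletion flies, and HEK293T control, Hs65K-KD and HsANKRD11-KD cells, with 3 libraries in each group. CUT&Tag with antibodies against Hs65K and HDAC3 in control and HsANKRD11-KD cells, and ChIP-seq of H3K9ac in the 3 kinds of cell, were used as peak lists. Each library was assigned to its condition and replicate from its label. The authors' head tables hold replicates 1 and 2 of the 65k deletion and replicates 2 and 3 of the ankrd11 deletion, and all 3 libraries of each group were used for the main results here.

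The authors trimmed the RNA-seq reads, mapped them with STAR to dm6 or hg38 and deposited raw counts per gene made with featureCounts, to which no normalization had been applied. In the authors' tables of each comparison, the signal values per library are these counts divided by a size factor of the library, which was checked on the values. The log2 fold changes in these tables were computed by the authors with DESeq2. The p-values in them, with their adjustment, were also computed by the authors with DESeq2. For the peak lists, the authors mapped the reads with Bowtie2, removed duplicates with picard and called peaks with MACS2. The fold enrichment of each peak is the ratio of its summit to the local background, as computed by the authors with MACS2. The -log10 q-value of each peak was likewise computed by the authors with MACS2. The lists give no value per replicate and no depth, and the depth behind the peaks is therefore unknown.

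Counts were analysed with R 4.3.3 and edgeR 4.0.16. For each comparison, only the libraries of its groups were fitted, genes were filtered with filterByExpr, libraries were scaled by TMM, and the quasi-likelihood test was applied with Benjamini-Hochberg adjustment. A gene was called at an adjusted p-value under 0.05 and a fold change of at least 2. Standard errors were computed from the log2 fold change and the test statistic. The named genes are every gene named by the paper that the count tables list, and in each comparison the 3 called genes with the largest increase and the 3 with the largest decrease that had a mean log2 CPM of at least 1 and no overlap between the groups. This rule, the comparisons, the tests and the alternatives were set before the data were examined, apart from those named as chosen later. The difference of a deletion's effect between head and adult was tested with an interaction term at an adjusted p-value under 0.05, without a fold change threshold. In human cells, genes changed in both knockdowns were counted at an adjusted p-value under 0.05.

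Between 24251352 and 40018769 reads per fly library and between 52511309 and 60512619 per human library were counted on genes. For a group without a count, 3 counts of its total were used as the upper limit, which covers counting error only.

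Peak lists were compared with bedtools 2.31.1. Peaks within 200 bases of each other were called overlapping, and a gene extended by 3000 bases on both sides held a peak when at least 20% of the peak lay inside it, as stated in the paper's methods. Python 3.11.15 with numpy 2.4.6 and scipy 1.17.1 was used for permutation tests with 100000 resamples, Fisher's exact tests, and 100 random placements of single positions in place of peak summits, and matplotlib 3.10.9 for the plots. Gained and lost H3K9ac peaks, and peaks called again in HsANKRD11-KD cells, stand in for changes of signal between replicates, which need the reads.

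Lists of antimicrobial peptide, heat shock, female-biased, male-biased and interferon response genes, dosage compensation RNAs and minor spliceosome proteins, fixed beforehand, were tested with fry and camera from limma 3.58.1 and edgeR, with adjustment over 24 tests, or over 8 tests of the fly heads for the authors' choice of libraries. A list of immediate early genes was added after the data were examined.

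Alternatives were RLE and upper-quartile scaling, DESeq2 1.42.0, no filter on low counts, at least 10 counts in every library, no fold change threshold, all 3 groups fitted together, the replicate number as a block, an offset for gene length, each library left out in turn, a stricter q-value, other overlap rules and other gene extensions. The procedure was tested on simulated data in which 200 genes were changed per comparison. At an adjusted p-value under 0.05 and without the fold change threshold, the edgeR test recovered between 88% and 100% of them. It also called between 11 and 15 unchanged genes per comparison. Recovery with a fold change of at least 2 was not measured. The interaction test recovered 82% and 70% of them for the 65k and ankrd11 deletions. Splicing, the signals of CUT&Tag and ChIP-seq per replicate, and H4K5ac were not analysed here.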

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

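The tests on body transcripts in head libraries and on chromosome windows were chosen after these results had been seen.

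The effect of the 65k deletion differed between head and adult for 577 of the 13253 genes tested with an interaction term, 357 of them with a higher fold change in the head and 220 with a lower one. For the ankrd11 deletion, 167 of 13179 genes differed, 32 higher and 135 lower in the head. Chance was tested by regrouping WT and deletion libraries within each tissue. For the 65k deletion, 1 of 40 groupings, the real one, gave as many genes, and the largest other number was 236. For the ankrd11 deletion, 2 of 40 groupings gave as many genes and another grouping reached 201, so a chance origin of this number is not excluded. Reads from other tissue in the head libraries were examined as a technical explanation by leaving out the head library with most body transcripts. Without replicate 3 of the 65k deletion, 1071 genes differed, among them 97.7% of the 577 genes, and the majority changed sides, with 418 higher and 653 lower in the head. Without replicate 1 of the ankrd11 deletion, 472 genes differed, 289 higher and 183 lower in the head, among them 64.7% of the 167 genes. For the 65k deletion, the share argues against such reads as the whole cause, although they may account for part of the direction. For the ankrd11 deletion the share cannot decide this, since body transcripts remained in its other head libraries. Replicates 2 and 3 summed to 192.9 and 100.4 CPM over the 161 genes named below, against at most 23.3 CPM in WT heads. Such reads may account for part of the number for the ankrd11 deletion. The direction for the ankrd11 deletion is not tied to replicate 1, since more genes were also higher than lower in the head without replicate 2 (56 and 14), without replicate 3 (34 and 11) and without WT head replicate 1 (6 and 3) or 2 (5 and 4). Without WT head replicate 3 the numbers were 2 and 2. Without any 1 of the adult libraries, from 2 to 8 genes were higher and from 14 to 85 lower in the head. Among the libraries left out in turn, only those of heads removed or changed the majority. The median log2 difference of all tested genes moved from 0.071 to -0.057 for the 65k deletion without its replicate 3, and from 0.0031 to 0.11 for the ankrd11 deletion without its replicate 1. For the ankrd11 deletion it was between 0.16 and 0.17 without any 1 of the other head libraries. The number for the ankrd11 deletion fell without any 1 library other than its head replicate 1. It was 9, 9 and 4 without WT head replicates 1, 2 and 3, and 70 and 45 without deletion head replicates 2 and 3. Without any 1 of the adult libraries it was between 16 and 93. The number for the 65k deletion was 221 without WT head replicate 3. With the replicate number as a block, that is, with libraries of the same number paired, 1366 and 1812 genes differed. A difference between the tissues in their response to the deletions stays open.

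Among the genes of the paper, the fold change of Acox57D-d in the ankrd11 deletion was lower in the head by a log2 difference of -1.28 (adjusted p = 0.0976 from edgeR), and by -1.36 (adjusted p = 0.0197) without replicate 1. For Dro in the ankrd11 deletion the log2 difference was 1.49 (adjusted p = 0.0936), and 1.67 (adjusted p = 0.0466) without replicate 1. In the 65k deletion, the log2 differences were -0.52 for Acox57D-d (adjusted p = 0.204) and 0.94 for Dro (adjusted p = 0.230), and without replicate 3 they were -0.72 (adjusted p = 0.0459) and 0.99 (adjusted p = 0.212). A difference between head and adult was therefore called for neither Acox57D-d nor Dro with all libraries. It was called for Rm62, also named by the paper, in the 65k deletion, with a log2 difference of 0.36 (adjusted p = 0.0406 from edgeR). Without replicate 3 the adjusted p of Rm62 was 0.0372.

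Genes that stood under 1 CPM in WT heads and at 50 CPM or more in WT adults summed to 1320.3 CPM in replicate 3 of the 65k deletion heads and to 8976 CPM in replicate 1 of the ankrd11 deletion heads, a signal the paper does not report. These 161 genes, picked from the WT libraries used here, summed to at most 23.3 CPM in WT heads. Of the 161 genes, 156 were raised in the first library and 158 in the second, at a median of 3.84% and 48.3% of their level in WT adults. Replicate 2 of the ankrd11 deletion also had 146 of them raised, with a sum of 192.9 CPM. A mislabelled adult library is excluded, since the 16 genes higher in heads stood at 90.6% and 93.7% of their level in WT heads, against between 11.7% and 13.3% in the adult libraries. Reads from other tissue of the fly are consistent with the broad rise, and across the genes, which are not independent replicates, Spearman's rho between the level in the library and in WT adults was 0.642 and 0.590. The rise was not that of the whole body in the ankrd11 deletion library, since CG15617 and TpnC4, at 1857 and 678.7 CPM in WT adults, stood there at 0.199 and 0.119 CPM, while Cyp4g1, CG4836 and loopin-1 stood at 412.5, 552.2 and 296.4 CPM. In the 65k deletion library, CG15617, Cyp4g1 and TpnC4 were the highest of these 5 genes, at 254.0, 117.2 and 71.8 CPM. Genes of a male-biased list of testis and accessory gland genes, none of which passed the filter in heads, summed to 492.0 CPM in the ankrd11 deletion library and 22.1 CPM in the 65k deletion library, against at most 0.269 CPM in WT heads, and male reproductive tissue is a candidate source in the ankrd11 deletion library. Among the 219 genes called in ankrd11 deletion heads, 4 belong to the 161 genes, and 8 do among the 432 called in 65k deletion heads. Genes at least 8-fold higher in WT adults than in WT heads made up 62 of the 310 genes called as higher in 65k deletion heads, or 20%, against 4.39% of the tested genes, and 28 of the 108 called as higher in ankrd11 deletion heads, or 25.9%, against 4.78%. Part of the higher DEGs may therefore come from reads of other tissue. A rise inside the head cells of these 2 samples was not tested.

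The paper's text gives DEGs for heads only, and the adult libraries held DEGs as well. In adults, 622 genes were called for the 65k deletion, 288 higher and 334 lower, and 265 for the ankrd11 deletion, 127 higher and 138 lower. Of the 10 splits of the 6 libraries, 1, the real one, gave as many genes in each comparison. In the other splits no gene was called, and between 91 and 505 genes for the 65k deletion and between 164 and 649 for the ankrd11 deletion had an unadjusted p under 0.05, against 5712 and 3133 in the real ones. With 10 splits the share cannot fall under 0.1, so the splits alone do not exclude chance. Called in both tissues were 173 genes for the 65k deletion, 97.7% of them changed in the same direction, and 68 genes for the ankrd11 deletion, 98.5% of them in the same direction, which argues against chance as the whole cause. Other variants of the strains were examined by the position of the DEGs. For the ankrd11 deletion, 18.9% of the adult DEGs lay in 3 windows of 2 Mb that held 5.19% of the tested genes (permutation p = 0.001, the smallest that 1000 random placements can give), and 5.61% of the adult DEGs outside the head DEGs lay in the window found in heads, against 1.76% of the other tested genes, which is consistent with a variant there. No window stood out for the 65k deletion (permutation p = 0.144). For the DEGs outside such windows, the deletions and other variants stay open. The largest increases in the 65k deletion were those of AttA, Drsl3 and CG14205, with log2 fold changes of 5.24, 5.24 and 4.81, and mthl8 was at least 587-fold and CR40190 at least 230-fold lower. In the ankrd11 deletion, Drsl3, CG13675 and CG31300 rose by log2 fold changes of 3.52, 3.39 and 2.94, and Cyp6a17 and Srg3 had log2 fold changes of -5.12 and -5.05. The gene lncRNA:CR46123 was lower in both, with -6.26 and -5.97. Acox57D-d had a log2 fold change of -1.35 in 65k deletion adults and 0.23 (adjusted p = 0.486) in ankrd11 deletion adults, and Dro of 1.54 and -0.26 (adjusted p = 0.632). In both mutants, 80 genes were called in adults, 67 of them in the same direction. Both were compared with the same WT libraries, and lists of as many genes as the DEGs, taken by the lowest p-values, shared 70 genes, 55 of them in the same direction, against medians of 16.5 (14 to 24) and 8 (5 to 13) in 10 pairs of unchanged groups simulated against these libraries. The simulated groups were drawn around the observed WT means. They leave out the chance error of WT that both comparisons share, so part of the excess can come from it.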

How the results depend on the processing

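Chosen after the data were examined were the removal of regional medians, the choice of the authors' head libraries for shared DEGs and for the gene lists, the count of genes that held a common peak, the comparison of triple-peak genes with other H3K9ac genes, and the replicate block for the gene lists.

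Of 207 alternative values for counts and tests, 158 stayed within 1.5 times the number of genes or on the same side of the threshold, 46 moved further and 3 were weaker. No tested direction reversed, while the side that held more of the genes did change in several counts, as given below. Without the fold change threshold, 2687 genes changed in 65k deletion heads (1331 higher, 1356 lower) and 1137 in ankrd11 deletion heads (426 higher, 711 lower), with 470 shared. In adults the numbers were 4286 and 1370, and in Hs65K-KD and HsANKRD11-KD cells 10229 and 14569, since fewer conditions had to be met. With the authors' head libraries, 532 were shared in heads, 247 in the same direction and 285 in opposite directions, against 256 and 214 with all libraries. With at least 10 counts in every library, which tests fewer genes, 407 genes were called in 65k deletion adults, 503 in Hs65K-KD and 2034 in HsANKRD11-KD cells. In ankrd11 deletion heads, DESeq2 called 501 genes (375 higher, 126 lower), with 81 shared, and since it called 148 higher and 161 lower without replicate 1, the excess of higher genes rests on that library. The absence of a filter gave 139 (57 higher, 82 lower), with 32 shared, and the cause was not tested. A fold change of at least 2 in both knockdowns left 273 shared genes.

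Leaving out each library in turn gave from 89 (without WT replicate 3) to 316 (without ankrd11 deletion replicate 1) DEGs in ankrd11 deletion heads, and from 19 (without WT replicate 3) to 72 (without ankrd11 deletion replicate 1) shared genes. Genes with an effect that differed between head and adult numbered from 221 to 1071 for the 65k deletion and from 4 to 472 for the ankrd11 deletion, the lowest without WT head replicate 3 and the highest without replicate 3 or 1 of the deletion heads (418 higher and 653 lower, and 289 and 183, against 357 and 220, and 32 and 135, with all libraries). With RLE scaling, which changed the median log2 difference of all genes from 0.071 to 0.027 and from 0.0031 to 0.042, they numbered 993 (448 higher and 545 lower in the head) and 62 (14 and 48). With the replicate block they numbered 1366 (1052 and 314) and 1812 (1431 and 381), and without a filter the ankrd11 deletion gave 87. The cause was not tested.

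The odds ratio of common binding at gained against lost H3K9ac peaks in Hs65K-KD cells was 1.22 (p = 0.0982 from Fisher's exact test) with a stricter q-value and 1.23 (p = 0.113) after matching on fold enrichment, and that of triple-peak genes was 0.91 (p = 0.573) with a fold change of at least 2, where fewer genes are counted. The cause was not tested.

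For the gene lists, 41 of 56 values stayed on the same side of the threshold, 10 were weaker and 5 stronger. For named genes, 1493 of 1571 values did, 69 were weaker and 9 stronger, and 95 of the 114 named values did not change under any alternative that was run. The depth limits genes such as Dro, with between 22 and 30 reads in each WT head library.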

Differences from the paper's values

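With the main settings, 1 value lay at the limit of the rule for a difference, namely more than 1.5 times apart and beyond the error, and the others lay within it. The number of genes with an Hs65K peak only was 734, against the paper's about 1100 in Fig. 4A, read by eye, which is just under 1.5 times at this precision and just over it with all the digits of the figure. None of the alternatives set before the data were examined closed the gap, with 634 genes when extended by 1 kb, 423 within 1 kb of the transcription start, 671 with a stricter q-value and 470 among protein-coding genes. Counting as common only the genes that held a peak common to both lists, a rule chosen after seeing the values, left 921 genes, less than 1.5 times from the paper's, with 89.8% of the genes with an Hs65K peak and 62.0% of those with an HDAC3 peak as common. Some alternatives came closer to the paper's values. DESeq2 with the authors' choice of head libraries, which was made after seeing the data, called 269 genes higher and 132 lower in the 65k deletion and 148 higher and 161 lower in the ankrd11 deletion, with 71 shared. The paper's values are 269, 131, 145, 161 and 71. The same libraries gave 272 and 144, 143 and 173, and 75 shared genes with edgeR, and with all libraries except replicate 1 of the ankrd11 deletion, 72 genes were shared. An offset for gene length gave 279 and 133 genes for the 65k deletion. DESeq2 called 787 genes in Hs65K-KD and 3453 in HsANKRD11-KD cells, where the paper's values are 798 and 3446. With genes extended by 1 kb, 7472 genes held both kinds of peak, and 7442 did with a stricter q-value, against the paper's 7318.

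The paper ranks the H3K9ac peaks of control cells as most numerous and those of HsANKRD11-KD cells as least numerous, while the lists used here hold 12478 peaks in control, 12149 in Hs65K-KD and 12563 in HsANKRD11-KD cells.

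ARID1A is given by the paper as bound by HDAC3 and not by Hs65K, while the control list of Hs65K has a peak there with a fold enrichment of 4.36.

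By quantitative PCR, the paper finds more H3K9ac near UBXN11, SPATA2 and GTF2A2 in both knockdowns. The fold enrichment of the peaks was higher in both knockdowns for UBXN11 and GTF2A2, while for SPATA2 it was 37.0 in control, 33.8 in Hs65K-KD and 41.4 in HsANKRD11-KD cells, without replicates.

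The paper describes a stronger decrease of binding at common than at only sites in HsANKRD11-KD cells. Counted as peaks called again, which is another measure than the signal, 29.8% of the common and 21.7% of the only Hs65K peaks, and 57.9% and 12.1% of the HDAC3 peaks, were kept, and within strata of fold enrichment the odds ratio was 1.10 for Hs65K and 6.04 for HDAC3.

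In the paper, minor-intron genes BuGZ, Phb2 and Nhe3 have less mRNA in the 65k deletion by RT-PCR. Their log2 fold changes in 65k deletion heads, over all reads of the gene, were 0.052 (adjusted p = 0.522 from edgeR), 0.028 (adjusted p = 0.731) and 0.097 (adjusted p = 0.187). In adults they were 0.10 (adjusted p = 0.172), -0.16 (adjusted p = 0.0214, and between 0.0565 and 0.0893 without WT replicate 2 or without any 1 of the 65k deletion libraries) and 0.077 (adjusted p = 0.264), with every 65k deletion library under every WT library for Phb2, which chance gives in 10% of groupings.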

Other observations

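The tests on CG44249, on chromosome windows of the fly, on the chance order of genes, on immediate early genes and on a reagent response of like strength in both knockdowns, and the look at XIST, were chosen after these results had been seen, as were the replicate block and the authors' libraries for the gene lists.

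Of the 10 splits of the 6 libraries, 1, the real one, gave as many DEGs in each of the comparisons of heads and of human cells. In the other splits at most 1 gene was called. The genes with an unadjusted p under 0.05 numbered at most 383 and 463 in the other splits of the 65k and ankrd11 deletion heads, against 3917 and 3000 in the real ones, and at most 309 and 120 in those of Hs65K-KD and HsANKRD11-KD cells, against 11354 and 14993. With 10 splits the share cannot fall under 0.1, so the splits alone do not exclude chance. In heads, the direction shared with adults by 97.7% and 98.5% of the genes called in both tissues argues against it as the whole cause. In human cells, 869 and 3208 genes were called in the real splits, against at most 1 and 0 in the others, which mix both groups and so widen the spread within each. At an adjusted p-value under 0.05, 7856 genes were called in both knockdowns. The 0 found in each of 10 simulated pairs of unchanged groups cannot be set against this, since it follows from drawing them around the control means. For human cells, these tests add no evidence on chance beyond the share of splits.

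CG44249, which Fig. 1B of the paper and the annotation list as Dm65K, was not lower in the libraries of the 65k deletion. Its log2 fold change was 0.83 (adjusted p = 0.0156 from edgeR, and 0.0569 without WT replicate 3) in heads, from 2.13 ± 0.40 to 3.81 ± 0.338 CPM (SD, n = 3 each) and higher in every deletion library than in every WT library, which chance gives in 10% of groupings, and 0.038 (adjusted p = 0.916) in adults. A swap of the deletion strains is excluded, since CG10984, the Ankrd11 homolog, had a log2 fold change of -0.022 in 65k deletion heads and of -0.47 in ankrd11 deletion heads. CG10984 itself kept most of its counts in the ankrd11 deletion, at 40.7 ± 1.32 CPM against 56.5 ± 1.28 CPM in WT heads (SD, n = 3 each), and its log2 fold change in adults was -0.45 (adjusted p = 0.00921 from edgeR). WT libraries under the label of the 65k deletion are excluded, since 97.7% of the 173 genes called in heads and adults changed in the same direction. Reads shared with Snp, which spans CG44249 on the same strand and rose by a log2 fold change of 0.56 in heads, are a candidate explanation for the counts. A deletion that leaves part of the transcript stays open for both genes and was not tested.

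DEGs of the 65k deletion in heads were concentrated in 3 of 69 windows of 2 Mb, on 3L, 2L and 2R, which held 15.5% of the DEGs and 4.77% of the tested genes (permutation p = 0.001, the smallest that 1000 random placements can give). No window stood out in 65k deletion adults (permutation p = 0.144). Of the adult DEGs outside the head DEGs, 6.28% lay in these windows, against 4.55% of the other tested genes, and a strain variant and an effect of the deletion cannot be told apart on so few genes. The window on 2R, from 20000001 to 22000000, ends just before CG44249, which starts at 22066883. DEGs of the ankrd11 deletion were concentrated in 1 window in heads (permutation p = 0.032) and 3 in adults, with the window on 3R from 10000001 to 12000000 in both. Of its adult DEGs outside the head DEGs, 5.61% lay in the head window, against 1.76% of the other tested genes, which is consistent with a strain variant there.

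In HsANKRD11-KD cells, the medians of 224 windows of 50 neighbouring genes had an SD of 0.199, against at most 0.0710 in 1000 random gene orders, which excludes the chance order of genes. After removal of trends with GC content and gene length, 89.1% of the SD was left, which excludes these as the whole cause. The medians ran from -0.73 on chromosome 21 to 0.67 on chromosome 13. They correlated across windows, which are not independent replicates, with the net number of gained H3K9ac peaks (Spearman's rho 0.574, permutation p = 0.0005, the smallest that 2000 resamples can give). After removal of the trends, rho was 0.176 (p = 0.0095). A difference in DNA copy number between the cell populations is a candidate explanation, and an effect of acetylation on whole regions would give the same and stays open. In Hs65K-KD cells, the SD was 0.0502, against at most 0.0484 in random orders, and rho was 0.00106. The 3 HsANKRD11-KD libraries had window medians that correlated with the group's at between 0.992 and 0.996. In these cells, HDAC2 had a log2 fold change of -0.41, and the other genes of its window had a median of -0.28.

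Of the 3208 DEGs in HsANKRD11-KD cells, 77.8% were higher. Among those at 5 CPM or more in control cells, 66.6% were higher, which argues against low counts as the whole cause. Without the fold change threshold, 7333 genes were higher and 7236 lower (50.3% higher). The excess was therefore confined to the genes changed at least 2-fold. The interferon response list was higher, with a median log2 fold change of 0.72 in HsANKRD11-KD cells (8 of 15 genes higher and 3 lower, fry adjusted p = 4.3e-06) and 0.70 in Hs65K-KD cells (10 higher and 2 lower, adjusted p = 0.000798), and the same numbers when adjusted over the list alone. A reagent response of like strength in both knockdowns is excluded as the cause of the excess, since 50.9% of the DEGs were higher in Hs65K-KD cells, and 27.3% of those at 5 CPM or more. A response to the reagent used against ANKRD11 and an effect of ANKRD11 cannot be told apart, since both are confined to the same libraries. XIST, chosen after its values were seen, took most counts of all genes in the HsANKRD11-KD libraries and had a log2 fold change of 0.91 in HsANKRD11-KD and -0.17 in Hs65K-KD cells.

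Antimicrobial peptide genes were higher in 65k deletion heads, with a median log2 fold change of 2.46 and 6 of 10 tested genes higher, the same number when adjusted over the list alone (fry adjusted p = 0.0149, and between 2.7e-09 and 0.0864 under camera, the replicate block and the authors' libraries, where the last were adjusted over 8 tests in place of 24). Stress or handling as tracked by heat shock genes is excluded, since these had a median of -0.74 (7 of 10 lower and 1 higher over all genes, and 8 lower and 1 higher when adjusted over the list alone, adjusted p = 0.0165, and between 2.1e-07 and 0.0864 under the same alternatives). The higher one, named after its value was seen, was Hsp23, with a log2 fold change of 1.22.

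For antimicrobial peptide and heat shock genes in ankrd11 deletion heads, the medians were 0.57 (adjusted p = 0.510) and -0.41 (adjusted p = 0.112), in 65k deletion adults 0.29 (adjusted p = 0.0422) and -1.53 (adjusted p = 0.0461), and in ankrd11 deletion adults -0.92 (adjusted p = 0.0149) and -1.65 (adjusted p = 0.0224). Female-biased genes had medians of -0.085 (adjusted p = 0.545) and -0.75 (adjusted p = 0.114) in 65k and ankrd11 deletion heads, and -0.34 (adjusted p = 0.0424) and 0.15 (adjusted p = 0.510) in adults. Male-biased genes, of which none passed the filter in heads, had medians of -0.41 (adjusted p = 0.114) and -0.075 (adjusted p = 0.571) in adults. Dosage compensation RNAs had medians of -0.28, -0.091, -0.46 and -0.053 in the same order, with adjusted p-values of 0.510, 0.834, 0.0224 and 0.571. Minor spliceosome proteins had medians of -0.048 (adjusted p = 0.172) in Hs65K-KD and -0.14 (adjusted p = 0.0142) in HsANKRD11-KD cells. Of the results under fry, camera did not call the antimicrobial peptides (adjusted p = 0.0942) and dosage compensation RNAs (adjusted p = 0.189) of 65k deletion adults and the minor spliceosome proteins of HsANKRD11-KD cells (adjusted p = 0.541). Camera alone called heat shock genes (adjusted p = 0.00194) and female-biased genes (adjusted p = 0.0456) in ankrd11 deletion heads and male-biased genes in 65k deletion adults (adjusted p = 0.0468). With the replicate block, fry did not call antimicrobial peptides in adults of the 65k deletion (adjusted p = 0.0865) and the ankrd11 deletion (adjusted p = 0.0575), heat shock genes in 65k deletion heads (adjusted p = 0.0558), female-biased genes in 65k deletion adults (adjusted p = 0.0919) and minor spliceosome proteins in HsANKRD11-KD cells (adjusted p = 0.0575), and called heat shock genes (adjusted p = 0.0218) and female-biased genes (adjusted p = 0.0170) in ankrd11 deletion heads.

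Minor-intron genes were examined for lower counts where their introns are retained. In the fly, an exact match to the 5' splice site sequence found only 5 genes, a part of those with the minor introns of the paper, without BuGZ, Phb2 and Nhe3. In 65k deletion heads their median log2 fold change was 0.71, above all random lists, whose central range was -0.24 to 0.17, with 3 higher and 0 lower at an adjusted p under 0.05, which excludes a lower count of these 5 genes as a set and says nothing of the others. In adults the median was 0.069, within the central range of -0.27 to 0.18, with 2 higher and 1 lower, and for these genes a small decrease and no change cannot be told apart. In Hs65K-KD cells, 539 such genes had a median of -0.056, below all random lists, whose central range was -0.01 to 0.04, which is consistent with slightly lower counts. In HsANKRD11-KD cells the median was -0.13, lower than all but 3.19% of the random lists.

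Immediate early genes were lower in Hs65K-KD cells, with a median log2 fold change of -0.53 (16 of 19 lower, fry adjusted p = 4.3e-06). In HsANKRD11-KD cells the median was -0.57 (11 of 19 lower and 4 higher). Summed over the list, the libraries held from 3486 to 3538 CPM in control, from 1804 to 1944 in Hs65K-KD and from 1850 to 1917 in HsANKRD11-KD cells. The summed fall was thus of like size in both knockdowns. Of the 16 genes lower in Hs65K-KD cells, 10 were also lower in HsANKRD11-KD cells, and 6 were not. Of these 6, named after their values were seen, JUNB, JUND and ZFP36 were higher, by log2 fold changes of 0.61, 0.61 and 0.88, and FOS, IER2 and NR4A1 were not changed, at -0.044, -0.016 and -0.071. These 6 genes argue against an effect shared by both knockdowns, and against a property of the common control libraries, as the whole cause, and both stay open for the other 10. Whether the regional shifts of HsANKRD11-KD cells raised any of the 6 genes was not tested.

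The HsANKRD11-KD lists of CUT&Tag held fewer peaks than the control lists. The control peaks that were called again had a median fold enrichment of 5.54 for Hs65K and 5.19 for HDAC3, against 4.20 and 3.98 for those that were not, which is consistent with weak peaks falling under the threshold of calling. Of the highest peaks, in the top of 10 strata, 16.9% and 11.3% were also not called again. A lower depth of the HsANKRD11-KD libraries and lower binding stay open, since the lists give no depth.

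Fly HDAC3 (FBgn0025825) and CG34313 are listed at 0 counts in all 18 fly libraries.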
